# In vivo partial reprogramming of myofibers promotes muscle regeneration by remodeling the stem cell niche

**DOI:** 10.1038/s41467-021-23353-z

**Published:** 2021-05-25

**Authors:** Chao Wang, Ruben Rabadan Ros, Paloma Martinez-Redondo, Zaijun Ma, Lei Shi, Yuan Xue, Isabel Guillen-Guillen, Ling Huang, Tomoaki Hishida, Hsin-Kai Liao, Estrella Nuñez Delicado, Concepcion Rodriguez Esteban, Pedro Guillen-Garcia, Pradeep Reddy, Juan Carlos Izpisua Belmonte

**Keywords:** Biological techniques, Cell biology, Mesoderm, Muscle stem cells, Stem-cell research

## Abstract

Short-term, systemic expression of the Yamanaka reprogramming factors (*Oct-3/4*, *Sox2*, *Klf4* and *c-Myc* [OSKM]) has been shown to rejuvenate aging cells and promote tissue regeneration in vivo. However, the mechanisms by which OSKM promotes tissue regeneration are unknown. In this work, we focus on a specific tissue and demonstrate that local expression of OSKM, specifically in myofibers, induces the activation of muscle stem cells or satellite cells (SCs), which accelerates muscle regeneration in young mice. In contrast, expressing OSKM directly in SCs does not improve muscle regeneration. Mechanistically, expressing OSKM in myofibers regulates the expression of genes important for the SC microenvironment, including upregulation of p21, which in turn downregulates *Wnt4*. This is critical because Wnt4 is secreted by myofibers to maintain SC quiescence. Thus, short-term induction of the Yamanaka factors in myofibers may promote tissue regeneration by modifying the stem cell niche.

## Abstract (web summary)

Short term systemic expression of the reprogramming factors Oct-3/4, Sox2, Klf4, c-Myc (OSKM) rejuvenates aging cells and promotes tissue regeneration. Here the authors show that myofiber-specific expression of OSKM accelerates muscle regeneration by reducing secretion of muscle stem cell quiescence promoting Wnt4.

## Introduction

Reprogramming of somatic cells to a pluripotent state by overexpressing the Yamanaka factors (Oct-3/4, Sox2, Klf4, and c-Myc [OSKM]) is a long and complex process^1–3^. Cellular reprogramming is widely utilized for disease modeling in vitro^4^. However, reprogramming in vivo induces tumor development^5–7^. Our lab showed that partial reprogramming by short-term expression of reprogramming factors ameliorated aging hallmarks without tumor formation^8^, opening a possible application of this approach in vivo. Recently, other reports have demonstrated rejuvenation of dentate gyrus cells, retinal ganglion cells, chondrocytes, and muscle stem cells using reprogramming factors^9–11^, reinforcing its potential application in clinical settings. Besides amelioration of cellular aging hallmarks, reprogramming factors promote tissue regeneration in aged mice^8,10^. However, it is unknown whether OSKM-improved regeneration is solely a result of its rejuvenating effect.

Muscle regeneration is primarily mediated by muscle stem cells or satellite cells (SCs), which reside in a characteristic niche located between the basal lamina and plasma membrane of myofibers^12^. The regenerative capacity of SCs is influenced by both intrinsic modulators and the extrinsic microenvironment^13–15^. We have shown that partial reprogramming promotes skeletal muscle regeneration in 12-month-old mice^8^, but these studies were performed by expressing OSKM systemically (i.e., in all cell types)^8^. It is therefore unclear whether intrinsic or niche-specific factors contributed to the observed improvement in muscle regeneration.

In this work, we generate myofiber- and SC-specific OSKM induction mouse models to investigate the effect of OSKM induction on extrinsic and intrinsic modulators of SCs, respectively. In addition, we chose young mice to investigate whether the improvement of regeneration can be achieved by OSKM induction regardless of its rejuvenating effect. Our data shows that myofiber-specific OSKM induction accelerates muscle regeneration through downregulating the myofiber-secreted niche factor, Wnt4, to induce the activation and proliferation of SCs. In contrast, SC-specific OSKM induction does not improve muscle regeneration in young mice. We conclude that partial reprogramming via OSKM can remodel the SC niche to induce SC activation and proliferation and accelerate muscle regeneration.

## Results

### RNA-seq analysis of myofiber-specific OSKM induction mice

To investigate the effect of OSKM on the SC niche, we crossed Acta1-Cre mice to mice carrying an OSKM polycistronic cassette (4F) plus a LoxP-STOP-LoxP cassette-blocked rtTA *trans*-activator and GFP transgenes. In this mouse model (Acta1-Cre/4F^het^), the LoxP-STOP-LoxP cassette is excised by Cre in myofibers, resulting in rtTA and GFP expression. Doxycycline (Dox) administration induces OSKM expression specifically in myofibers (Fig. 1a). Immunostaining verified the expression of Sox2 and GFP in extensor digitorum longus (EDL) muscles of Acta1-Cre^+^/4F^het^ mice but not in Acta1-Cre^−^/4F^het^ mice after introduction of Dox (1 mg/ml) in their drinking water for 2.5 days (Supplementary Fig. 1). Then, 2-month-old Acta1-Cre^+^/4F^het^ and Acta1-Cre^−^/4F^het^ mice (controls) were administered Dox for 2.5 or 8.5 days to induce OSKM. We isolated the EDL and soleus (SOL) muscles, which are predominantly fast- and slow-twitch myofibers, respectively. 

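The deposited RNA-seq data cover 24 libraries, made from EDL and SOL muscles of Cre+ and Cre- mice, with 2 libraries for each muscle and genotype at each of the time points 2.5, 5.5 and 8.5 days of Dox. The paper's text reports on 2.5 and 8.5 days, so the values below come from the 16 libraries of these time points unless 5.5 days is named. The authors aligned the reads to the mm10 genome (GRCm38) with STAR and counted the reads that aligned uniquely to RefSeq exons with HOMER, and the deposited values are these raw counts for 24537 genes, without normalization. The counts do not separate transcripts of the OSKM cassette from those of the endogenous genes.

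The total count per library ranged from 36088781 to 53041969 over the 16 libraries, with a median of 44243960. In EDL muscles it ranged from 36088781 to 45622722 in Cre- mice (median 42806851, n = 4) and from 44318791 to 53041969 in Cre+ mice (median 47644159, n = 4). In SOL muscles it ranged from 38315161 to 41580104 in Cre- mice (median 39848553, n = 4) and from 41026430 to 52037509 in Cre+ mice (median 48019930, n = 4). At 5.5 days the totals ranged from 37834210 in a Cre+ SOL library to 54679082 in a Cre- EDL library. A gene with no count in a library could still have had up to 3 counts, a limit that covers counting error only.

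FPKM values were computed from the counts, the exon length given with each gene and the total count of the library. Gene expression changes were tested on the counts with edgeR's quasi-likelihood test after TMM normalization, in one fit of the 16 libraries with one mean for each of the 8 groups, over the 15372 genes that passed edgeR's filter on low counts. Fold changes are Cre+ over Cre- on the log2 scale. The test gives no standard error, so each standard error is the absolute log2 value divided by the square root of the F statistic. It is approximate. DE genes are those with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds of the paper, which applied them to DESeq2 in pairwise comparisons. The common biological coefficient of variation of the fit was 0.174. With 2 libraries per group, an exact permutation test of a single gene in one comparison cannot give a two-sided p below 0.333, so the tests rest on the spread shared between genes and groups. The 2 replicates of a group differed by more than counting error in every group, with a mean chi-square per gene between 41.88 and 138.8 in the 16 libraries, where counting error alone gives 1.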

RNA was then extracted and subjected to RNA-sequencing (RNA-seq) analysis to determine global changes in gene expression (Fig. 1b). 

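In EDL muscles, Pou5f1 (Oct4; chromosome 17, 35506032 to 35510777) had 44.02 ± 37.5 FPKM (SD, n = 2) in Cre+ mice after 2.5 days of Dox against 0.0418 ± 0.0361 (SD, n = 2) in Cre- mice, a log2 fold change of 9.64 (standard error 0.87, adjusted p = 1.74e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 8.5 days it had 66.9 ± 13.1 FPKM (SD, n = 2) in Cre+ mice and a log2 fold change of 9.55 (standard error 0.82, adjusted p = 1.86e-05). The Cre- EDL libraries held between 1 and 5 Pou5f1 counts, so the size of these 2 fold changes rests on few counts in the denominator. Sox2 (chromosome 3, 34649995 to 34652460, within the locus of the transcript Sox2ot) rose by 8.64 and 8.71 on the log2 scale after 2.5 and 8.5 days (adjusted p = 4.1e-05 and 4.44e-05). Myc (chromosome 15, 61985341 to 61990361) rose by 4.12 and 4.65 (adjusted p = 0.00016 and 0.000142), and Klf4 (chromosome 4, 55527137 to 55532475) by 2.02 and 1.87 (adjusted p = 0.00319 and 0.0088). For all 4 genes and both time points, each Cre+ EDL library lay above both Cre- EDL libraries of its day. Among the settings other than leaving out a replicate, dividing by library size alone in place of TMM normalization moved Pou5f1 most, to 9.98 after 2.5 days.

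A single library decided much of the level after 2.5 days. Cre+ replicate 2 had 70.51 FPKM of Pou5f1, 30.74 of Sox2, 99.38 of Myc and 59.91 of Klf4, against 17.53, 7.17, 25.39 and 24.37 FPKM of the same genes in replicate 1. Without replicate 2 the log2 fold changes were 8.38 for Pou5f1, 7.31 for Sox2, 2.897 for Myc and 1.30 for Klf4.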

We first sought to confirm OSKM expression, and indeed measured higher levels of OSKM in Cre^+^ EDL muscles compared with Cre^−^ EDL muscles (Fig. 1c). In SOL muscles, however, *Oct4*, *Sox2*, and *c-Myc* were induced, but the expression of *Klf4* was similar between Cre^+^ and Cre^−^ SOL muscles (Fig. 1d). In addition, the expression of *Oct4*, *Sox2*, and *c-Myc* was 4-fold higher in Cre^+^ EDL muscles compared with Cre^+^ SOL muscles (baseline expression of these genes was comparable between Cre^−^ EDL and Cre^−^ SOL muscles) (Fig. 1c, d). These results indicate that OSKM was more strongly induced in fast-twitch muscles than in slow-twitch muscles.

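In SOL muscles, the Cre- libraries held at most 2 Pou5f1 counts, so its change is given against a level of 3 counts. That level lies above the counted values, but counting error in libraries with any counts can exceed it. Against it, Pou5f1 was 126.9-fold higher in Cre+ than in Cre- SOL muscles after 2.5 days and 158.4-fold higher after 8.5 days. By the lower of the 2 Cre+ libraries the values were 87.05-fold and 106.4-fold. The adjusted p of the change was 0.00391 and 0.00165 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sox2 rose by 5.99 on the log2 scale (standard error 0.88, adjusted p = 0.0109) and 5.60 (standard error 0.81, adjusted p = 0.00828), from between 3 and 10 counts in each Cre- library. In the fit of all 24 libraries neither Sox2 change passed the threshold (adjusted p = 0.0656 and 0.0859), and in the fit of the 4 SOL libraries of 8.5 days neither Pou5f1 nor Sox2 did (adjusted p = 0.138 and 0.166).

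Myc rose from 2.20 ± 0.352 to 11.1 ± 4.15 FPKM (SD, n = 2) after 2.5 days and from 2.63 ± 0.137 to 14.05 ± 5.72 FPKM (SD, n = 2) after 8.5 days. Its log2 fold changes of 2.18 and 2.37 (standard error 0.50 and 0.49) did not pass the threshold (adjusted p = 0.0971 and 0.056), although both Cre+ libraries of each day lay above both Cre- libraries. They passed it with DESeq2 on the same libraries, with adjusted p = 0.00499 and 0.00132. Klf4 had 16.6 ± 0.953 FPKM in Cre+ and 14.1 ± 4.23 in Cre- SOL muscles after 2.5 days, and 17.7 ± 7.09 against 17.7 ± 6.90 after 8.5 days (SD, n = 2 each). The log2 fold changes of Klf4 were 0.08 and -0.04 (standard error 0.40 each, adjusted p = 0.953 and 1), and the difference between the 2 groups was smaller than that between the Cre- replicates, which was 5.98 and 9.76 FPKM.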

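Over the 2.5 and 8.5 day libraries together, the mean level of Pou5f1 was 55.5 ± 26.4 FPKM in Cre+ EDL and 8.26 ± 3.29 FPKM in Cre+ SOL muscles (SD, n = 4 each), a ratio of 6.71. The ratio was 6.41 for Sox2, from 22.2 ± 10.8 and 3.47 ± 1.44 FPKM, and 5.75 for Myc, from 72.3 ± 32.5 and 12.6 ± 4.42 FPKM (SD, n = 4 each). For Klf4 it was 2.84, from 48.6 ± 17.2 and 17.1 ± 4.18 FPKM (SD, n = 4 each). For each of these 4 genes, all 4 Cre+ EDL libraries lay above all 4 Cre+ SOL libraries. Between same-numbered libraries of one day, the ratio of Pou5f1 ranged from 3.49 to 9.32. Dividing by the TMM-scaled library size gave ratios of 6.39, 6.10 and 5.47 for Pou5f1, Sox2 and Myc.

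Within Cre+ mice, the log2 difference of EDL over SOL muscles was 2.49 after 2.5 days and 2.80 after 8.5 days for Pou5f1 (adjusted p = 0.00267 and 0.00214, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 2.41 and 2.76 for Sox2 (adjusted p = 0.00529 and 0.0039), 2.39 and 2.50 for Myc (adjusted p = 0.00231 and 0.00286), and 1.25 and 1.58 for Klf4 (adjusted p = 0.0311 and 0.0155). Without the Cre+ EDL replicate 2 of 2.5 days, the differences at that time point were 1.24 for Pou5f1, 1.09 for Sox2, 1.17 for Myc and 0.53 for Klf4.

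In Cre- mice, Myc had 2.84 ± 0.490 FPKM in EDL and 2.42 ± 0.328 FPKM in SOL muscles, and Sox2 0.0446 ± 0.0181 and 0.0590 ± 0.0335 FPKM (SD, n = 4 each). Pou5f1 had 0.0587 ± 0.0308 and 0.0187 ± 0.0148 FPKM, from at most 5 counts in a library, a depth at which a difference between the muscles was not detectable. None of the 4 genes differed between Cre- EDL and Cre- SOL muscles at either time point, with adjusted p from 0.281 to 0.95. Klf4 was the lower in EDL muscles, with 10.65 ± 4.38 FPKM against 15.93 ± 5.12 FPKM (SD, n = 4 each).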

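The difference between muscles in the change itself, Cre+ over Cre- in EDL against the same in SOL muscles, was also tested. On the log2 scale it was 2.64 for Sox2 after 2.5 days and 3.12 after 8.5 days (standard error 1.76 and 1.52, adjusted p = 0.419 and 0.482, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Myc it was 1.94 and 2.28 (standard error 0.68 each, adjusted p = 0.123 and 0.205), and for Klf4 1.94 and 1.91 (standard error 0.57 each, adjusted p = 0.0746 and 0.208). None of these passed the threshold. For Pou5f1 the same difference cannot be estimated, since the Cre- SOL libraries lie at the limit of 3 counts. The higher OSKM level in Cre+ EDL than in Cre+ SOL muscles therefore rests on the direct comparison of the Cre+ libraries.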

**Fig. 1:**
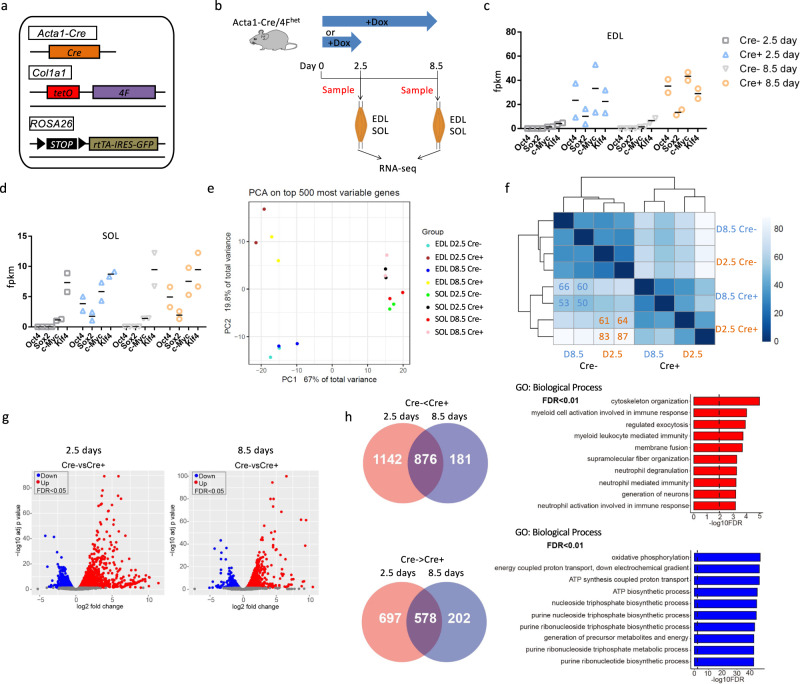
RNA-seq analysis of slow-twitch and fast-twitch muscles with myofiber-specific OSKM induction. **a** Illustration of the genetic makeup for myofiber-specific OSKM inducible mouse model. For simplicity, Cre^+^ represents Acta1-Cre^+^/4F^het^ and Cre^−^ represents Acta1-Cre^−^/4F^het^ mice. **b** Schematic representation of the experimental design. **c** The fpkm of OSKM in Cre^−^ and Cre^+^ EDL muscles. *n* = 2 biological independent samples. **d** The fpkm of OSKM in Cre^−^ and Cre^+^ SOL muscles. *n* = 2 biological independent samples. **e** Principal component analysis on top 500 most variables genes of Cre^−^ and Cre^+^ EDL and SOL muscles. **f** Euclidean distance analysis of the transcriptome of Cre^−^ and Cre^+^ EDL muscles. **g** Volcano plots of DE genes in EDL muscles after 2.5- or 8.5-days Dox treatment. **h** Enriched GO terms in the biological process of commonly changed genes after 2.5- or 8.5-days Dox treatment.

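In a PCA of the 16 libraries on the 500 most variable genes of log2(FPKM + 5), the first and second components held 64.7% and 21.1% of the variance. On these 2 components the means of the Cre+ and Cre- EDL libraries lay 30.76 apart after 2.5 days, with single pairs of libraries between 26.4 and 35.46 apart, and 23.24 apart after 8.5 days, with pairs between 20.34 and 26.61. The EDL replicates lay between 3.14 and 8.40 apart. In SOL muscles the means lay 8.61 apart after 2.5 days (pairs 7.29 to 10.03) and 8.38 apart after 8.5 days (pairs 5.85 to 11.01), and the replicates between 1.76 and 5.12 apart. In both muscles and at both time points the lowest distance between a Cre+ and a Cre- library exceeded the distance between replicates. The distance in EDL over that in SOL muscles was 3.57 after 2.5 days and 2.77 after 8.5 days, and a pseudocount of 1 moved the latter most among the other settings, to 2.35. Without the Cre+ SOL replicate 1 of 8.5 days it was 3.79, and without replicate 2 it was 2.16.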

Principal component analysis (PCA) of the RNA-seq data revealed a clear separation between Cre^+^ and Cre^−^ samples, and the separation distance was wider in EDL muscles than in SOL muscles (Fig. 1e), consistent with the levels of OSKM induction. We then pooled all differentially expressed (DE) genes from both EDL and SOL muscles and used them as input for pattern analysis. 

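The test of the 15372 genes gave 3684 DE genes in EDL muscles after 2.5 days, 2118 upregulated and 1566 downregulated, and 2172 after 8.5 days, 1173 upregulated and 999 downregulated. In SOL muscles it gave 59 DE genes after 2.5 days, 53 upregulated and 6 downregulated, and 97 after 8.5 days, 51 upregulated and 46 downregulated. At an unadjusted p under 0.05 the counts were 5998 and 4588 in EDL and 2053 and 1015 in SOL muscles. All 46 genes downregulated in SOL muscles after 8.5 days were recognised, after they had been called, as transcripts that liver makes in bulk, such as Alb, which had 501 and 3719 counts in the Cre- and 45 and 49 counts in the Cre+ SOL libraries of that day. With at least 10 counts in every library as the filter, 28 genes were left in that comparison, 27 upregulated and 1 downregulated. The union of the 4 comparisons held 4262 genes, of which 4226 were DE genes in EDL muscles and 125 in SOL muscles. In both muscles 89 were called, 88 of these in the same direction, and 36 only in SOL muscles. The 125 genes include the 46 liver transcripts, which were not set apart in these counts. The 36 genes are therefore not shown to be a response to OSKM.

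The number of SOL genes moved most with the method. With DESeq2 on the 4 libraries of each comparison there were 537 DE genes in SOL muscles after 2.5 days and 227 in SOL muscles after 8.5 days. The direction of the EDL changes moved with the scaling. TMM normalization assumes that most genes do not change, and under it the median log2 fold change of all genes was -0.0473 and -0.0173 in EDL and 0.0233 and -0.00608 in SOL muscles after 2.5 and 8.5 days. Under library size alone these medians were 0.28 and 0.16 in EDL and 0.18 and 0.0279 in SOL muscles, and then 4206 genes were upregulated and 610 downregulated in EDL muscles after 2.5 days, and 1956 and 542 in EDL muscles after 8.5 days.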

Eleven modules were identified, but only three were enriched for GO terms associated with biological processes (Supplementary Fig. 2a, b). Each of these three modules contained genes repressed or activated by OSKM induction in both EDL and SOL muscles (Supplementary Fig. 2a). 

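Of the 4262 genes, 1608 moved down in both muscles and 1948 moved up in both, by the mean of the log2 fold changes after 2.5 and 8.5 days, so that 83.4% moved the same way in EDL and SOL muscles. A further 301 genes moved down in EDL and up in SOL muscles, and 400 moved up in EDL and down in SOL muscles. Since 4226 of these genes were chosen by their change in EDL muscles, the direction in SOL muscles is the less certain of the 2. The 11 modules of the paper were not analysed here. Among the genes with the largest change in EDL muscles, 2 named here also passed the threshold in SOL muscles at one time point. Rhbdl1 (chromosome 17, 25834465 to 25837127) fell by 3.05 and 3.29 on the log2 scale in EDL muscles after 2.5 and 8.5 days (adjusted p = 3.82e-06 and 9.14e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In SOL muscles it fell by 1.03 and 0.77 (adjusted p = 0.0161 and 0.0574). Gng13 (chromosome 17, 25717172 to 25719102, overlapping Chtf18) rose by 7.69 and 9.42 in EDL muscles (adjusted p = 0.000122 and 0.000183) and by 4.19 and 5.42 in SOL muscles (adjusted p = 0.153 and 0.0375). In every one of these comparisons both Cre+ libraries lay beyond both Cre- libraries. Gng13 in EDL muscles ranged from 6.75 to 11.36 after 2.5 days without the Cre- replicate 2 or 1, and from 8.67 without the Cre+ replicate 1 to 10.83 without the Cre- replicate 2 after 8.5 days.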

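Over the union of 4262 DE genes, the median absolute log2 fold change was 0.89 in EDL and 0.27 in SOL muscles after 2.5 days, a ratio of 3.30, and 0.64 against 0.19 after 8.5 days, a ratio of 3.31. The change was the larger in EDL muscles for 95.0% of the genes after 2.5 days and for 89.2% after 8.5 days, and the slope of the SOL on the EDL changes was 0.287 and 0.457. These genes were mostly chosen by their change in EDL muscles. Over all genes tested the ratios were 1.84 and 2.09, and over the genes called in SOL muscles 1.47 and 0.928, so that among the latter the change after 8.5 days was the smaller in EDL muscles. The genes called in SOL muscles were chosen by their change there, and those of 8.5 days include 46 liver transcripts. Of the union, 52 genes are transcripts that liver makes in bulk. Without the Cre+ EDL replicate 2 of 2.5 days the ratio at that time point was 2.76.

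Tested gene by gene, the change differed between muscles for 654 genes after 2.5 days, 517 of them with the more positive change in EDL muscles and 137 with the more negative, and for 91 genes after 8.5 days, 82 and 9. The largest differences after 2.5 days were those of Opn3 (chromosome 1, 175662421 to 175692632, overlapping Chml), 5.35 on the log2 scale (standard error 0.76, adjusted p = 0.0041 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Evpl (chromosome 11, 116220559 to 116238091), 4.94 (standard error 0.81, adjusted p = 0.00737), and Lama3 (chromosome 18, 12334024 to 12583012), 4.85 (standard error 1.08, adjusted p = 0.0285). In the other direction, Dupd1 (chromosome 14, 21676572 to 21714576), Prss55 (chromosome 14, 64075443 to 64085389) and Hist1h1e (chromosome 13, 23621777 to 23622558) differed by -3.44, -2.47 and -2.43 (adjusted p = 0.0146, 0.0288 and 0.044). After 8.5 days, Shc2 (chromosome 10, 79617938 to 79637918), Gdf11 (chromosome 10, 128880524 to 128891718) and Abcg4 (chromosome 9, 44273190 to 44288244) differed by 3.71, 3.15 and 2.99 (adjusted p = 0.0164, 0.0153 and 0.00321). Dupd1, Rhbdl1 and Gpt2 (chromosome 8, 85492617 to 85527558) differed by -3.37, -2.53 and -1.75 (adjusted p = 0.0497, 0.00122 and 0.0275). With the muscles of one mouse as a block, a setting added after the data were seen, 1019 and 175 genes differed. With library size alone in place of TMM normalization, 921 genes had the more positive and 80 the more negative change in EDL muscles after 2.5 days.

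**Figure D1:**
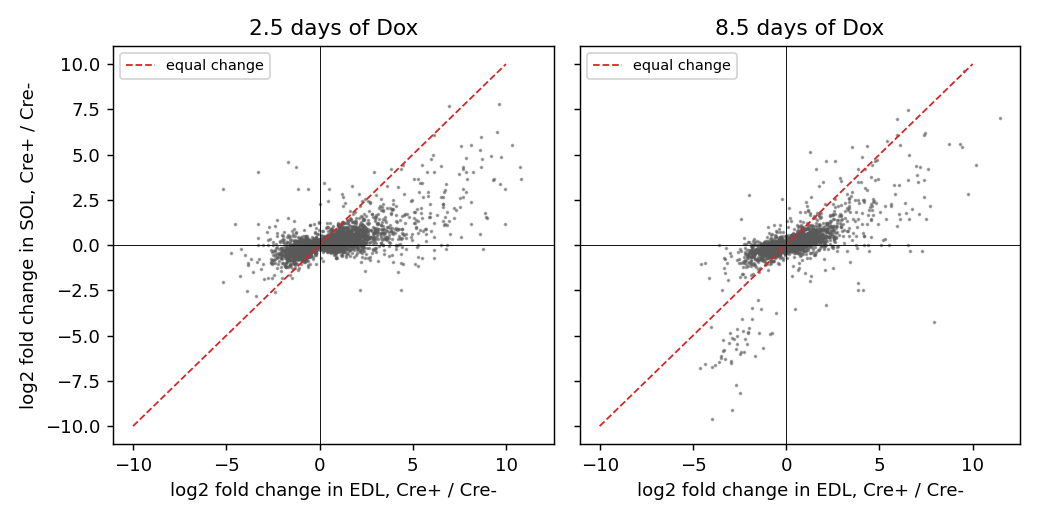
Log2 fold change (Cre+ over Cre-) in SOL against EDL muscles for the 4262 genes of the union, after 2.5 and 8.5 days of Dox. Each point is a gene and the dashed line marks an equal change in both muscles. Most points lie between that line and a SOL change of 0, and the group of points with the lowest SOL values after 8.5 days holds the liver transcripts.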

As with the PCA analysis, the gene expression level induced or repressed by OSKM was more pronounced in EDL muscles than in SOL muscles (Supplementary Fig. 2a). 

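Lists of genes for metabolic pathways and for muscle contraction and differentiation, written before the data were examined, were tested with camera on log-cpm values, at its preset inter-gene correlation of 0.01 and adjusted over 24 lists and 4 comparisons. The adjusted p of camera was 9.26e-24 and 2.4e-31 in EDL and 1.65e-36 and 1.24e-11 in SOL muscles after 2.5 and 8.5 days for the oxidative phosphorylation list of 77 genes. Its median log2 fold change was -0.75 and -0.74 in EDL muscles, where 77 and 76 of the genes were lower, and -0.48 and -0.19 in SOL muscles, where 76 and 73 were lower. The TCA cycle list of 22 genes had medians of -0.63 and -0.61 in EDL and -0.30 and -0.16 in SOL muscles, and the fatty acid oxidation list of 22 genes -0.46 and -0.51 in EDL and -0.39 and -0.20 in SOL muscles. Both passed the threshold in all 4 comparisons, with adjusted p from 5e-13 to 0.00115. The glycolysis list of 16 genes fell in EDL muscles, with medians of -0.97 and -0.46 (adjusted p = 0.000115 and 0.0146), and did not pass the threshold in SOL muscles (medians of -0.15 and 0.04, adjusted p = 0.188 and 0.222, the first median being 0.00209 under library size alone).

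The muscle contraction and differentiation list of 56 genes had a median of -0.75 after 2.5 days in EDL muscles, with 48 genes lower (adjusted p = 2.57e-07), and -0.45 after 8.5 days, with 47 lower (adjusted p = 0.00087). In SOL muscles its medians were -0.28, with 43 genes lower (adjusted p = 0.000171), and -0.09, with 39 lower (adjusted p = 0.461). The rotation test fry, which uses the correlation within each list, kept 8 of the 10 camera calls in EDL muscles after 2.5 days, 3 of 7 after 8.5 days, 2 of 10 in SOL muscles after 2.5 days and 0 of 6 after 8.5 days. The oxidative phosphorylation list kept its call in EDL muscles at both time points (fry adjusted p = 0.00904 each) and in SOL muscles after 2.5 days (0.0365) but not after 8.5 days (0.421). The muscle list kept its call only in EDL muscles after 2.5 days (0.00934, against 0.123 and 0.296 in the comparisons where it was lost). With the correlation estimated for each list in camera, no list passed the threshold and the adjusted p of the oxidative phosphorylation list was 0.714. The difference in these lists between muscles was not tested.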

The repressed genes were enriched for pathways related to metabolism and muscle differentiation (Supplementary Fig. 2b). 

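For the cytoskeleton, a microtubule list of 25 genes and an actin cytoskeleton organization list of 60 genes were tested with camera. The microtubule list rose in EDL muscles after 2.5 days, with a median log2 fold change of 0.39 and 21 genes higher (adjusted p = 0.00071), and after 8.5 days, with 0.22 and 17 genes higher (adjusted p = 0.014). In SOL muscles its medians were 0.21, with 17 genes higher (adjusted p = 0.192), and 0.18, with 18 genes higher (adjusted p = 0.015). By fry, the microtubule list passed only in EDL muscles after 2.5 days (adjusted p = 0.0146, against 0.12, 0.599 and 0.496 in the other comparisons). The actin list did not pass the threshold in any comparison, with adjusted p = 0.57 and 0.556 in EDL and 0.684 and 0.192 in SOL muscles. Its medians were -0.12 and -0.04 in EDL muscles, where 23 and 28 of the genes were higher, and 0.02 and 0.05 in SOL muscles. Under library size alone the medians of the actin list in EDL muscles turned to 0.20 and 0.15, while the microtubule list had 0.72 and 0.41.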

Activated genes were enriched in pathways related to cytoskeleton organization (Supplementary Fig. 2b). These results suggest that fast-twitch muscles are a more appropriate model for evaluating the effects of OSKM on muscle regenerative capacity.

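At the level of single genes, the widest separation of Cre+ from Cre- libraries, the higher number of DE genes and the larger median change over the union of DE genes and over all genes tested were found in EDL muscles. Over the genes called in SOL muscles, the median change after 8.5 days was not the larger in EDL muscles. That set was chosen by its change in SOL muscles and includes transcripts that liver makes in bulk. The calls were also counted with single libraries left out. Of the 3684 DE genes of EDL muscles after 2.5 days, between 3088 and 3610 kept their direction and a log2 fold change over 0.5 across the 4 fits that each left out one library, the lowest without Cre+ replicate 2. Of the 2172 after 8.5 days, between 1847 and 2125 did, the lowest without Cre- replicate 1. From the higher OSKM levels, the wider separation by PCA and the more pronounced changes in EDL than in SOL muscles, the paper proposes that fast-twitch muscles are the better suited of the 2 for studying how OSKM affects the regenerative capacity of muscle.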

We thus further analyzed the RNA-seq data obtained from EDL muscles to determine the time course of gene expression changes following OSKM induction. First, levels of OSKM upregulation were comparable between 2.5 and 8.5 days of Dox administration (Fig. 1c). In addition, 2.5 and 8.5 days of Dox treatment induced a similar Euclidean distance between the Cre^+^ and Cre^−^ samples, consistent with the PCA analysis (Fig. 1e, f). 

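The change of each factor from Cre- to Cre+ was compared between the time points in EDL muscles. The change after 2.5 days minus that after 8.5 days was 0.09 on the log2 scale for Pou5f1 (standard error 1.42, adjusted p = 0.995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.08 for Sox2 (standard error 1.97, adjusted p = 0.997), -0.53 for Myc (standard error 0.67, adjusted p = 0.828) and 0.15 for Klf4 (standard error 0.57, adjusted p = 0.955). Compared directly, the Cre+ EDL libraries of 2.5 days were lower than those of 8.5 days by less than the error allows to tell, with log2 differences of -0.72, -0.55, -0.52 and -0.49 for Pou5f1, Sox2, Myc and Klf4 (adjusted p = 0.381, 0.556, 0.518 and 0.482). The replicates differed more after 2.5 days than after 8.5 days, when Cre+ replicates 1 and 2 had 76.2 and 57.7 FPKM of Pou5f1, 29.3 and 21.7 of Sox2, 87.1 and 77.2 of Myc and 61.9 and 48.1 of Klf4.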

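Over all genes of log2(FPKM + 5), the Euclidean distance between Cre+ and Cre- EDL libraries was 56.1 ± 10.7 after 2.5 days (SD over 4 pairs, range 46.1 to 66.2) and 44.0 ± 5.04 after 8.5 days (SD over 4 pairs, range 39.05 to 50.42), a ratio of 1.27. The 4 pairs of a day share libraries and are not independent. The replicates of a group lay 30.95 apart in Cre+ and 18.2 in Cre- EDL muscles after 2.5 days, and 19.4 and 27.2 after 8.5 days. The Cre+ replicates of 2.5 days had mean distances of 46.9 and 65.35 from the Cre- libraries, and without replicate 2 the ratio of the 2 days was 1.06. Among the other settings TMM-scaled CPM moved the ratio most, to 1.21. In SOL muscles the distances were 25.7 ± 0.665 and 23.7 ± 3.79 (SD over 4 pairs), where the replicates lay between 18.0 and 23.6 apart.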

Gene set enrichment analysis (GSEA) showed that 2.5 and 8.5 days of treatment affected the same genetic pathways (Supplementary Fig. 3a). Furthermore, DE genes resulting from 2.5 or 8.5 days of treatment had similar distribution patterns when visualized using volcano plots (Fig. 1g). 

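Of the 24 gene lists, 10 passed the threshold of camera in EDL muscles after 2.5 days and 7 after 8.5 days. The 7 passed at both time points and in the same direction, and 0 lists passed in opposite directions. They were oxidative phosphorylation, TCA cycle, fatty acid oxidation, glycolysis, muscle contraction and differentiation, microtubule cytoskeleton and ribosome biogenesis. The ribosome biogenesis list of 40 genes rose, with a median log2 fold change of 0.57 and 38 genes higher after 2.5 days (camera adjusted p = 6.28e-07, fry 0.12) and 0.41 and 38 genes higher after 8.5 days (camera adjusted p = 2.69e-06, fry 0.27). Over all 24 lists, the median had the same sign at both time points in 18.

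The endothelial, fast fibre and developing muscle lists passed after 2.5 days only, with medians of -0.61, -0.90 and -0.66 (camera adjusted p = 7.9e-05, 0.000304 and 0.037, fry 0.0118, 0.0266 and 0.132). After 8.5 days their medians were -0.16, -0.40 and -0.12 (camera adjusted p = 0.231, 0.0567 and 0.655). Whether a list changed differently between the time points was not tested. The other lists did not pass at either time point. Their medians after 2.5 and 8.5 days were 0.01 and -0.01 for p53 targets, -0.50 and 0.11 for the muscle denervation response, -0.47 and -0.58 for the pluripotency network, of which 7 of 20 genes could be tested, and -0.40 and -0.13 for the niche genes of Fig. 6a. For markers of cell types they were -0.17 and 0.18 for macrophages and monocytes, -0.69 and -0.32 for neutrophils, -0.12 and 0.03 for satellite cells, -0.22 and 0.14 for fibroblasts, -0.73 and -0.17 for Schwann cells, 0.17 and 0.72 for adipocytes, and -0.31 and 0.46 for tendon. For erythroid genes they were -0.48 and -0.05, and for slow fibre genes -0.03 and -0.42. Across these lists the adjusted p of camera ranged from 0.188 to 0.927. Under library size alone several of these medians changed sign. After 2.5 days those of macrophages and monocytes, satellite cells, fibroblasts, tendon and slow fibre genes turned to 0.15, 0.20, 0.098, 0.00315 and 0.30, and after 8.5 days those of p53 targets, developing muscle, endothelial, Schwann cell, erythroid and niche genes turned to 0.17, 0.061, 0.018, 0.013, 0.13 and 0.045.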

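Among the DE genes of EDL muscles, the median absolute log2 fold change was 0.97 after 2.5 days and 0.89 after 8.5 days. The log2 fold changes ranged from -5.19 to 10.82 after 2.5 days and from -4.62 to 11.49 after 8.5 days. The highest of them belong to genes that the Cre- libraries hardly express, and their size depends on few counts. The share of upregulated genes was 57.5% after 2.5 days and 54.0% after 8.5 days. Across genes, the log2 fold changes of the 2 time points had a Pearson r of 0.734 over all genes tested and 0.830 over the genes that were differentially expressed at either. Genes are not independent replicates, and the comparisons use different Cre- libraries. The largest rises at both time points, among genes with a mean of at least 1 FPKM, included Cnfn (chromosome 7, 25367616 to 25369724), with a log2 fold change of 9.74 after 2.5 days (standard error 1.13, adjusted p = 0.000134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 19.5-fold higher after 8.5 days (adjusted p = 0.0162). Arhgap36 (chromosome X, 49470450 to 49500250) rose by 7.61 and 6.95 (adjusted p = 0.00346 and 0.0141). The largest falls were those of Dupd1, by -3.97 and -4.35, Kcng4 (chromosome 8, 119623854 to 119635680), by -4.29 and -3.29, Actc1 (chromosome 2, 114047284 to 114052875), by -2.52 and -3.36, and Arrdc2 (chromosome 8, 70835138 to 70839720), by -2.62 and -3.35, besides Rhbdl1. Cnfn had 153 and 17 counts in Cre+ replicates 1 and 2 of 8.5 days, so its bound rests mostly on replicate 1 and is 4.31-fold without it. The fitted change of Cnfn at that time point went from 6.52 to 4.41 without that library, and that of Arhgap36 to 4.50. Without the Cre- replicate 1 of 8.5 days the change of Actc1 was -2.47. After 2.5 days Cnfn ranged from 8.78 without the Cre- replicate 2 to 13.98 without the Cre- replicate 1, Arhgap36 from 6.77 to 9.89 without the same libraries, and Dupd1 was -4.74 without the Cre+ replicate 1.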

Interestingly, more genes were differentially expressed following 2.5 days of OSKM induction than seen following 8.5 days of treatment (Fig. 1g). 

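The number of DE genes was higher after 2.5 days under all settings set before the data were examined. The ratio of the median changes of the 2 time points over the union was 1.39, and without the Cre+ EDL replicate 2 of 2.5 days, which had the highest Myc and Klf4 levels of that day, it was 1.16. The difference in effect between the time points, tested for each gene, gave 0 genes past the threshold and 1469 at an unadjusted p under 0.05. The smallest adjusted p was 0.0522. With DESeq2 on the same 16 libraries 144 genes passed, 101 with the more positive change after 2.5 days and 43 with the more negative. Between the 2 days, the Cre- EDL libraries differed in 115 genes and the Cre+ EDL libraries in 880, 456 of them higher after 2.5 days and 424 lower. All mice of 2.5 days carried Y-linked transcripts and those of 8.5 days did not, so the time points also differ in the sex of the mice.

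**Figure D2:**
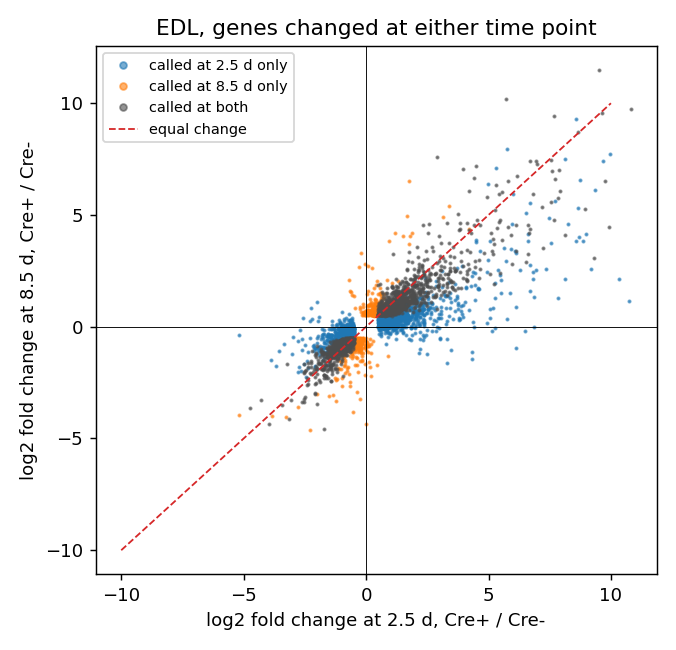
Log2 fold change (Cre+ over Cre-) in EDL muscles after 8.5 days against that after 2.5 days of Dox, for the genes that were differentially expressed at either time point. Points are coloured by the time points at which the gene passed the threshold, and the dashed line marks an equal change. The Pearson r across these genes is 0.830.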

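In EDL muscles, 1174 genes were upregulated and 880 downregulated after 2.5 days without passing the threshold in that direction after 8.5 days. Most of these genes moved the same way after 8.5 days, 91.6% of the upregulated and 92.05% of the downregulated. Their median log2 fold change was 0.98 after 2.5 days and 0.40 after 8.5 days for the upregulated, and -0.78 and -0.36 for the downregulated genes. With library size alone in place of TMM normalization, 2500 genes were upregulated and 302 downregulated after 2.5 days only.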

A total of 1142 genes were upregulated and 697 genes were downregulated only in the 2.5-day treatment group (Fig. 1h). In contrast, 181 and 202 genes were upregulated and downregulated, respectively, only in the 8.5-day treatment group (Fig. 1h). These 202 downregulated genes were enriched in GO biological process terms related to cellular response to stimulus (Supplementary Fig. 3b), whereas the 181 upregulated genes were not enriched for a specific GO biological process term. 

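After 8.5 days only, 229 genes were upregulated and 313 downregulated in EDL muscles. With library size alone in place of TMM normalization the counts were 250 and 234. Of the upregulated genes, 88.2% also moved up after 2.5 days, and their median log2 fold change was 0.71 after 8.5 days and 0.36 after 2.5 days. Of the 2596 genes that passed at one time point only, 0 had an adjusted p under 0.05 for the difference between the time points, and 827 had an unadjusted p under 0.05.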

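The genes downregulated after 8.5 days only had a median log2 fold change of -0.78 after 8.5 days and -0.38 after 2.5 days, and 93.9% of them also moved down after 2.5 days. Of these 313 genes, 14 are transcripts that liver makes in bulk, among them Alb, which had 180 and 312 counts in the Cre- and 41 and 31 counts in the Cre+ EDL libraries of 8.5 days. The enrichment of GO terms was not analysed here.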

The 2.5-day and 8.5-day treatment regimens shared 876 upregulated and 578 downregulated genes (Fig. 1h). 

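At both time points, 944 genes were upregulated and 686 downregulated in EDL muscles, where independent calls would share 161.6 and 101.8 genes. No gene passed the threshold in opposite directions, a count of 0. The median log2 fold change of the shared upregulated genes was 1.29 after 2.5 days and 1.09 after 8.5 days, and that of the shared downregulated genes -0.95 and -0.85. The median ratio of the change after 8.5 days to that after 2.5 days was 0.882. Of the shared genes, 1459 had a mean of at least 1 FPKM over the 16 libraries. With library size alone in place of TMM normalization, 1706 upregulated and 308 downregulated genes were shared, and in the fits of the 4 libraries of each comparison 567 and 226.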

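Of the 77 genes of the oxidative phosphorylation list, 68 were downregulated DE genes in EDL muscles after 2.5 days and 65 after 8.5 days, and 0 were upregulated at either. The 3 with the highest mean FPKM, Atp5b (chromosome 10, 128083307 to 128090388), Cox6a2 (chromosome 7, 128205435 to 128206366) and Atp5a1 (chromosome 18, 77773768 to 77782868), had log2 fold changes of -0.61, -1.12 and -0.86 after 2.5 days (adjusted p = 0.0206, 0.000625 and 0.00274, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After 8.5 days they had -0.61, -0.94 and -0.73 (adjusted p = 0.0338, 0.00362 and 0.0127).

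Of the 25 genes of the microtubule list, 12 were upregulated after 2.5 days and 7 after 8.5 days. Among the 3 with the highest mean FPKM, Tubb4b (chromosome 2, 25222158 to 25224702, overlapping Fam166a) rose by 1.98 and 2.27 (adjusted p = 0.000344 and 0.000306), from 66.4 and 96.2 FPKM in the Cre- to 408.0 and 400.9 FPKM in the Cre+ libraries of 2.5 days. Tuba4a (chromosome 1, 75214972 to 75219294) and Map4 (chromosome 9, 109931774 to 110083954) did not pass the threshold, with 0.05 and 0.19 after 2.5 days (adjusted p = 0.917 and 0.364). Of the 60 genes of the actin list, 6 were upregulated and 9 downregulated after 2.5 days, and 5 and 0 after 8.5 days. Its 3 most abundant genes, Gsn (chromosome 2, 35282380 to 35307902), Csrp3 (chromosome 7, 48830398 to 48848051) and Myl12a (chromosome 17, 70993793 to 71002533), did not pass, with -0.46, -1.15 and -0.28 after 2.5 days (adjusted p = 0.338, 0.139 and 0.189). Reads of tubulin or actin paralogs that align to several genes are not in these counts.

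**Figure D3:**
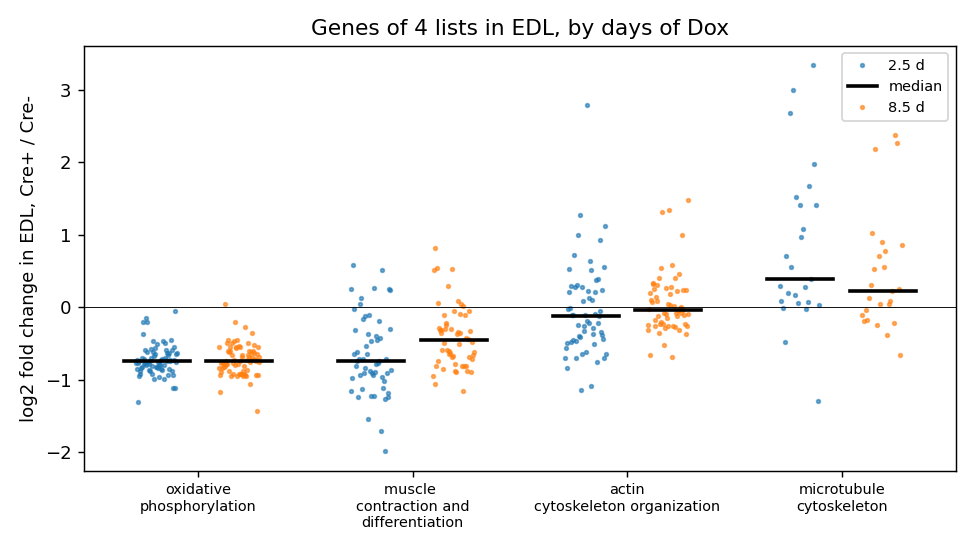
Log2 fold change (Cre+ over Cre-) in EDL muscles after 2.5 and 8.5 days of Dox for the genes of the oxidative phosphorylation, microtubule and actin lists. Each point is a gene and the horizontal bars are the medians. The oxidative phosphorylation genes lie below 0 except 1 gene after 8.5 days. The median of the muscle contraction and differentiation list lies below 0, that of the microtubule list above 0 and that of the actin list near it.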

The GO biological process term most enriched in these upregulated genes was related to cytoskeleton organization, whereas downregulated genes were related to oxidative phosphorylation (Fig. 1h). Based on these results, we used a short-term OSKM induction protocol for all subsequent studies.

### OSKM induction in myofibers accelerates muscle regeneration

Although changes in gene expression were observed in myofibers following short-term OSKM induction, it was still unclear whether partial reprogramming of myofibers would affect muscle regeneration. We therefore studied the effect of myofiber-specific OSKM induction on muscle regeneration using a previously established cyclical and short-term OSKM induction protocol. Dox was administered for 2 days followed by 5 days of Dox withdrawal, and then the cycle was repeated^8^. We used the tibialis anterior (TA) muscle, another fast-twitch muscle, for these analyses. OSKM expression was induced in the TA muscle following 2 days of Dox treatment, with OSKM levels returning back to control levels following 5 days of withdrawal (Fig. 2a). Immunostaining confirmed the specific expression of Oct4 in nuclei of myofibers but not in Pax7^+^ (the SCs marker) cells after 2 days of Dox treatment (Fig. 2b). After 3 cycles of OSKM induction, Acta1-Cre/4F^het^ mice (2–4 months old) were treated with cardiotoxin (CTX), which led to TA muscle degeneration. Immediately after CTX injury, the mice were administrated drinking water containing bromodeoxyuridine (BrdU) for 1 day to label cycling SCs (Fig. 2c). Muscle regenerative capacity was evaluated 3 days post CTX injection (Fig. 2c). At the early stage of muscle regeneration, newly regenerated immature myofibers are marked by embryonic myosin heavy chain (eMHC). Cre^+^ muscles had more eMHC^+^ myofibers compared to Cre^−^ muscles (Fig. 2d), indicating an earlier regenerative process in Cre^+^ muscles. In addition, Cre^+^ samples had more Pax7^+^ cells than Cre^−^ samples (Fig. 2e). Co-staining of Pax7 and BrdU did not show a difference in the percentage of Pax7^+^BrdU^+^ cells, as all SCs entered into the cell cycle at the early stage of regeneration (Fig. 2e). We further evaluated muscle regeneration capacity 6 days post CTX injury (Fig. 2f). Regenerating myofibers were identified by central nuclei and immature myofibers were marked by eMHC. Cre^+^ muscles had a lower percentage of eMHC^+^ regenerating myofibers compared to Cre^−^ muscles (Fig. 2g), indicating a higher percentage of mature regenerating myofibers in Cre^+^ muscles. Compared to mature eMHC^−^ myofibers, eMHC^+^ immature myofibers had a smaller myofiber size (Fig. 2g). Consistently, regenerated myofibers in Cre^+^ muscles were larger than those observed in Cre^−^ muscles, with more myofibers that were 30–40 µm and fewer that were 10–20 µm in diameter (Fig. 2h). The expression of MyoD distinguishes Pax7^+^MyoD^+^ proliferating SCs (often referred as myoblasts) from Pax7^+^MyoD^−^ quiescent SCs. Cre^+^ samples had more Pax7^+^MyoD^+^ myoblasts than Cre^−^ samples (Fig. 2i). In contrast, the number of Pax7^+^MyoD^−^ SCs was comparable in Cre^−^ and Cre^+^ samples (Fig. 2i), indicating Cre^+^ samples had an expansion of myoblasts without changing the SCs number. Next, we performed three cycles of OSKM induction followed by injury to the gastrocnemius (GA) and TA muscles of Acta1-Cre/4F^het^ mice with CTX. The grip strength of hind limbs was measured 1 and 6 days post CTX treatment. Whereas Cre^+^ and Cre^−^ hind limbs had similarly low grip strength 1 day post CTX injection, Cre^+^ muscles had higher grip strength than Cre^−^ muscles 6 days post CTX treatment (Fig. 2j), indicating that Cre^+^ muscles restored their function faster than Cre^−^ muscles. These results suggest that partial reprogramming of myofibers accelerated muscle regeneration.

**Fig. 2:**
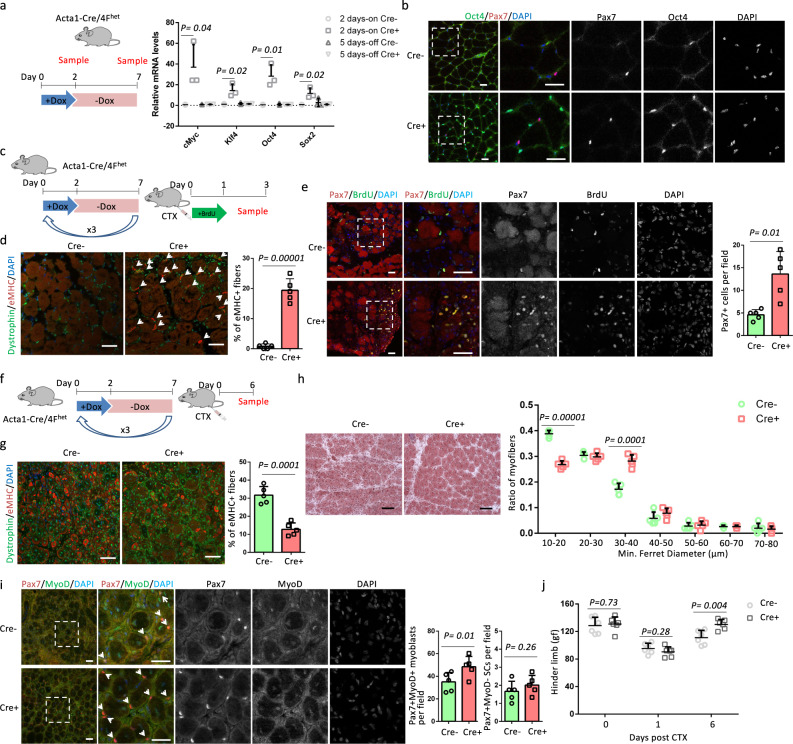
Myofiber-specific OSKM induction accelerates muscle regeneration. **a** Relative mRNA levels of OSKM in TA muscles after 2-days Dox treatment (2 days-on) and after 5-days Dox withdrawal (5 days-off). *n* = 3 Cre− mice for 2 days-on and 5 days-off. *n* = 3 Cre+ mice for 2 days-on and 4 Cre+ mice for 5 days-off. Error bars represent mean+SD. **b** Immunostaining of Oct4 and Pax7 in TA muscle sections. Scale bars = 50 µm. Similar results were repeated independently in four pairs of mice. In addition, similar results were repeated three times for each mouse. **c**, **f** Schematic representation of the experimental design. **d, g** Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections, and the quantification of the percentage of immature myofibers that express eMHC. Error bars represent mean + SD of five biological independent samples. Arrows indicate eMHC^+^ myofibers in panel **d**. Scale bars = 50 µm. **e** Immunostaining of Pax7 and BrdU, and quantification of Pax7 in TA muscle sections. Error bars represent mean + SD of five mice. Representative regions are shown at higher magnification. Scale bars = 50 µm. **h** H&E staining of TA muscle sections and myofiber size distributions in TA muscle sections. Error bars represent mean + SD of five mice. Scale bars = 100 µm. **i** Immunostaining and quantification of Pax7 and MyoD in TA muscle sections. Representative regions are shown at higher magnification. Pax7^+^ cells are indicated by arrows. Scale bars = 50 µm. Error bars represent mean + SD of five mice. **j** Hinder limb grip strength at different time points after CTX injection. Error bars represent mean + SD of six mice. A two-sided unpaired Student’s *t*-test was performed.

To investigate whether muscle regeneration could be accelerated with OSKM after CTX treatment, rather than treatment prior to injury, we used the TA muscles of Acta1-Cre/4F^het^ mice. Immediately after CTX treatment, the mice were administrated Dox for 2.5 days (Supplementary Fig. 4a). Muscle regeneration capacity was evaluated 6 days post CTX injury (Supplementary Fig. 4a). The percentages of eMHC^+^ regenerating myofibers were comparable between Cre^+^ and Cre^−^ muscles (Supplementary Fig. 4b, c). The myofiber sizes were also similar between Cre^+^ and Cre^−^ muscles (Supplementary Fig. 4d). In addition, there was no difference in the number of Pax7^+^ cells (Supplementary Fig. 4e). These data show that OSKM induction after muscle injury could not accelerate muscle regeneration, reinforcing the benefits of preinjury induction of OSKM.

### OSKM induction in myofibers promotes SC proliferation

To understand how partial reprogramming of myofibers may accelerate SC-mediated muscle regeneration, we analyzed the state and number of SCs just before muscle injury. Acta1-Cre/4F^het^ mice were treated with the same 2 days-on/5 days-off cyclic induction protocol. After the second and third rounds of Dox administration, BrdU was added to the drinking water for 2 days to label cycling SCs (Fig. 3a). Co-staining these muscles for BrdU and Pax7 showed that Cre^+^ muscles had a 3-fold higher percentage of Pax7^+^BrdU^+^ cells than Cre^−^ muscles, indicating that myofiber-specific expression of OSKM promoted the proliferation of SCs (Fig. 3b, c). As a consequence, Cre^+^ muscles had more Pax7^+^ cells than Cre^−^ muscles (Fig. 3d, e). The expression of MyoD marks the activation of SCs. Co-staining for Pax7 and MyoD showed that Cre^+^ muscles had a higher percentage of activated (MyoD^+^) SCs and a lower percentage of quiescent (MyoD^−^) SCs than Cre^−^ muscles (Fig. 3d, f). The percentage of SCs-derived myocytes (MyoD^+^Pax7^−^) was comparable between Cre^+^ and Cre^−^ muscles (Fig. 3d, f). H&E staining did not reveal any morphological differences between Cre^+^ and Cre^−^ muscle sections and the myofibers in Cre^−^ and Cre^+^ muscles lacked central nuclei (Supplementary Fig. 5a). In addition, immunostaining showed that there are no eMHC^+^ myofibers in Cre^−^ and Cre^+^ muscles before an injury (Supplementary Fig. 5b), indicating that the activated SCs did not spontaneously contribute to myofibers of Cre^+^ muscles. To exclude the possibility that the increased number of Pax7^+^ cells were derived from myofibers through dedifferentiation, Acta1-Cre^+^/4F^het^ mice were bred with Ai14 (Rosa-LoxP-STOP-LoxP-tdTomato) ^homo^ mice to generate Acta1-Cre^+^/4F^het^/Ai14^het^ mice, where myofibers and their lineage were labeled with Tdtomato (Td). All the Pax7^+^ cells were Td^−^, indicating that Pax7^+^ cells were not derived from myofibers (Supplementary Fig. 5c). Together, these results suggest that partial reprogramming of myofibers induced the activation and proliferation of SCs.

**Fig. 3:**
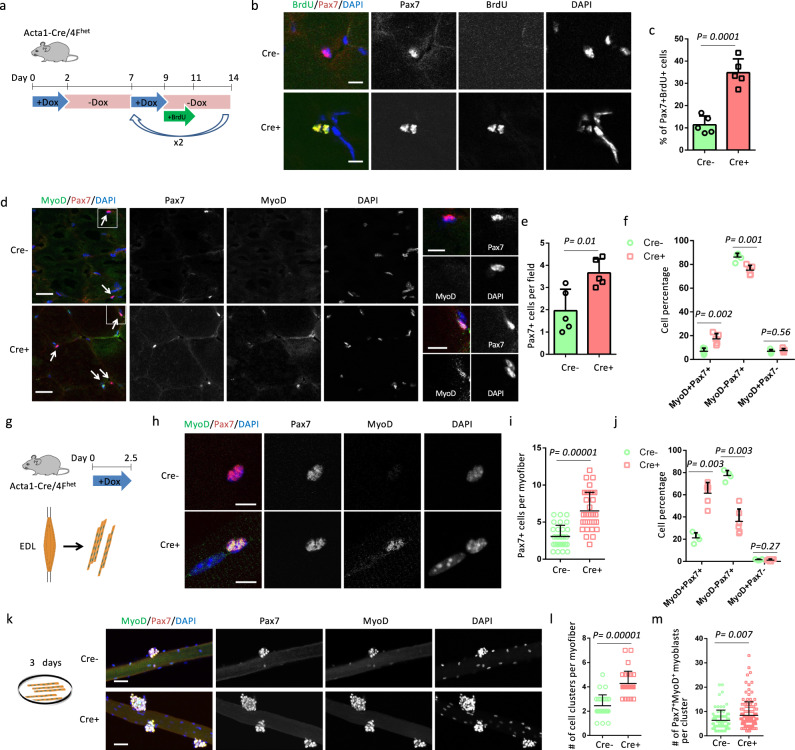
Myofiber-specific OSKM induction promotes the activation and proliferation of satellite cells. **a** Schematic representation of the experimental design. **b** Immunostaining of Pax7 and BrdU in TA muscle sections. Scale bars = 10 µm. **c** Quantification of the percentage of SCs with BrdU signals. Error bars represent mean + SD of five mice. **d** Immunostaining of Pax7 and MyoD in TA muscle sections. Pax7^+^ cells are indicated by arrows. Scale bars = 50 µm. Representative regions are shown at higher magnification with Scale bars = 10 µm. **e** Quantification of Pax7^+^ cells per field. Error bars represent mean + SD of five mice. **f** Quantification of the percentage of Pax7^+^MyoD^−^, Pax7^+^MyoD^+^, and Pax7^−^MyoD^+^ cells. Error bars represent mean + SD of five mice. **g** Illustration of the design for myofibers analysis. **h** Immunostaining of Pax7 and MyoD in single myofibers. Scale bars = 10 µm. **i** Quantification of Pax7^+^ cells per myofiber. *n* = 31 Cre− myofibers and 35 Cre+ myofibers, respectively. Error bars represent mean + SD. **j** Quantification of the percentage of Pax7^+^MyoD^−^, Pax7^+^MyoD^+^, and Pax7^−^MyoD^+^ cells in single myofibers. Error bars represent mean + SD of four Cre^−^ EDL muscles and 6 Cre^+^ EDL muscles. **k** Immunostaining of Pax7 and MyoD in single myofibers after culture for 3 days. Scale bars = 50 µm. **l** Quantification of cell clusters per myofiber. *n* = 28 Cre− myofibers and 30 Cre+ myofibers, respectively. Error bars represent mean + SD. **m** Quantification of Pax7^+^MyoD^+^ myoblasts per cluster. *n* = 76 cell clusters on Cre− myofibers and 128 cell clusters on Cre+ myofibers. Error bars represent mean + SD. A two-sided unpaired Student’s *t*-test was performed.

We next isolated single myofibers from Acta1-Cre/4F^het^ mice treated with Dox for 2.5 days (Fig. 3g). Cre^+^ myofibers were associated with 2-fold more Pax7^+^ cells than Cre^−^ myofibers (Fig. 3h, i). Moreover, the percentage of activated (MyoD^+^) SCs was 3-fold higher in Cre^+^ myofibers than Cre^−^ myofibers (Fig. 3h, j). Conversely, the percentage of quiescent (MyoD^−^) SCs was decreased by half in Cre^+^ myofibers compared to Cre^−^ myofibers, and there was no difference in the percentage of MyoD^+^Pax7^−^ cells (Fig. 3h, j). As expected, we found SC doublets, indicative of SC proliferation, only in Cre^+^ myofibers (Supplementary Fig. 5d). We next cultured these myofibers for 3 days (Fig. 3k). The number of cell clusters was significantly higher in Cre^+^ myofibers than Cre^−^ myofibers (Fig. 3k, l). Additionally, all Pax7^+^ cells expressed MyoD in both Cre^−^ and Cre^+^ myofibers (Fig. 3k). The number of Pax7^+^MyoD^+^ myoblast per cluster was higher in Cre^+^ myofibers (Fig. 3k, m), excluding the possibility that the activated SCs exited the cell cycle for premature differentiation. Collectively, these results prove that partial reprogramming of myofibers induced the activation and proliferation of SCs and the expansion of myoblasts.

### OSKM induction in myofibers does not change SC self-renewal

Self-renewal of SCs is essential for the long-term maintenance of skeletal muscles. To investigate whether self-renewal capacity was affected by OSKM induction, we first analyzed the state and number of SCs 14 and 30 days after TA muscle injury (Fig. 4a, g). Co-staining of MyoD and Pax7 showed that Cre^+^ muscles had more Pax7^+^ cells compared to Cre^−^ muscles 14 days post CTX injection (Fig. 4b, c). The percentage of Pax7^+^MyoD^−^ SCs, which are capable of self-renewal was comparable between Cre^+^ and Cre^−^ muscles (Fig. 4b, c). We further utilized eMHC staining, Mallory’s trichrome staining and H&E staining to evaluate muscle regeneration. Cre^+^ muscles had a lower percentage of eMHC^+^ regenerating myofibers compared to Cre^−^ muscles (Fig. 4d). Mallory’s trichrome staining showed that the Cre^+^ muscles had less fibrosis compared to Cre^−^ muscles (Fig. 4e). In addition, regenerated myofibers in Cre^+^ muscles were larger than those observed in Cre^−^ muscle, with more myofibers that were 50–60 µm in diameter (Fig. 4f). These results further confirm that myofiber-specific OSKM induction accelerated muscle regeneration. At 30 days post-injury, the number of Pax7^+^ cells and the percentage of Pax7^+^MyoD^−^ SCs were comparable between Cre^+^ and Cre^−^ muscles (Fig. 4h, i). Muscle structure was restored and there were no eMHC^+^ myofibers in Cre^+^ and Cre^−^ muscles (Fig. 4j). Fibrosis was similarly low in Cre^+^ and Cre^−^ muscles (Fig. 4k), and myofiber sizes were comparable between Cre^+^ and Cre^−^ muscles (Fig. 4l). These results show that the SC pool was maintained after OSKM induction.

**Fig. 4:**
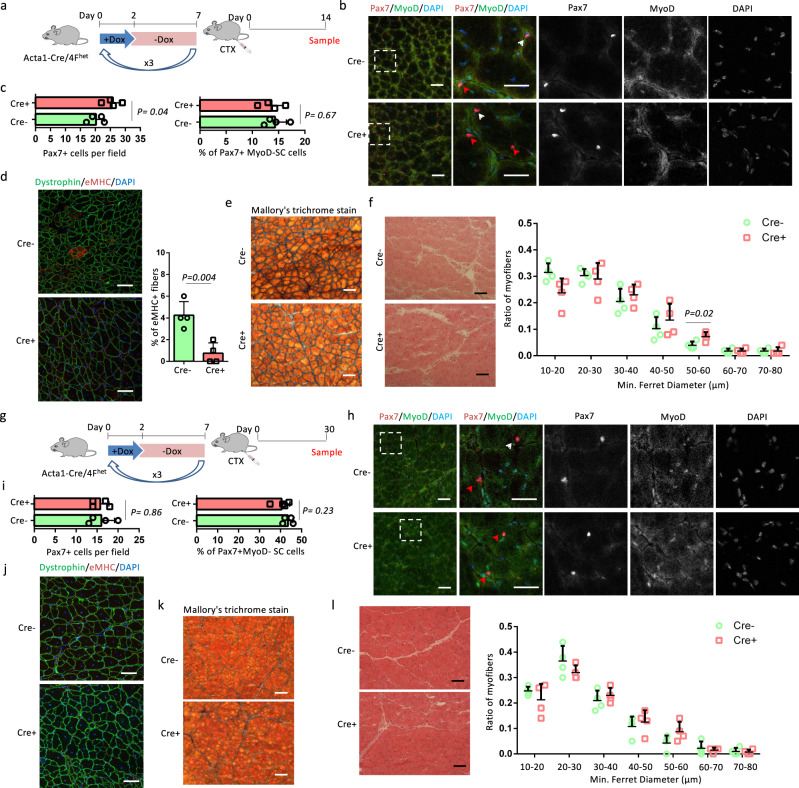
Analysis of the state and number of SCs 14 and 30 days after CTX injection. **a, g** Schematic representation of the experimental design. **b,** **h** Immunostaining of Pax7 and MyoD in TA muscle sections. Scale bars = 50 µm. Representative regions are shown at higher magnification. Scale bars = 25 µm. White arrows indicate Pax7^+^MyoD^+^ myoblasts and Red arrows indicate Pax7^+^MyoD^−^ SCs. **c,** **i** Quantification of Pax7 and the percentage of Pax7^+^MyoD^−^ SCs in TA muscle sections. **d, j** Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections, and the quantification of the percentage of immature myofibers that express eMHC. Scale bars = 50 µm. Similar results were repeated independently in four pairs of mice. In addition, similar results were repeated three times for each mouse. **e, k** Mallory’s trichrome stain of TA muscle sections. Scale bars = 100 µm. Similar results were repeated independently in four pairs of mice. In addition, similar results were repeated three times for each mouse. **f, l** H&E staining of TA muscle sections and myofiber size distributions in TA muscle sections. Scale bars = 100 µm. **a**–**f** represents the analysis of SCs 14 days after CTX injection, and **g**–**l** represent the analysis of SCs 30 days after CTX injection. Error bars represent mean + SD of four mice. A two-sided unpaired Student’s *t*-test was performed.

To further evaluate the self-renewal capability of SCs after cyclic OSKM induction, we performed CTX injury three times with an interval of 7 days between each injection (Fig. 5a). In case the self-renewal of SCs was inhibited, the serial injury would exaggerate the depletion of SCs and reduce muscle regeneration capability. At 7 days after the last CTX injury (day 21), there was no difference in the number of Pax7^+^ cells between Cre^+^ and Cre^−^ muscles (Fig. 5b). We did eMHC immunostaining and H&E staining to evaluate muscle regeneration capability. The percentage of eMHC^+^ regenerating myofibers and myofiber sizes were comparable between Cre^+^ and Cre^−^ muscles (Fig. 5c, d). We also checked the number and state of Pax7^+^ cells 30 days post the last CTX injury. BrdU administration was included to label activated SCs or those that proliferated after the last CTX injection (Fig. 5e). The number of Pax7^+^ cells was comparable between Cre^+^ and Cre^−^ muscles (Fig. 5f). Pax7^+^MyoD^−^BrdU^+^ SCs were derived from activated or proliferated SCs. The percentage of Pax7^+^MyoD^−^BrdU^+^ SCs was also similar in Cre^+^ and Cre^−^ muscles. Together, these data prove that myofiber-specific OSKM induction did not change the self-renewal capacity of SCs.

**Fig. 5:**
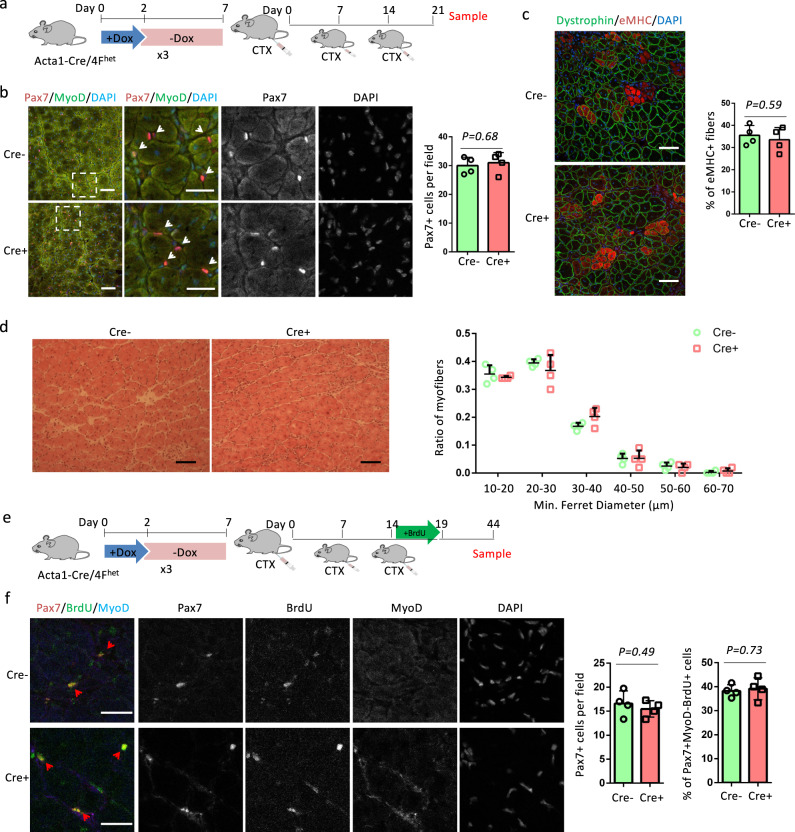
OSKM induction does not change the self-renewal of SCs. **a** Schematic representation of the experimental design for 7 days after triple CTX injury. **b** Immunostaining of Pax7 and MyoD, and quantification of Pax7 cells in TA muscle sections. Scale bars = 50 µm. Representative regions are shown at higher magnification. Scale bars = 25 µm. White arrows indicate Pax7^+^ cells. **c** Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections, and the quantification of the percentage of immature myofibers that express eMHC. Scale bars = 50 µm. **d** H&E staining of TA muscle sections and myofiber size distributions in TA muscle sections. Scale bars = 100 µm. **e** Schematic representation of the experimental design for 30 days after triple CTX injury. **f** Immunostaining of Pax7, BrdU, and MyoD, and quantification of Pax7 cells and percentage of BrdU^+^ SCs in TA muscle sections. Scale bars = 25 µm. Red Arrows indicate Pax7^+^MyoD^−^BrdU^+^SCs. Error bars represent mean + SD of four mice. A two-sided unpaired Student’s *t*-test was performed.

### OSKM induction in SCs does not change muscle regeneration

We next expressed OSKM directly in SCs and measured the effect on SCs and muscle regeneration. For this purpose, we generated SC-specific 4F mice (Pax7^creER^/4F^het^), which carries Pax7^creER^, tetO-4F, and LoxP-STOP-LoxP-rtTA. Pax7^creER^/4F^het^ mice were administered Tamoxifen (TMX) for 5 days and then treated with the same cyclical OSKM induction protocol that Acta1-Cre/4F^het^ mice received. Real-time PCR using whole muscle lysates confirmed that OSKM was induced immediately after Dox treatment (Supplementary Fig. 6a). Young (6–8 weeks old) Pax7^creER^/4F^het^ mice were treated with Dox and then administered BrdU following the second and third rounds of Dox treatment (Supplementary Fig. 6b). We labeled muscle sections for Pax7, MyoD, and BrdU, and analyzed the number and state of SCs (Supplementary Fig. 6c, d). The number of Pax7^+^ cells, as well as the percentages of MyoD^+^ and BrdU^+^ SCs were all comparable between Cre^+^ and Cre^−^ muscles (Supplementary Fig. 6e–g), indicating that SC-specific OSKM induction did not lead to the activation and proliferation of SCs. We then examined the effect of SC-specific OSKM induction on muscle regeneration. Two-month-old Pax7^creER^/4F^het^ mice were treated with cyclical Dox followed by the injection of CTX into TA muscles (Supplementary Fig. 6 h). Six days post-injury, no differences in the morphology or size of regenerated myofibers were observed between Cre^+^ and Cre^−^ muscles (Supplementary Fig. 6 h). In addition, the number of myoblasts in regenerated muscles was comparable between Cre^+^ and Cre^−^ muscles (Supplementary Fig. 6i).

To understand why OSKM did not result in SC proliferation in Pax7^creER^/4F^het^ mice, SC-derived myoblasts were isolated from Pax7^creER^/4F^het^ mice and treated with Dox (1 µg/ml) for 2 days to examine the effect of OSKM induction on MyoD, which enhances myoblasts proliferation by activating *miR-133*^16,17^. We confirmed that OSKM was induced in Cre^+^ myoblasts compared to Cre^−^ myoblasts (Supplementary Fig. 7a). OSKM inhibited the expression of *MyoD* and *miR-133a* (Supplementary Fig. 7b), which is consistent with the finding that Oct4 represses the expression of *MyoD*^18^. Based on these observations, we conclude that the cyclic induction of OSKM in young SCs did not improve muscle regeneration.

### OSKM induction promotes proliferation of SCs in aging mice

To determine whether the effects of myofiber-specific OSKM induction on SCs are preserved in aging mice, we investigated the status of SCs in 15-month-old myofiber-specific 4F mice. Acta-Cre/4F^het^ mice were administrated with 3 cycles of Dox. After the second and third rounds of Dox administration, BrdU was added to the drinking water for 2 days to label cycling SCs (Supplementary Fig. 8a). Cre^+^ muscles had 1.8-fold more Pax7^+^ cells and 2.8-fold more activated (MyoD^+^) SCs than Cre^−^ muscles (Supplementary Fig. 8b-d). Co-staining of BrdU and Pax7 showed that Cre^+^ muscles had a 3-fold higher percentage of BrdU^+^ SCs than Cre^−^ muscles (Supplementary Fig. 8e, f). We then studied muscle regeneration capacity 7 days post CTX injection after cyclic OSKM induction (Supplementary Fig. 8 g). Cre^+^ muscles had fewer eMHC^+^ myofibers compared with Cre^−^ muscles (Supplementary Fig. 8 h, i). In addition, Cre^+^ muscles had more SCs than Cre^−^ muscles (Supplementary Fig. 8j, k). Moreover, myofibers in Cre^+^ muscles were larger than those observed in Cre^−^ muscle, with more myofibers that were 30–40 µm and fewer myofibers that were 10–20 µm in diameter (Supplementary Fig. 8 l). Together, these results indicate that myofiber-specific OSKM induction promotes SC activation and proliferation and accelerates muscle regeneration independent of aging.

We previously showed that systemic OSKM induction could promote muscle regeneration in 12-month-old systemic 4F mice^8^. We decided to compare the changes of SCs before CTX injection in systemic 4F mice and Acta-Cre/4F^het^ mice. We did immunostaining of Pax7 and MyoD in TA muscles of 12–15-month-old systemic 4F mice, which were injected with three cycles of Dox or PBS (as control) according to our previous study^8^ (Supplementary Fig. 9a). We found that the percentage of activated (MyoD^+^) SCs was increased by 1.7-fold (Supplementary Fig. 9b, c). We did not observe a significant difference in the number of Pax7^+^ cells as seen in Acta-Cre/4F^het^ mice (Supplementary Fig. 9b, d). To analyze the differences, we first compared the induction level of OSKM. The expression level of OSKM in skeletal muscles of systemic 4F mice was 5–10 times lower than that in Acta-Cre/4F^het^ mice which were administrated with doxycycline in water (Supplementary Fig. 9e, f). In addition, p21 was induced in the SCs of systemic 4F muscles but not in the SCs of Acta-Cre/4F^het^ mice (Supplementary Fig. 9 g). The induction of p21 could negatively regulate the G_1_ to S progression of satellite cells^19^. Our results provide an additional explanation for the improved muscle regeneration in systemic 4F mice besides SC rejuvenation.

### OSKM in myofibers inhibits Wnt4 expression through p21

We next focused on understanding the mechanisms by which OSKM induction in myofibers activates SCs. We analyzed the levels of expression of genes related to the SC microenvironment. 

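The 39 genes shown in Fig. 6a were taken as the list of niche-related genes, 35 of which had enough counts to be tested. In EDL muscles, 12 of them were differentially expressed after 2.5 days and 5 after 8.5 days, so that 5 were at both time points and 12 at either. The 5 at both were Itga7 and Sdc4, upregulated, and Wnt4, Wnt5b and Wnt9a, downregulated. Wnt5b (chromosome 6, 119432531 to 119544347, overlapping Fbxl14) fell by 0.75 and 1.03 on the log2 scale (standard error 0.21 and 0.20, adjusted p = 0.0171 and 0.00462, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Wnt9a (chromosome 11, 59306930 to 59333552) by 0.87 and 1.18 (standard error 0.19 each, adjusted p = 0.00485 and 0.00181). Adjusted over the list alone, 12 genes passed after 2.5 days, 6 after 8.5 days, 5 at both and 13 at either. The list shown in the figure may have been chosen on these libraries, in which case the adjustment over the list alone is not independent evidence. With an absolute log2 fold change over 1, 3 genes passed at both time points. With library size alone in place of TMM normalization the list was called anew, and 5 genes passed at both time points, 3 upregulated and 2 downregulated. These are not all the same genes. Under that scaling Wnt4, Wnt5b and Wnt9a still fell, by 4.83-fold, 1.55-fold and 1.71-fold on average.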

RNA-seq analysis revealed that 2.5 and 8.5 days of Dox treatment affected the expression of 13 niche-related genes in Cre^+^ muscles (Fig. 6a). Expression of four of these genes (*Itga7*, *Sdc4*, *Wnt2b*, and *Wnt4*) was altered on average over two-fold, and among these, *Wnt4* was the only one that was downregulated (Fig. 6a). 

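Itga7 (chromosome 10, 128933813 to 128958284, overlapping Mettl7b) rose from 32.98 ± 3.95 to 191.7 ± 41.0 FPKM (SD, n = 2) after 2.5 days and from 31.6 ± 0.932 to 104.5 ± 35.3 FPKM after 8.5 days. Its log2 fold changes were 2.20 and 1.54 (standard error 0.22 and 0.21, adjusted p = 3.34e-05 and 0.000542, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), an average of 3.65-fold. Sdc4 (chromosome 2, 164424247 to 164443188) rose from 11.1 ± 1.45 to 34.3 ± 7.01 FPKM and from 15.1 ± 2.68 to 36.1 ± 0.466 FPKM (SD, n = 2), with log2 fold changes of 1.29 and 1.07 (standard error 0.29 each, adjusted p = 0.00576 and 0.0246), an average of 2.27-fold. Wnt2b (chromosome 3, 104944805 to 104961709) rose by 4.04 on the log2 scale after 2.5 days (standard error 0.68, adjusted p = 0.000907) and by 1.10 after 8.5 days, which did not pass the threshold (standard error 0.64, adjusted p = 0.277), an average of 5.94-fold. The difference between the 2 days was not past the threshold (2.94, adjusted p = 0.362), and without the Cre+ replicate 2 of 2.5 days the change at that time point was 2.37.

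Wnt4 (chromosome 4, 137277635 to 137299501) fell from 7.35 ± 1.62 to 1.72 ± 0.322 FPKM (SD, n = 2) after 2.5 days and from 12.5 ± 1.50 to 2.28 ± 0.283 FPKM after 8.5 days. Its log2 fold changes were -2.42 and -2.63 (standard error 0.28 each, adjusted p = 8.72e-05 and 6.81e-05), an average decrease of 5.75-fold. Of the genes that passed at both time points, 4 changed more than 2-fold on average, the 4th being Wnt9a, with an average decrease of 2.04-fold. That of Wnt9a lies near the limit. It was 1.71-fold under library size alone (log2 fold changes of -0.55 and -1.01), and with 1 library left out it fell under 2-fold in 4 of the 8 fits, at the lowest 1.90-fold without the Cre+ replicate 1 of 8.5 days. Wnt5b, at 1.86-fold, passed 2-fold in 2 of these fits, with 2.03-fold and 2.00-fold.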

Integrin subunit alpha 7 (Itga7) is a laminin-binding protein that connects myofibers to the basal lamina to maintain sarcolemma integrity^20^. It is unclear what role Wnt family member 2b (Wnt2b) plays in skeletal muscle, but it may not be important for myofibers since it has a low expression level (fpkm < 0.1). 

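In EDL muscles, Wnt2b had 0.674 and 3.85 FPKM in the 2 Cre+ libraries of 2.5 days, from 115 and 608 counts, and 0.0825 and 0.129 FPKM in the Cre- libraries, from 13 and 21 counts. After 8.5 days it had 0.566 and 0.307 FPKM in the Cre+ libraries, from 107 and 52 counts, and 0.202 and 0.156 FPKM in the Cre- libraries, from 26 and 23 counts. The FPKM values of the paper's source data are lower than these by a common factor of 0.527, with ratios of 0.495 to 0.537 over 31 group means. On that scale the Cre+ libraries had 0.355 and 2.03 FPKM after 2.5 days and 0.298 and 0.162 FPKM after 8.5 days, and the Cre- libraries 0.0435, 0.068, 0.106 and 0.082 FPKM. The factor was estimated from the same group means, so the 2 sets of values are not independent.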

Syndecan-4 (Sdc4) is expressed in SCs and is required for SC activation^21,22^, but a role for Sdc4 in myofibers remains elusive. Wnt family member 4 (Wnt4) is a recently identified paracrine factor that is secreted from myofibers^23^. Loss of *Wnt4* in myofibers induces the activation of SCs and accelerates muscle regeneration^23^. 

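In EDL muscles, Cdkn1a (p21; chromosome 17, 29093769 to 29100722) rose from 14.8 ± 1.72 to 114.3 ± 35.5 FPKM (SD, n = 2) after 2.5 days of Dox and from 29.7 ± 0.297 to 143.8 ± 19.8 FPKM after 8.5 days. Its log2 fold changes were 2.61 and 2.09 (standard error 0.21 each, adjusted p = 1.04e-05 and 4.5e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 4 Cre+ EDL libraries of these days had between 89.2 and 157.8 FPKM of Cdkn1a and between 1.50 and 2.48 FPKM of Wnt4, and the 4 Cre- libraries between 13.6 and 29.9 FPKM of Cdkn1a and between 6.20 and 13.5 FPKM of Wnt4. The Cre+ and Cre- libraries thus form separate clusters of 4 libraries each, and no correlation over all of them was computed. In SOL muscles, Cdkn1a changed by 0.90 and 0.86 on the log2 scale (adjusted p = 0.0942 and 0.113) and Wnt4 by -1.63 and -0.83 (adjusted p = 0.0452 and 0.403). The change of Cdkn1a in EDL minus that in SOL muscles was 1.72 and 1.24 (adjusted p = 0.00807 and 0.0833), and that of Wnt4 -0.79 and -1.79 (adjusted p = 0.29 and 0.0627).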

In mouse keratinocytes, p21 inhibits *Wnt4* expression by binding to the TATA-proximal region of the *Wnt4* promoter in association with E2F transcription factor 1 (E2F-1)^24^, and levels of *p21* expression were negatively correlated with *Wnt4* expression in our RNA-seq analysis (Fig. 6b). We verified expression changes for *p21* and *Wnt4* in TA muscles of Acta1-Cre/4F^het^ mice. Levels of *p21* and *Wnt4* expression were upregulated and downregulated in Cre^+^ muscles, respectively, following Dox treatment, and returned to control levels (i.e., levels seen in Cre^−^ samples) following Dox withdrawal (Fig. 6c).

**Fig. 6:**
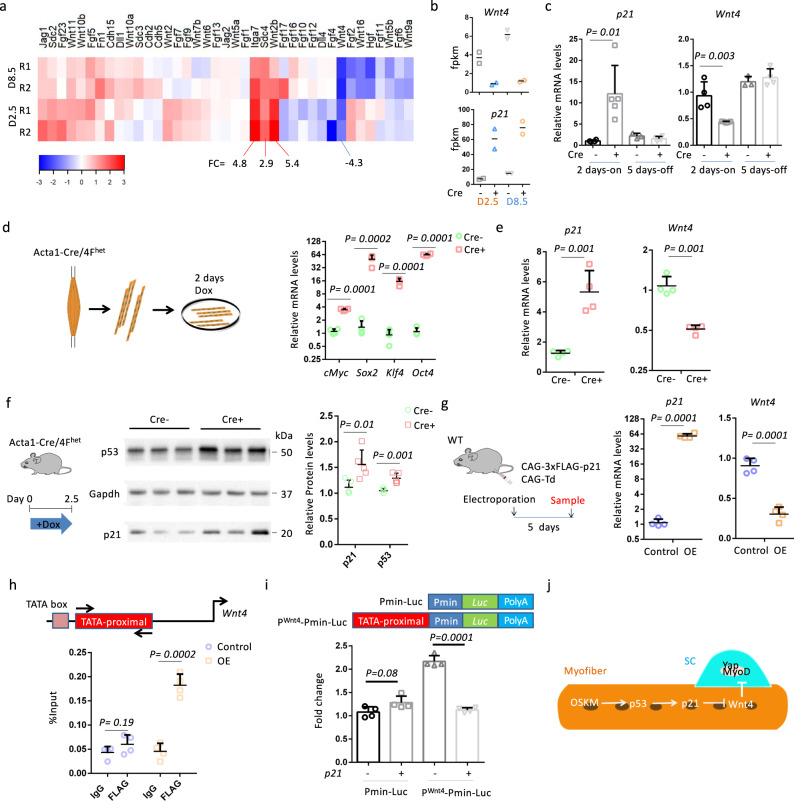
OSKM induction represses the expression of Wnt4 through p21. **a** Heatmap shows the fold change of SCs niche-related genes in Cre^+^ EDL muscles compared to Cre^−^ EDL muscles. **b** The fpkm of *Wnt4* and *p21* in Cre^−^ and Cre^+^ EDL muscles. *n* = 2 independent biological samples. **c** Relative mRNA levels of *Wnt4* and *p21* in TA muscles after 2-days Dox treatment (2 days-on) and after 5-days Dox withdrawal (5 days-off). *n* = 4 Cre- mice for 2 days-on and 3 Cre− mice for 5 days-off. *n* = 5 Cre+ mice for 2 days-on and Cre+ mice for 5 days-off. Error bars represent mean + SD. **d** Relative mRNA levels of OSKM in single myofibers after 2-days Dox treatment. Error bars represent mean + SD of four independent biological samples. **e** Relative mRNA levels of *p21* and *Wnt4* in single myofibers after 2-days Dox treatment. Error bars represent mean + SD of four independent biological samples. **f** Western blots detection and quantification of the protein levels of p53 and p21 in TA muscles of Cre^−^ and Cre^+^ mice. Gapdh is the internal control. Error bars represent mean + SD of Cre^−^ 6 mice and 5 Cre^+^ mice. **g** Relative mRNA levels of *p21* and *Wnt4* in TA muscles with CAG-3xFLAG-p21 or CAG-Td plasmids. Error bars represent mean + SD of four mice. **h** Enrichments of the TATA-proximal region of the *Wnt4* promoter by 3xFLAG-p21 as determined by ChIP assay using an antibody against FLAG. Error bars represent mean + SD of four independent biological samples. **i** Luciferase assay with a reporter containing the TATA-proximal region upstream of the minimal CMV promoter (Pmin). Error bars represent mean + SD of four independent biological samples. **j** Hypothetical model showing how OSKM regulates Wnt4. A two-sided unpaired Student’s *t*-test was performed.

Since Wnt4 is secreted from myofibers, we assessed *Wnt4* expression in single myofibers isolated from EDL muscles of Acta1-Cre/4F^het^ mice. Isolated myofibers were cultured for 2 days in Dox (1 µg/ml), which induced the expression of OSKM in Cre^+^ myofibers (Fig. 6d). The expression of *p21* and *Wnt4* were significantly upregulated and downregulated, respectively, in Cre^+^ myofibers compared to Cre^−^ myofibers (Fig. 6e). It is known that OSKM induction activates the p53–p21 pathway^25^. Consistent with this, in vivo levels of p53 and p21 protein were increased in Cre^+^ muscles isolated from Acta1-Cre/4F^het^ mice after 2.5 days of Dox treatment (Fig. 6f). To further validate that p21 downregulates *Wnt4* expression, we overexpressed p21 in TA muscles of wild-type mice through the electroporation of exogenous plasmids (Fig. 6g). Electroporation of the CAG-3xFLAG-p21 plasmid increased *p21* expression 60-fold, and downregulated *Wnt4* levels 3-fold, compared with the control plasmid (CAG-Td) (Fig. 6g).

We next performed chromatin immunoprecipitation (ChIP) to determine whether p21 could bind to the TATA-proximal region of the *Wnt4* promoter in skeletal muscles. We overexpressed FLAG-tagged p21 or Tdtomato (control) in TA muscles (Fig. 6g), and then used a FLAG antibody or mouse IgG for ChIP analysis. The ChIP assay showed a 3-fold enrichment of the TATA-proximal region in muscles with p21 overexpression (Fig. 6h). In contrast, there was no enrichment of the TATA-proximal region in control muscles (Fig. 6h). We further designed a luciferase reporter (P^Wnt4^−Pmin-Luc), which contains the TATA-proximal region upstream of a minimal CMV promoter (Pmin), to determine whether the TATA-proximal region was responsible for the p21-mediated *Wnt4* repression (Fig. 6i). Notably, the TATA-proximal region may bind with E2F-1^24^, leading to the increased activity of Pmin (Fig. 6i). Whereas p21 was unable to affect the control reporter (Pmin-Luc), which lacks the TATA-proximal region, p21 inhibited the P^Wnt4^−Pmin-Luc reporter by 2-fold (Fig. 6i). These results prove that OSKM induction downregulated the expression of *Wnt4* through p21.

### Wnt4 diminishes OSKM-induced SC changes

The repression of Wnt4 in myofibers has been suggested to activate MyoD and Yap to elicit the activation of SCs^23^ (Fig. 6j). As shown above, we observed MyoD activation in Cre^+^ muscles (Fig. 3f, j). We next examined the levels of active Yap in SCs. As expected, levels of active Yap were higher in Pax7^+^ cells from Cre^+^ myofibers than in Pax7^+^ cells from Cre^−^ myofibers (Supplementary Fig. 10a, b). In addition, the percentage of Pax7^+^MyoD^+^ active Yap^+^ cells was 3-fold higher in Cre^+^ myofibers than in Cre^−^ myofibers (Supplementary Fig. 10b). We next investigated whether recombinant Wnt4 (rWnt4) could diminish the changes seen in SCs in Cre^+^ myofibers. We isolated single myofibers from EDL muscles of Acta1-Cre/4F^het^ mice treated with Dox for 2 days and cultured in plates with Dox and rWnt4 (100 ng/ml) or PBS (control treatment) for 8 or 48 h (Supplementary Fig. 10c). Whereas rWnt4 did not change the expression of active Yap and MyoD in Pax7^+^ cells from Cre^−^ myofibers, rWnt4 significantly decreased the expression of MyoD and abolished the upregulation of active Yap in Pax7^+^ cells from Cre^+^ myofibers 8 h after treatment (Supplementary Fig. 10d–f). More Pax7^+^ cells per cluster were found in Cre^+^ myofibers compared to Cre^−^ myofibers 48 h after treatment, which was abrogated by rWnt4 treatment (Supplementary Fig. 10g). These results indicate that the repression of Wnt4 was responsible for OSKM induction-induced SCs activation and proliferation by activating MyoD and Yap.

### Cyclic *Wnt4* knockdown facilitates muscle regeneration

Since *Wnt4* was an effective downstream target of OSKM, we further examined muscle regeneration after cyclic *Wnt4* knockdown. We chose CasRx to target *Wnt4* mRNA, as CasRx-mediated knockdown has been shown to be efficient and specific^26^. Moreover, a Tet-on system could be utilized to control the expression of CasRx for the purpose of cyclic *Wnt4* knockdown. We first tested the knockdown efficiency of three gRNAs with top ranks (minimum off-targets) in CHOPCHOP^27^. We generated a reporter vector, in which a part of the *Wnt4* cDNA containing the gRNA targets was inserted between the stop codon of *mCherry* and *polyA* (Supplementary Fig. 11a). With an efficient gRNA, CasRx is supposed to remove *polyA* from *mCherry*, expediting the degradation of mCherry mRNA to diminish the mCherry signal. Our results showed that all three gRNAs could efficiently diminish the mCherry signal (Supplementary Fig. 11a). Next, we quantified the knockdown efficiency of the gRNAs. Plasmids containing *CasRx*, *Wnt4* cDNA and a gRNA were co-transfected into HEK293 cells. Two days after transfection, the expression of *Wnt4* was quantified by 2 pairs of primers (Supplementary Fig. 11b). gRNA1 decreased the expression of *Wnt4* by 85%, and both gRNA2 and gRNA3 decreased the expression of *Wnt4* by around 75% compared with mock gRNA (Supplementary Fig. 11b). We chose gRNA1 to generate AAV (serotype 9) containing CasRx driven by a TetO promoter for in vivo delivery of the CasRx system (Fig. 7a). To test the in vivo *Wnt4* knockdown, the left and right TA muscles of R26-M2rtTA mice were injected with 2 × 10^11^ genome copies (GC) AAV-gRNA1-CasRx and AAV-CasRx (as control), respectively. Six weeks after AAV injection, we verified that *Wnt4* expression was decreased by 65% in left TA muscles compared to right TA muscles following Dox treatment, and returned to control levels following Dox withdrawal (Fig. 7b).

**Fig. 7:**
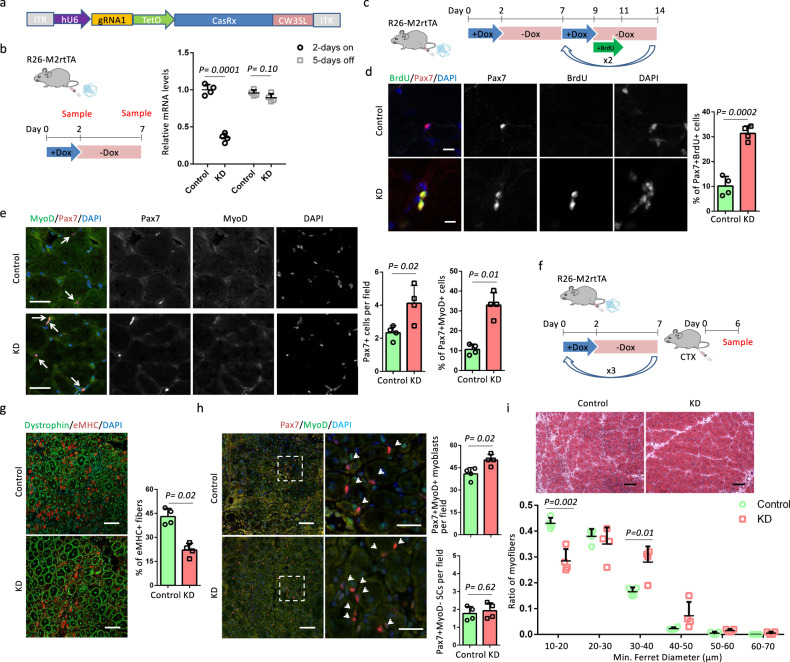
CasRx-mediated cyclic Wnt4 knockdown accelerates muscle regeneration. **a** AAV-gRNA1-CasRx vector. **b** Relative mRNA levels of *Wnt4* in AAV-gRNA1-CasRx (KD)- or AAV-CasRx (Control)-treated TA muscles after 2-days Dox treatment and after 5-days Dox withdrawal. **c** Schematic representation of the experimental design. **d** Immunostaining of Pax7 and BrdU and quantification of the percentage of Pax7^+^BrdU^+^ cells in TA muscle sections. Scale bars = 10 µm. **e** Immunostaining of Pax7 and MyoD and quantification of Pax7^+^ cells per field and the percentage of Pax7^+^MyoD^+^ cells in TA muscle sections. Pax7^+^ cells are indicated by arrows. Scale bars = 50 µm. **f** Schematic representation of the experimental design. **g** Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections, and the quantification of the percentage of immature myofibers that express eMHC. Scale bars = 50 µm. **h** Immunostaining of Pax7 and MyoD, and quantification of Pax7^+^MyoD^−^ SCs and Pax7^+^MyoD^+^myoblasts in TA muscle sections. Scale bars = 50 µm. Representative regions are shown at higher magnification. Scale bars = 25 µm. Arrows indicate Pax7^+^ cells. **i** H&E staining of TA muscle sections and myofiber size distributions in TA muscle sections. Scale bars = 100 µm. Error bars represent mean + SD of four mice. A two-sided unpaired Student’s *t*-test was performed.

Next, we investigated the status of SCs after cyclic *Wnt4* knockdown. Six weeks after AAV injection, R26-M2rtTA mice underwent three cycles of Dox. After the second and third rounds of Dox administration, BrdU was added to the drinking water for 2 days to label cycling SCs (Fig. 7c). Co-staining of BrdU and Pax7 showed that left muscles (with AAV-gRNA1-CasRx, KD) had a 3-fold higher percentage of Pax7^+^BrdU^+^cells than right (with AAV-CasRx, control) (Fig. 7d). In addition, KD muscles had 2-fold more Pax7^+^ cells and 3-fold more activated (MyoD^+^) SCs than control muscles (Fig. 7e). We then studied muscle regeneration capacity 6 days post CTX injection after cyclic *Wnt4* knockdown (Fig. 7f). KD muscles had 1-fold less eMHC^+^ myofibers compared with control muscles (Fig. 7g). In addition, KD muscles had more Pax7^+^MyoD^+^ myoblasts than control muscles (Fig. 7h). In contrast, the number of Pax7^+^MyoD^−^ SCs was comparable in control and KD samples (Fig. 2i), indicating Cre^+^ samples had an expansion of myoblasts without changing the SCs number. Moreover, myofibers in KD muscles were larger than those observed in control, with more myofibers that were 30–40 µm and less that were 10–20 µm in diameter (Fig. 7i). Together, these results indicate that cyclic *Wnt4* knockdown recapitulated OSKM induction to induce SC activation and myoblasts expansion to promote muscle regeneration.

## Discussion

Our work demonstrates that partial reprogramming via OSKM can remodel a stem cell niche to induce stem cell activation and proliferation and accelerate muscle regeneration. Specifically, expressing OSKM in myofibers induced p53–p21 signaling, which subsequently inhibited *Wnt4* transcription. The downregulation of *Wnt4* contributed to the activation of MyoD and Yap in SCs, resulting in their proliferation. Although SC activation and proliferation were demonstrated to be directly regulated by myofibers, it might be indirectly affected by the extracellular matrix (ECM) or the other types of cells in the SC niche^29,30^, as myofibers could secrete exosome to regulate other cells^28^. Reprogramming factors have been shown to promote axon regeneration through intrinsic rejuvenation of retinal ganglion cells^10^. In contrast, our results suggest an aging-independent effect of reprogramming factors on muscle regeneration through remodeling of the extrinsic niche but not by regulating the intrinsic modulators of SCs.

Intrinsic modulators control SC-initiated postnatal myogenesis^29^. The intrinsic regulatory machinery is efficient in young SCs, therefore, further improvement of SC quality is limited. In addition, SC-specific OSKM induction did not change the quantity of SCs or myoblasts and thus no difference in muscle regeneration was observed. Our results suggest that modifying the stem cell niche could be a definitive intervention to boost young tissue regeneration. Notably, the timing of this targeting is an important factor. As injury is a strong signal to trigger SC proliferation, the effect of OSKM on SC activation and proliferation was negligible after injury, and thus post-injury induction of OSKM did not accelerate muscle regeneration.

We compared the changes in SCs in aging Acta-Cre/4F^het^ and systemic 4F mice. Both myofiber-specific and systemic OSKM induction increased the activation of SCs. SCs activation is required for muscle regeneration, but the activation kinetics is delayed in aged SCs^30^. The increase in activated SCs accelerated muscle regeneration, which may partly explain our previous observation that muscle regeneration was promoted in aging systemic 4F mice^8^. SC activation could be a result of OSKM induction in myofibers. We cannot exclude the possibility that other cell types (macrophages, endothelial cells, fibroblasts, etc.) also contribute to the activation of SCs^31–33^. Systemic OSKM induction has been shown to mitigate the decline of Pax7^+^ cells in progeria mice after 6 weeks of cyclic induction of OSKM^8^. In contrast, systemic OSKM induction did not change the number of Pax7^+^ cells in naturally aging mice after 3 weeks of cyclic induction of OSKM. The aging process is much slower in WT mice compared to progeria mice and longer time may be required to observe the effect of OSKM on SC number in naturally aging mice. Whereas myofiber-specific OSKM induction increased SC proliferation, OSKM induction in SCs may prevent the proliferation of SCs in systemic 4F mice.

Self-renewal of SCs is maintained by the SC niche, including, but not limited to ECM components and myofibers^34,35^. Remodeling the niche may impair the self-renewal of SCs, which is crucial for long-term muscle maintenance. Deletion of collagen VI or laminin-α1 (ECM components) or myofiber-specific deletion of *O*-fucosyltransferase 1 gene (*Pofut1*) impairs the self-renewal of SCs^36–38^, leading to the shrinkage of the SC pool after multiple muscle injuries. Interestingly, diminishment of the SC pool is not observed when SCs-SC niche molecular interactions are interrupted in muscles lacking Wnt4, N-, and M-cadherins or syndecan-3^23,39,40^. In our model, the myofiber-specific OSKM induction did not change the number and state of SCs after multiple muscle injuries. One possible explanation is that the SC pool may establish a homeostatic mechanism similar to the one that is observed in muscles lacking Wnt4^23^. Another possibility is that SC homeostasis was not changed, as the SC niche was only temporarily modified. The two possibilities may be distinguished by investigating the heterogeneity of SCs in future studies.

OSKM induction triggers complex cellular changes^1–3^. The identification of their effective downstream targets would restrict unwanted outcomes and benefit the development of new approaches to facilitate tissue regeneration. We identified Wnt4 as a downstream target of OSKM and found that cyclic Wnt4 knockdown could facilitate SC activation and muscle regeneration. Interestingly, the effect of cyclic Wnt4 knockdown on muscle regeneration is similar to permanent Wnt4 knockdown^23^. From a translational point of view, myofibers are easily accessible by viral vectors, mRNAs or nanoparticles, thus making it feasible to devise safe strategies to introduce the CasRx-mediated Wnt4 knockdown system into myofibers to accelerate muscle regeneration and treat muscle degeneration-related diseases.

## Methods

### Mice

Acta1-Cre^+^ (Stock#006139)^41^, Pax7^creER/+^ (Stock#017763)^33^, Col1a1-tetO-4F^homo^ (Stock#011004)^42^, systemic 4F mice (Stock#011001), ROSA26-LSL-rtTA^homo^ (Stock#005670)^43^, R26-M2rtTA (Stock#006965)^44^, and Ai14^homo^ (Stock#007908) mice were from Jackson Laboratory. Col1a1-tetO-4F^homo^ mice were mated with ROSA26-LSL-rtTA^homo^ mice to generate Col1a1-tetO-4F^het^ROSA26-LSL-rtTA^het^ (het/het). Het/het mice were mated to generate Col1a1-tetO-4F^homo^ROSA26-LSL-rtTA^homo^ (4F^homo^) mice. Acta1-Cre^+^ and Pax7^creER/+^ mice were mated with 4F^homo^ mice, respectively, to generate Acta1-Cre/4F^het^ (representing both Acta1-Cre^+^/4F^het^ and Acta1-Cre^−^/4F^het^) and Pax7^creER^/4F^het^ (Pax7^creER/+^/4F^het^ and Pax7^+/+^/4F^het^) mice. Acta1-Cre^+^/4F^het^ and Ai14^homo^ mice were mated to generate Acta1-Cre^+^/4F^het^/Ai14^het^ mice. We used 6-weeks to 4-month-old as young mice and 12–15-month-old as aging mice, both male and female mice for this study. All animal procedures were performed according to protocols approved by the IACUC and Animal Resources Department of the Salk Institute for Biological Studies.

### In vivo treatment

Tamoxifen (Sigma–Aldrich) was prepared in corn oil at a concentration of 10 mg ml^−1^, and Pax7^creER^/4F^het^ mice were injected intraperitoneally with 2 mg TAM per day per 20 g body weight for 5 days to induce Cre-mediated deletion. Dox (RPI) was administered in drinking water for 2 or 2.5 days at a concentration of 1 mg ml^−1^ to induce OSKM expression. BrdU (ApexBio) was administered in drinking water for 2 days after Dox treatment at a concentration of 1 mg ml^−1^ with 5% glucose to label cycling cells. CTX (Latoxan S.A.S.) was injected into the left TA muscle to induce muscle regeneration at a concentration of 10 μM and a volume of 40 μl after mice were anesthetized using a ketamine (100 mg kg^−1^)-xylazine (10 mg kg^−1^) cocktail. In vivo muscle electroporation was following the established protocol^45^. Wild-type mice were anesthetized with intraperitoneal injection of the ketamine-xylazine cocktail. Plasmid DNA (30 µg) was injected into the muscle using a 29-gauge insulin syringe. One minute following plasmid DNA injection, a pair of electrodes was inserted into the TA muscle to a depth of 5 mm to encompass the DNA injection site. Muscle was electroporated using an Electro Square Porator T820 (BTX Harvard Apparatus). Electrical stimulation was delivered in three pulses at 100 V for 50 ms followed by three more pulses of the opposite polarity.

### Single myofiber isolation

EDL muscles were removed carefully and digested with 2 mg ml^−1^ collagenase type 1 (Worthington) in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco) for 45 min^−1^ h at 37 °C. Digestion was stopped by carefully transferring EDL muscles to a horse serum-coated Petri dish (60-mm) with DMEM. Myofibers were released by gently flushing muscles with a large bore glass pipette. Released single myofiber was either fixed immediately with 4% PFA or transferred and cultured in a horse serum-coated Petri dish (60-mm) in DMEM supplemented with 20% fetal bovine serum (FBS, Gibco), 4 ng ml^−1^ basic fibroblast growth factor (bFgf, Peprotech), and 1% penicillin–streptomycin (P/S, Gibco) at 37 °C for indicated days following the protocol by Yue and colleagues^46^. Dox (RPI) was administered in culture medium at a concentration of 1 µg ml^−1^ to induce OSKM expression. Recombinant Wnt4 (R&D systems) was administered in culture medium at a concentration of 100 ng ml^−1^ according to a previous study^23^.

### Primary myoblast isolation, culture, and differentiation

Primary myoblasts were isolated from 5-week-old Pax7^creER^/4F^het^ female mice. The hind limb skeletal muscles were minced and digested in type I collagenase (Worthington) and dispase B (Sigma) mixture. The digestion was stopped with F-10 Ham’s medium containing 20% FBS, and the cells were filtered from debris, centrifuged and cultured in growth media (F-10 Ham’s media supplemented with 20% FBS, 4 ng ml^−1^ bFgf and 1% P/S) on uncoated dishes for three days when 5 ml growth media were added each day. Then the supernatant was collected, centrifuged and trypsinized with 0.25% trypsin. After washing off the trypsin, primary myoblasts were seeded on collagen-coated dishes, and the growth medium was changed every two days. Myoblasts were treated with 1 µg ml^−1^ Dox in growth media.

### Immunostaining and H&E staining

Muscle samples were collected and processed for immunostaining and H&E staining following the protocol described by Wang et al.^47^. Muscle slides and single myofibers were fixed with 4% paraformaldehyde (PFA) for 5 min. Then samples were washed with PBS for at least three times followed by incubation of 100 mM Glycine for 15 min. After washing with PBS, samples were blocked with blocking buffer (5% goat serum, 2% BSA, 0.2% triton X-100, and 0.1% sodium azide in PBS) for at least 30 min. Primary antibodies were diluted with blocking buffer. Anti-Pax7 (DSHB, Pax7-c), anti-MyoD (SCBT, sc-377460, G-1), anti-BrdU (Abcam, ab6326, [BU1/75 (ICR1)]), anti-Sox2 (Cell Signaling, #2748), anti-Oct-3/4 (SCBT, sc-5279, C-10), anti-GFP (SCBT, sc-9996, B-2), and anti-active Yap (Abcam, ab205270, EPR19812) were diluted at a ratio 1:200. Anti-eMHC (DSHB, F1.652) was diluted at a ratio 1:80. Dystrophin (Abcam, ab15277) antibody was diluted at a ratio 1:500. Blocking buffer was removed from the sections and diluted primary antibodies were added on sections overnight at 4 °C. After washing with PBS, the samples were incubated with respective secondary antibodies and DAPI for 1 h at room temperature. Goat anti-Mouse IgG1 (Alexa Fluor 568, A-21124), Goat anti-Mouse IgG2b (Alexa Fluor 488, A-21141), Goat anti-Mouse IgG2b (Alexa Fluor 647, A-21242), Donkey anti-Rabbit IgG (H + L) (Alexa Fluor 488, A-21206), and Donkey anti-Rat IgG (H + L) (Alexa Fluor 488, A-21208) were from Thermo Fisher Scientific. All the secondary antibodies were diluted at a ratio 1:500. For BrdU staining, the muscle slides were pretreated with DNase I solution (25 µl DNase I diluted in 1 ml RDD buffer) for 1 h at 37 °C followed by the PFA treatment. The DNase I and RDD buffer were provided in the RNase-free DNase set (Qiagen). Fluorescent images were captured using a Zeiss LSM 710 Laser Scanning Confocal Microscope. Images were quantified by using the ImageJ software. H&E staining was exactly following the protocol described by Wang et al.^47^. H&E images were captured using an Olympus microscope IX51.

### RNA extraction and real-time qPCR

Total RNA of muscles, myofibers and myoblasts were extracted using Trizol Reagent (Ambion). The muscles and myofibers were homogenized by using EpiShear Probe Sonicator. RNA was treated with RNase-free DNase I to remove genomic DNA. The purity and concentration of total RNA were measured by Synergy H1 (BioTek). cDNA was generated by reverse transcription using Maxima H Minus Reverse Transcriptase (ThermoFisher Scientific). For mature miRNA reverse transcription, multiple adenosine nucleotides were first added to the 3’ end of total RNA with Escherichia coli DNA polymerase (NEB), and cDNA was then synthesized with a PolyT primer including an adaptor sequence^48^. SsoAdvanced Universal SYBR Green Supermix (BioRed) was used to carry out the qPCR analysis in CFX 384 Real-time System (BioRed). The expression levels of respective genes were normalized to the housekeeping gene GADPH and miRNA to sno202^48^. Primers sequences were listed in Supplementary Table 1.

### RNA-seq analysis

Raw reads were aligned to the mm10 genome using STAR [v2.5.3a]^49^ using default parameters. Then the number of reads uniquely aligned to RefSeq exons were quantified by HOMER [v4.9.1]^50^. Samples without OSKM overexpression were assessed as outliers and removed from downstream analysis. 

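The deposited data include 4 Cre+ libraries of 5.5 days of Dox, a time point that the paper's text does not name, and the text does not say which samples were removed. In the 8 Cre+ libraries of 2.5 and 8.5 days, Pou5f1 had between 313 and 5439 counts. In the Cre+ EDL libraries of 5.5 days it had 64 counts (1.02 FPKM) in replicate 1 and 1686 counts (27.7 FPKM) in replicate 2, and in the Cre+ SOL libraries 4 and 22 counts (0.0785 and 0.387 FPKM). The 12 Cre- libraries had at most 5 Pou5f1 counts. Sox2 had 36 and 1248 counts in the Cre+ EDL libraries of 5.5 days and 4 and 22 in the Cre+ SOL libraries, against at most 10 counts in the Cre- libraries.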

Principle Component Analysis (PCA) was performed on the top 500 most variable genes using the log-transformed fragments per kilobase per million mapped (FPKM) values by R function “prcomp”. A pseudo-count of 5 was added to each value before log-transformation to avoid infinite values. R package “ggplot2” (https://cran.r-project.org/web/packages/ggplot2/index.html) was used to generate the PCA plot. Differential expression (DE) analysis was performed on the raw reads using DESeq2 [v1.22.2]^51^ for pair-wise comparisons between the control and treatment samples at each time point using default normalization and dispersion estimation. Genes with adjusted *p*-value < 0.05 and absolute log fold-change >0.5 were identified as significantly differentially expressed genes between two conditions. A union set of 3858 DE genes of all four pair-wise comparisons were used for the pattern analysis by WGCNA [v1.67, https://bmcbioinformatics.biomedcentral.com/articles/10.1186/1471-2105-9-559] on the z-scaled log-transformed FPKM values. A soft power of 30 was used to detect modules and a dissimilarity score of 0.25 was used to merge similar modules. Heatmap was generated on 1000 down-sampled genes using a random seed of 12345 and plotted by R package gplots [https://cran.r-project.org/web/packages/gplots/index.html]. Boxplot showed the distribution of the mean of the z-scaled gene expression across replicates. Significantly over-represented Gene Ontology (GO) terms were identified by R package WebGestaltR [v0.3.1, https://academic.oup.com/nar/article/45/W1/W130/3791209] using the gene list of each module as input and total RefSeq genes as background. Terms with adjusted *p*-value < 0.05 were identified as significant. Terms with adjusted *p*-value < 1e-20 were shown as 1e-20 for the bar plots.

### Protein extraction and western blot analysis

Muscle samples were washed with PBS and homogenized with radioimmune precipitation assay buffer (50 mM Tris-HCl (pH 8.0), 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS). Proteins (100 ug) were separated by 4–20% precast polyacrylamide gel (Biored), electrotransferred onto PVDF membrane (Millipore), and incubated with specific primary antibodies. Anti-p53 (Cell Signaling, #2524 S) was diluted at a ratio of 1:100, and anti-p21 (Abcam, ab109520) and anti-Gapdh (Cell Signaling, #2188 S) were diluted at a ratio of 1:1000 in 5% w/v nonfat dry milk. Secondary antibodies, the Anti-mouse IgG, HRP-linked (Cell Signaling, #7076) and anti-Rabbit IgG, HRP-linked (Cell Signaling, #7074) were diluted in Tris-buffered saline with 0.1% Tween 20 detergent (TBST) at a ratio of 1: 2500. Immunodetection was performed using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Scientific).

### Chromatin immunoprecipitation

The chromatin immunoprecipitation (ChIP) assay was carried out by using the Zymo-Spin ChIP kit (D5209, Zymo Research) according to manufacturer’s protocol. Specifically, 20 mg TA muscles transfected with CAG-Td or CAG-3xFLAG-p21 were isolated and homogenized in PBS with a Dounce homogenizer. After the steps of formaldehyde cross-linking and nuclei preparation, we did the chromatin shearing by using a Covaris M220 Focused-ultrasonicator with indicated parameters, including Peak Incident Power (75 W), Duty factor (15%), Cycles per burst (200), and Treatment time (1500 s). Then, 10% of sheared chromatin was set aside as a DNA input. The remaining sheared chromatin was equally separated for ChIP reaction by using 1 µg anti-FLAG antibody (Sigma, F1804, M2) or 1 µg mouse IgG (SCBT, sc-2025). The *Wnt4* promoter TATA-proximal region was amplified by the primer pair listed in Supplementary Table 1.

### Luciferase assay

Transient transfections were performed with Lipofectamine3000 (ThermoFisher Scientific) according to manufacturer’s instructions. N2a cells were grown in Dulbecco’s modified Eagle’s media (DMEM) supplemented with 10% FBS. Briefly, 200 ng of reporter Pmin-*Luc* or P^wnt4^−Pmin-*Luc*, 10 ng Renilla, and 200 ng of CAG-3xFLAG-p21 or CAG-Td were transfected to N2a cells in 12-well plates. After 48 h, cells were harvested and analyzed with the Dual-Luciferase Reporter Assay System (Promega). The total amount of DNA added in each transfection was kept constant by referring to the Renilla signal. The Pmin-*Luc* was generated by Liao et al.^52^. P^wnt4^−Pmin-Luc reporter was generated by cloning the TATA-proximal region of *Wnt4* promoter into Pmin-Luc reporter^24^.

### CasRx-mediated Wnt4 knockdown

The CHOPCHOP (https://chopchop.cbu.uib.no/) was adapted to choose gRNA targets of *Wnt4*. The top three gRNA targets (gRNAT1: CTTCCAGTGGTCAGGATGCTCGGACAAC; gRNAT2: AGCCACGACGCGTAGGCTCCTCCCGGGC; gRNAT3: TAAAGGAGAAGTTTGACGGTGCCACGG) were cloned into the gRNA backbone (Addgene#109053). We generated a reporter vector (CAG-mCherry-Wnt4-pA) by replacing the WPRE element of AAVS1-Pur-CAG-mCherry vector (Addgene#80946) with a part of *Wnt4* cDNA containing the gRNA targets. To detect the knockdown efficiency of each gRNA, 400 ng CAG-mCherry-Wnt4-pA, 400 ng EF1a-CasRx-2A-EGFP (Addgene#109049) and 200 ng each gRNA or mock gRNA (GCACTACCAGAGCTAACTCATTCGAGAA) were transfected into HEK293 cells. The mCherry signal was observed 2 days after transfection. In addition, the knockdown efficiency of the gRNAs was quantified by transfecting HEK293 cells with 400 ng EF1a-CasRx-2A-EGFP, 400 ng CAG-Wnt4, and 200 ng each gRNA or mock gRNA. Two days after transfection, the expression of *Wnt4* was quantified with qPCR by two pairs of primers listed in Supplementary Table 1. Then, CasRx was subcloned and inserted into an AAV vector (AAV2 inverted terminal repeat vector) under the control of a TetO promoter to generate AAV-CasRx vector. AAV-gRNA1-CasRx vector was generated by inserting gRNA1 into AAV-CasRx vector. The recombinant AAV vectors were pseudo-typed with AAV9 capsid and the viral particles are generated following the procedures of the Gene Transfer Targeting and Therapeutics Core at the Salk Institute for Biological Studies.

### Statistical analysis

The data presented were taken from distinct samples with mean and standard deviation (SD). *P*-values were calculated using two-tailed unpaired Student’s t-test. All analyses were performed with Prism 7 software. *P*-values <0.05 were considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The original data of RNA-seq are deposited to GEO dataset (GSE148911, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148911). All data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Takahashi K (2007). Induction of pluripotent stem cells from adult human fibroblasts by defined factors. Cell.

[2] Takahashi K, Yamanaka S (2006). Induction of pluripotent stem cells from mouse embryonic and adult fibroblast cultures by defined factors. Cell.

[3] Polo JM (2012). A molecular roadmap of reprogramming somatic cells into iPS cells. Cell.

[4] Cherry AB, Daley GQ (2013). Reprogrammed cells for disease modeling and regenerative medicine. Annu. Rev. Med..

[5] Abad M (2013). Reprogramming in vivo produces teratomas and iPS cells with totipotency features. Nature.

[6] Ohnishi K (2014). Premature termination of reprogramming in vivo leads to cancer development through altered epigenetic regulation. Cell.

[7] Shibata H (2018). In vivo reprogramming drives Kras-induced cancer development. Nat. Commun..

[8] Ocampo A (2016). In vivo amelioration of age-associated hallmarks by partial reprogramming. Cell.

[9] Sarkar TJ (2020). Transient non-integrative expression of nuclear reprogramming factors promotes multifaceted amelioration of aging in human cells. Nat. Commun..

[10] Lu Y (2020). Reprogramming to recover youthful epigenetic information and restore vision. Nature.

[11] Rodriguez-Matellan A, Alcazar N, Hernandez F, Serrano M, Avila J (2020). In vivo reprogramming ameliorates aging features in dentate gyrus cells and improves memory in mice. Stem Cell Rep..

[12] Mauro A (1961). Satellite cell of skeletal muscle fibers. J. Biophys. Biochem. Cytol..

[13] Blau HM, Cosgrove BD, Ho AT (2015). The central role of muscle stem cells in regenerative failure with aging. Nat. Med..

[14] Sousa-Victor P (2014). Geriatric muscle stem cells switch reversible quiescence into senescence. Nature.

[15] Brack AS, Munoz-Canoves P (2016). The ins and outs of muscle stem cell aging. Skelet. Muscle.

[16] Wang C (2017). Loss of MyoD promotes fate transdifferentiation of myoblasts into brown adipocytes. EBioMedicine.

[17] Chen JF (2006). The role of microRNA-1 and microRNA-133 in skeletal muscle proliferation and differentiation. Nat. Genet..

[18] Watanabe S (2011). MyoD gene suppression by Oct4 is required for reprogramming in myoblasts to produce induced pluripotent stem cells. Stem Cells.

[19] McCroskery S, Thomas M, Maxwell L, Sharma M, Kambadur R (2003). Myostatin negatively regulates satellite cell activation and self-renewal. J. Cell Biol..

[20] Mayer U (1997). Absence of integrin alpha 7 causes a novel form of muscular dystrophy. Nat. Genet..

[21] Bentzinger CF (2013). Fibronectin regulates Wnt7a signaling and satellite cell expansion. Cell Stem Cell.

[22] Cornelison DD (2004). Essential and separable roles for Syndecan-3 and Syndecan-4 in skeletal muscle development and regeneration. Genes Dev..

[23] Eliazer, S. et al. Wnt4 from the niche controls the mechano-properties and quiescent state of muscle stem cells. *Cell Stem Cell***25**, 654–665.e4 (2019).10.1016/j.stem.2019.08.007PMC684243731495781

[24] Devgan V, Mammucari C, Millar SE, Brisken C, Dotto GP (2005). p21WAF1/Cip1 is a negative transcriptional regulator of Wnt4 expression downstream of Notch1 activation. Genes Dev..

[25] Hong H (2009). Suppression of induced pluripotent stem cell generation by the p53-p21 pathway. Nature.

[26] Konermann S (2018). Transcriptome engineering with RNA-targeting type VI-D CRISPR effectors. Cell.

[27] Labun K (2019). CHOPCHOP v3: expanding the CRISPR web toolbox beyond genome editing. Nucleic Acids Res..

[28] Fry CS, Kirby TJ, Kosmac K, McCarthy JJ, Peterson CA (2017). Myogenic progenitor cells control extracellular matrix production by fibroblasts during skeletal muscle hypertrophy. Cell Stem Cell.

[29] Dumont NA, Wang YX, Rudnicki MA (2015). Intrinsic and extrinsic mechanisms regulating satellite cell function. Development.

[30] Kimmel J. C., Hwang A. B., Scaramozza A., Marshall W. F., Brack A. S. Aging induces aberrant state transition kinetics in murine muscle stem cells. *Development***147**, dev183855 (2020).10.1242/dev.183855PMC722512832198156

[31] Du H (2017). Macrophage-released ADAMTS1 promotes muscle stem cell activation. Nat. Commun..

[32] Verma, M. et al. Muscle satellite cell cross-talk with a vascular niche maintains quiescence via VEGF and notch signaling. *Cell Stem Cell***23**, 530–543.e9 (2018).10.1016/j.stem.2018.09.007PMC617822130290177

[33] Murphy MM, Lawson JA, Mathew SJ, Hutcheson DA, Kardon G (2011). Satellite cells, connective tissue fibroblasts and their interactions are crucial for muscle regeneration. Development.

[34] Kuang S, Gillespie MA, Rudnicki MA (2008). Niche regulation of muscle satellite cell self-renewal and differentiation. Cell Stem Cell.

[35] Yin H, Price F, Rudnicki MA (2013). Satellite cells and the muscle stem cell niche. Physiol. Rev..

[36] Rayagiri SS (2018). Basal lamina remodeling at the skeletal muscle stem cell niche mediates stem cell self-renewal. Nat. Commun..

[37] Urciuolo A (2013). Collagen VI regulates satellite cell self-renewal and muscle regeneration. Nat. Commun..

[38] Zygmunt D. A. et al. Deletion of Pofut1 in mouse skeletal Myofibers induces muscle aging-related phenotypes in cis and in trans. *Mol. Cell. Biol.***37**, e00426–16 (2017).10.1128/MCB.00426-16PMC547754828265002

[39] Goel AJ, Rieder MK, Arnold HH, Radice GL, Krauss RS (2017). Niche cadherins control the quiescence-to-activation transition in muscle stem cells. Cell Rep..

[40] Pisconti A (2016). Loss of niche-satellite cell interactions in syndecan-3 null mice alters muscle progenitor cell homeostasis improving muscle regeneration. Skelet. Muscle.

[41] Miniou P (1999). Gene targeting restricted to mouse striated muscle lineage. Nucleic Acids Res..

[42] Stadtfeld M, Maherali N, Borkent M, Hochedlinger K (2010). A reprogrammable mouse strain from gene-targeted embryonic stem cells. Nat. Methods.

[43] Belteki G (2005). Conditional and inducible transgene expression in mice through the combinatorial use of Cre-mediated recombination and tetracycline induction. Nucleic Acids Res..

[44] Hochedlinger K, Yamada Y, Beard C, Jaenisch R (2005). Ectopic expression of Oct-4 blocks progenitor-cell differentiation and causes dysplasia in epithelial tissues. Cell.

[45] Aihara H, Miyazaki J (1998). Gene transfer into muscle by electroporation in vivo. Nat. Biotechnol..

[46] Yue F (2017). Pten is necessary for the quiescence and maintenance of adult muscle stem cells. Nat. Commun..

[47] Wang C, Yue F, Kuang S (2017). Muscle histology characterization using H&E staining and muscle fiber type classification using immunofluorescence staining. Bio Protoc..

[48] Nie Y (2016). Impaired exercise tolerance, mitochondrial biogenesis, and muscle fiber maintenance in miR-133a-deficient mice. FASEB J..

[49] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[50] Heinz S (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol. Cell.

[51] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[52] Liao, H. K. et al. In vivo target gene activation via CRISPR/Cas9-mediated trans-epigenetic modulation. *Cell***171**, 1495–1507.e15 (2017).10.1016/j.cell.2017.10.025PMC573204529224783

# Supplementary material for: In vivo partial reprogramming of myofibers promotes muscle regeneration by remodeling the stem cell niche
**Source:** Nat Commun. 2021 May 25;12:3094. doi: 10.1038/s41467-021-23353-z
**Supplement:** Supplementary file 1 — Supplementary Information

## **In vivo partial reprogramming of myofibers promotes muscle regeneration by remodeling the stem cell niche**

Chao Wang<sup>1</sup>, Ruben Rabadan Ros<sup>1</sup>, Paloma Martinez Redondo<sup>1</sup>, Zaijun Ma<sup>1</sup>, Lei Shi<sup>1</sup>, Yuan Xue<sup>1</sup>, Isabel Guillen-Guillen<sup>1</sup>, Ling Huang<sup>2</sup>, Tomoaki Hishida<sup>1</sup>, Hsin-Kai Liao<sup>1</sup>, Estrella Nuñez Delicado<sup>3</sup>, Concepcion Rodriguez Esteban<sup>1</sup>, Pedro Guillen Garcia<sup>4</sup>, Pradeep Reddy<sup>1</sup> and Juan Carlos Izpisua Belmonte<sup>1,\*</sup>

- Supplementary Figure 1-11
- Supplementary Table 1

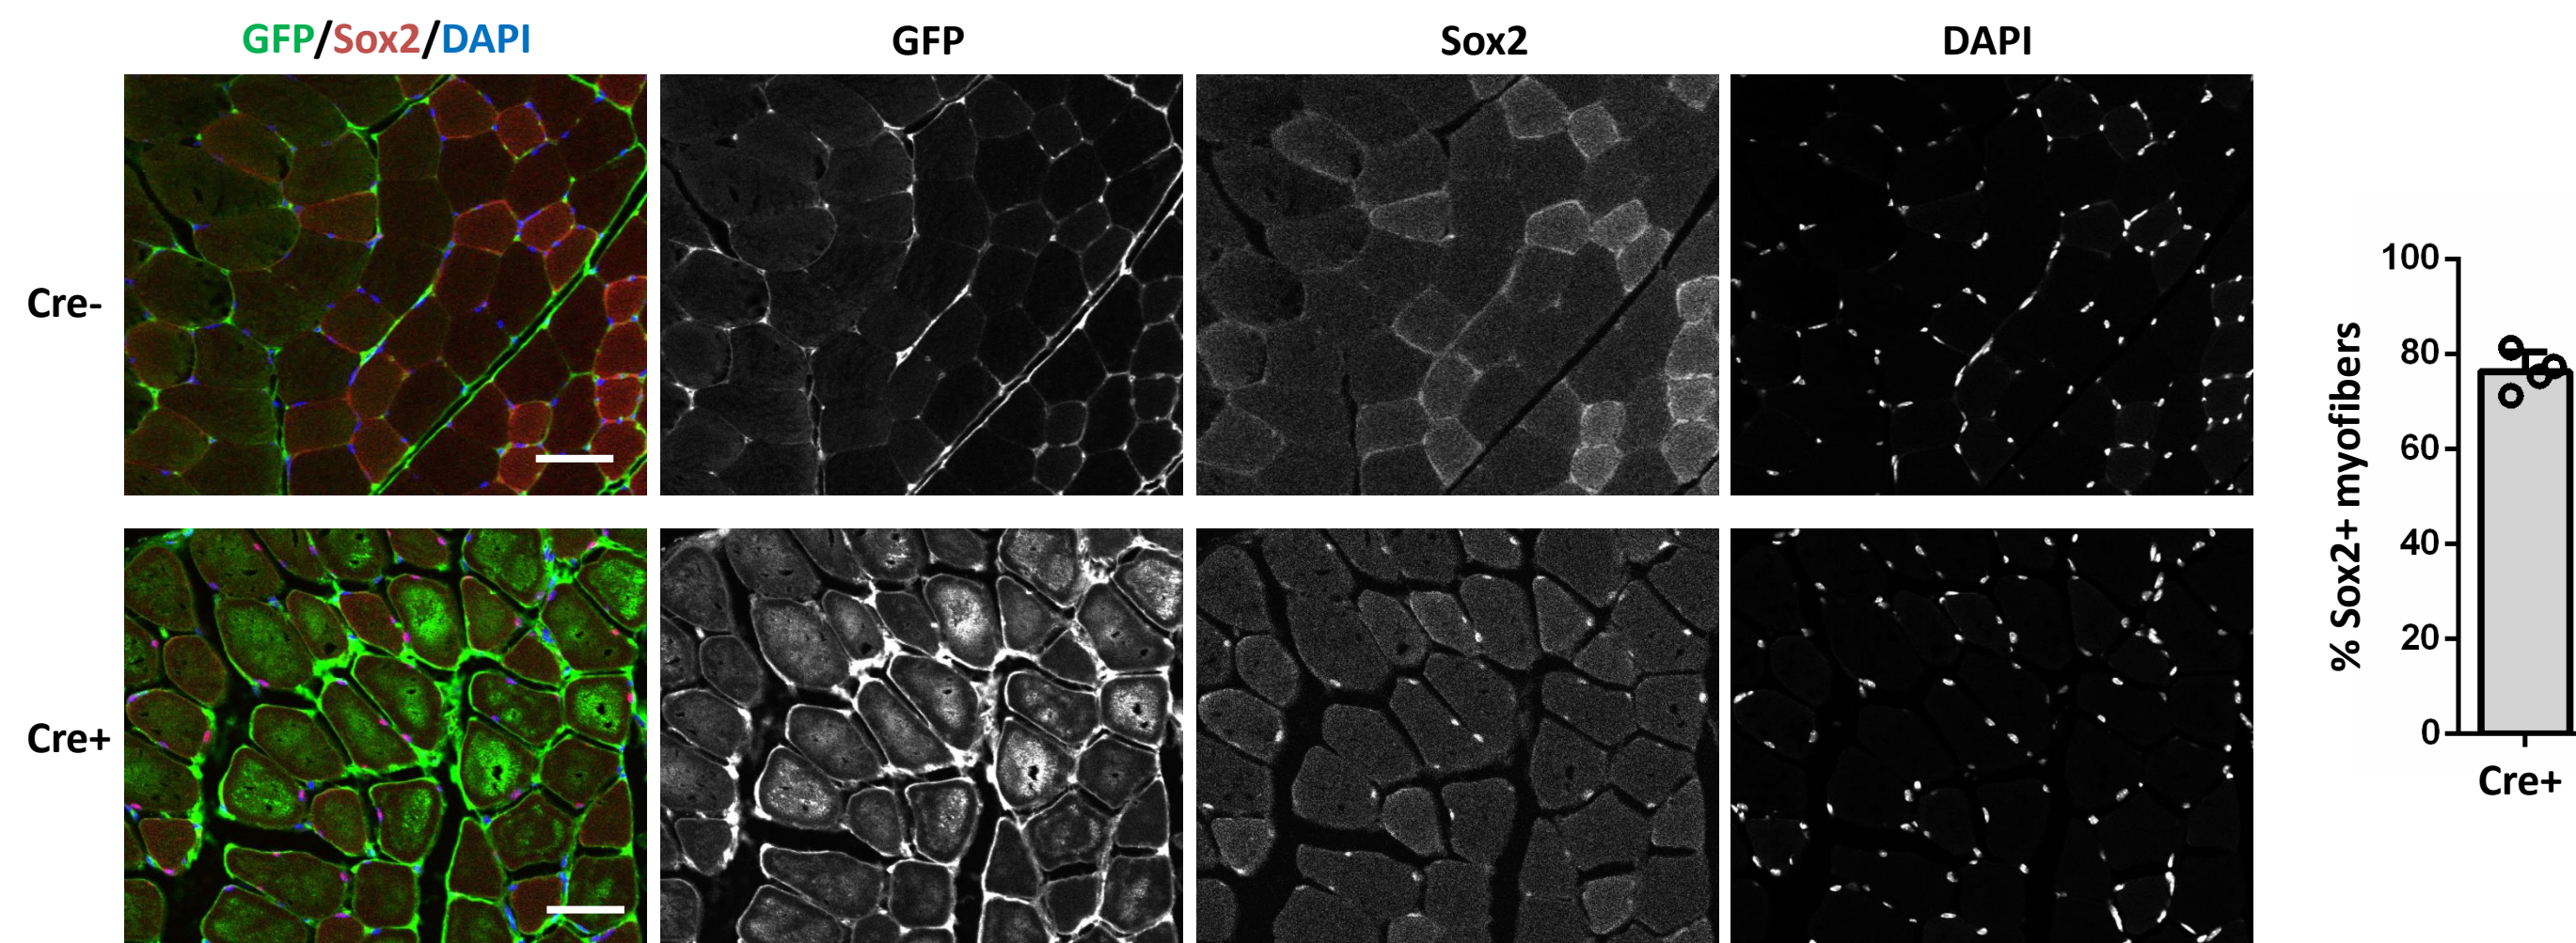

Supplementary Fig. 1: Immunostaining of GFP and Sox2 and quantification of GFP<sup>+</sup> myofibers in EDL muscles with myofiber-specific OSKM induction.  
Scale bars= 50  $\mu$ m. Error bars represent mean+SD of 4 mice.

a

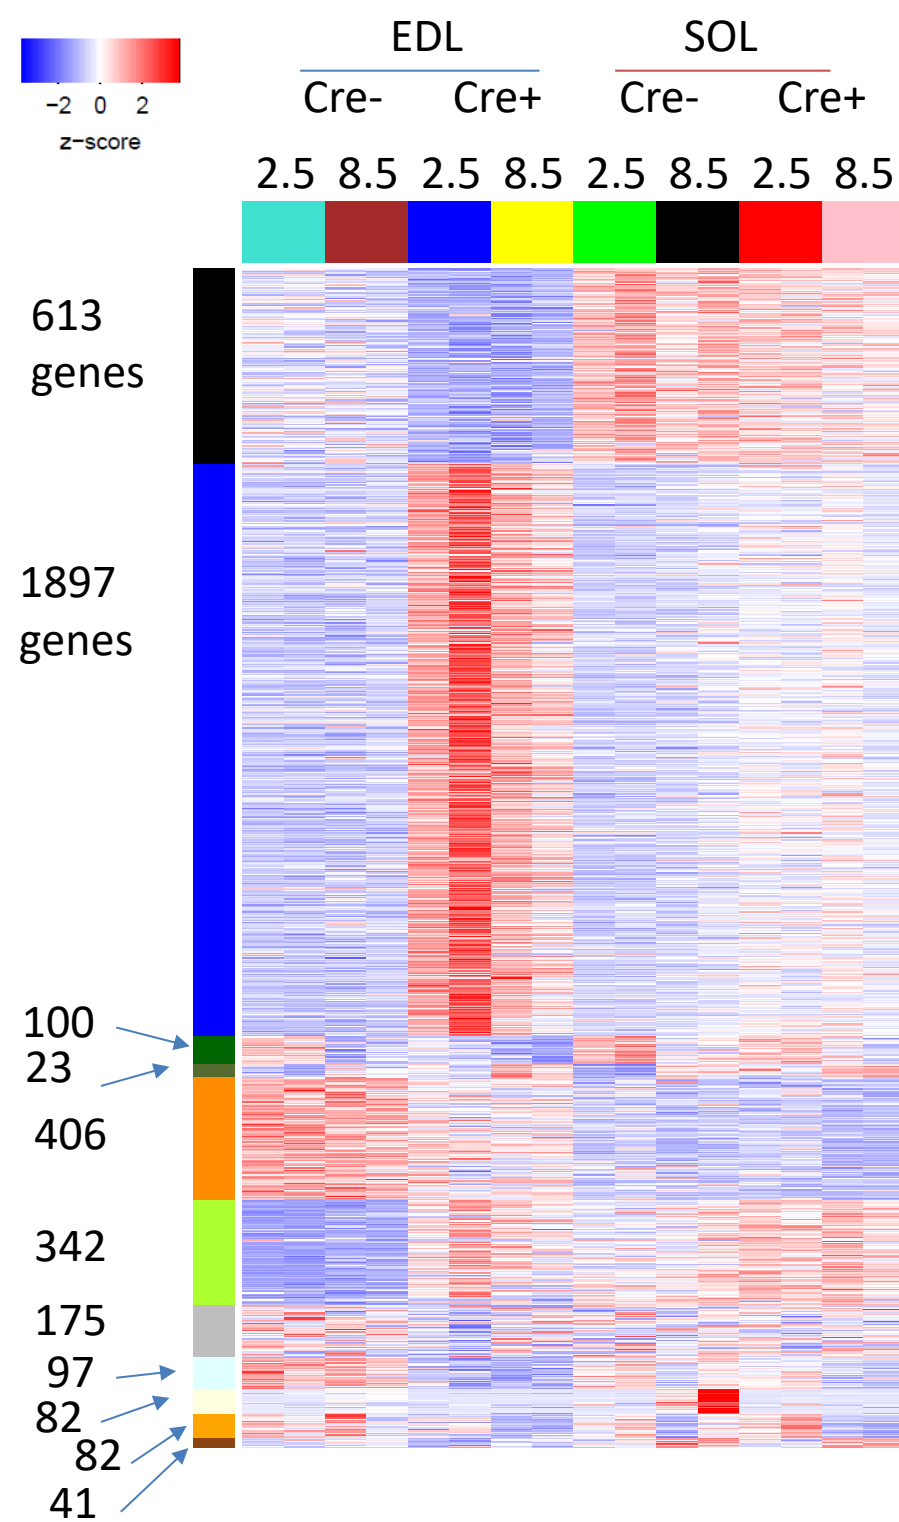

repression by OSKM

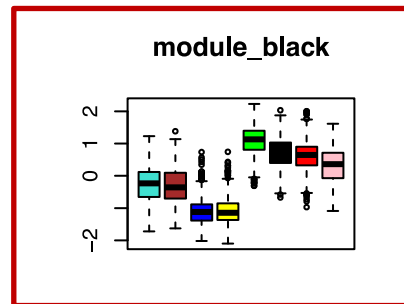activation by OSKM  
more effect in EDL  
main signal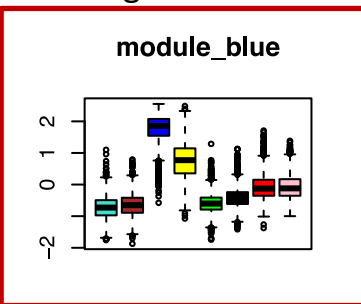minor effect on  
D3 in EDL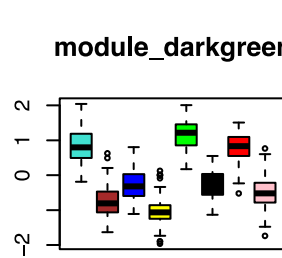activation by  
OSKM X time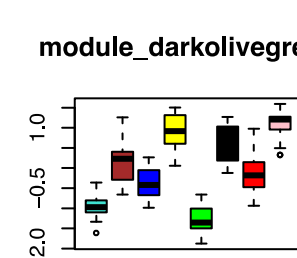repression by OSKM  
EDL specific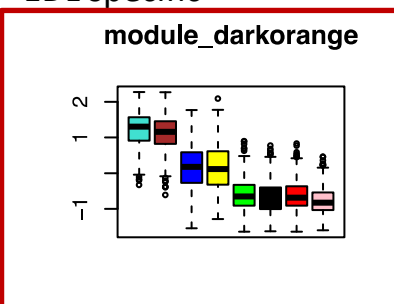activation by OSKM  
more effect in EDL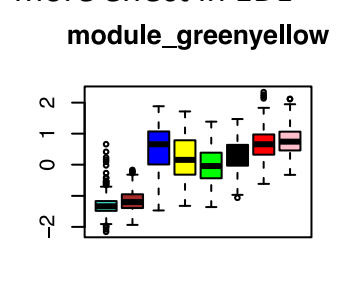

No big difference

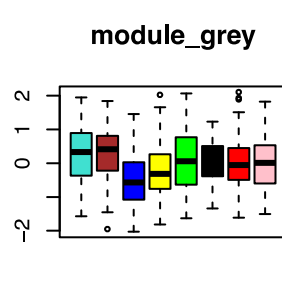repression by OSKM  
more effect in EDL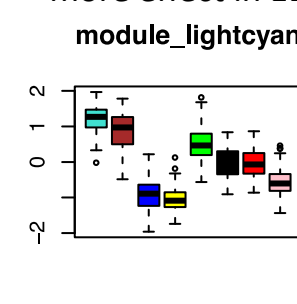

outlier

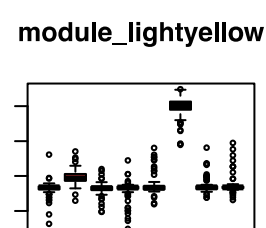

D9 specific repression

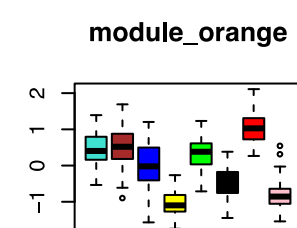

time specific pattern

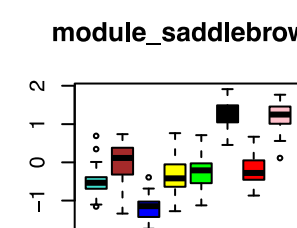

b

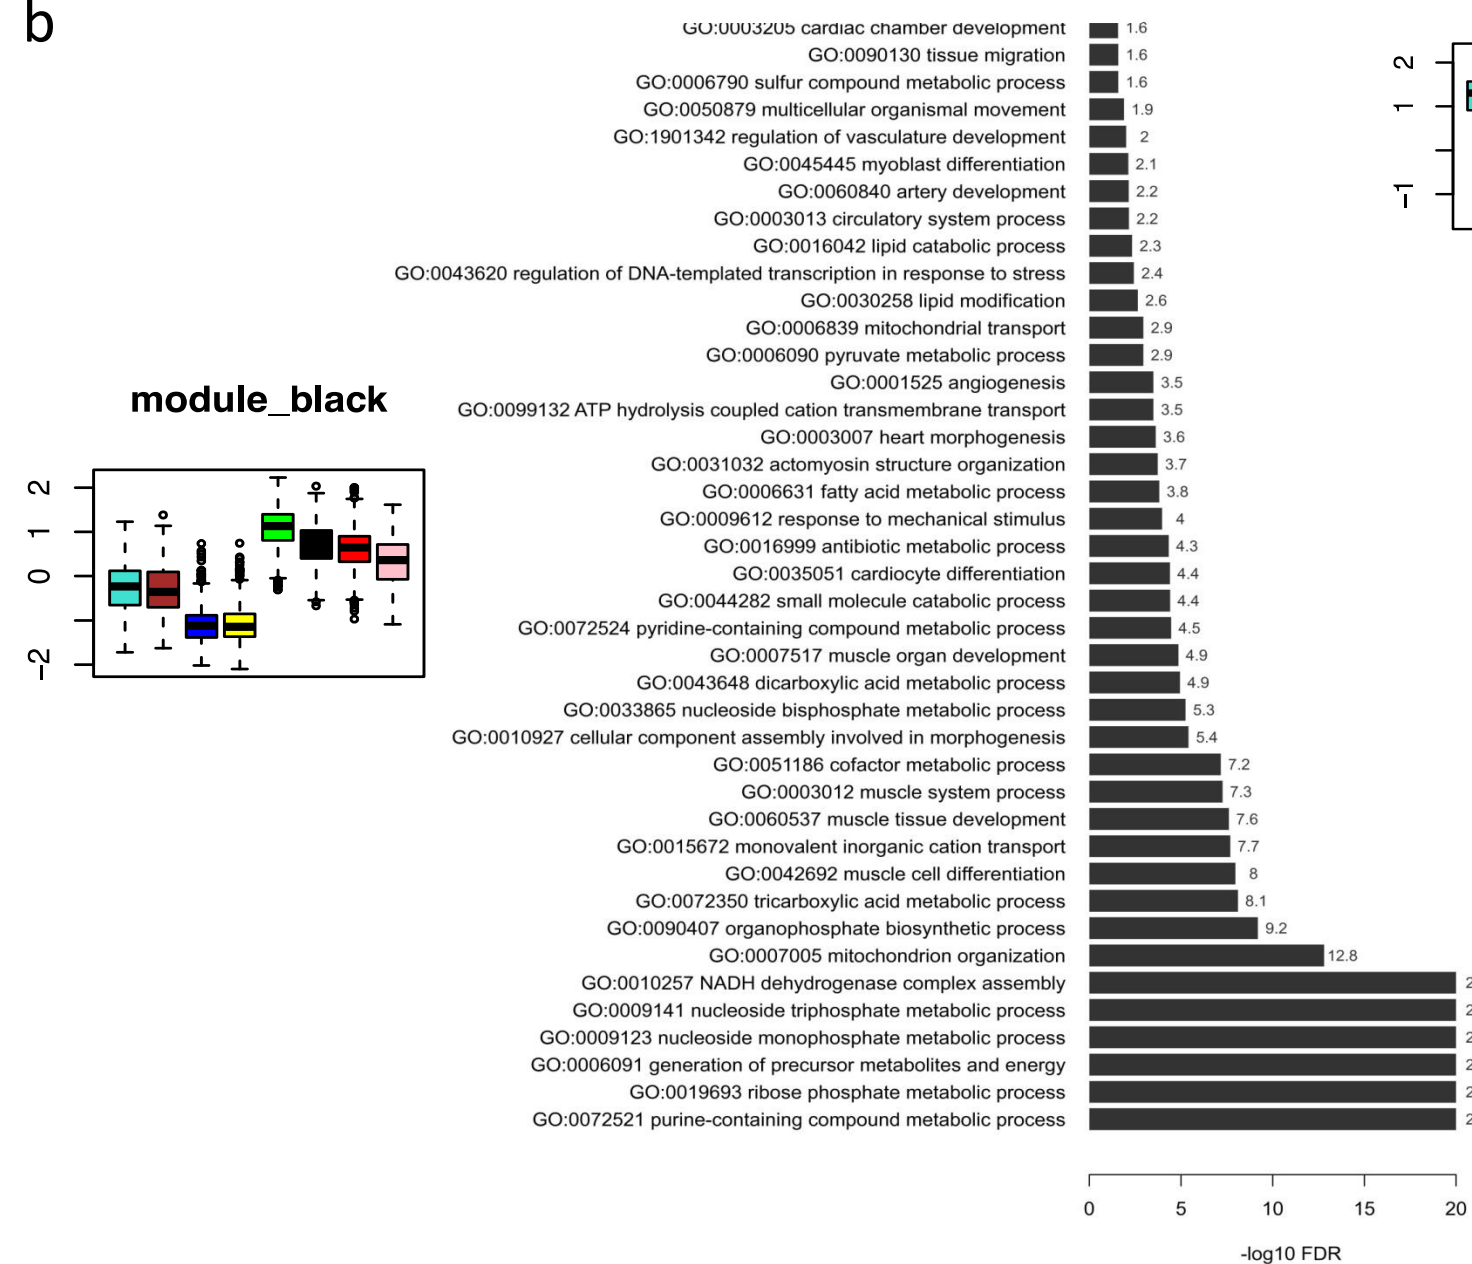

module\_dorange

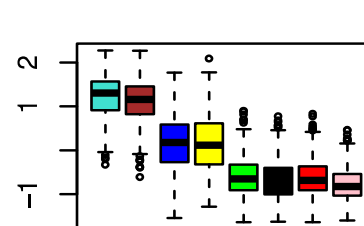

module\_blue

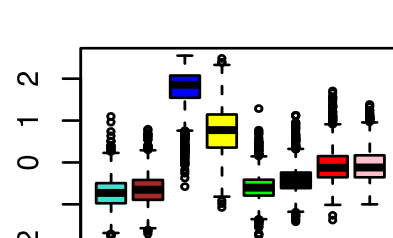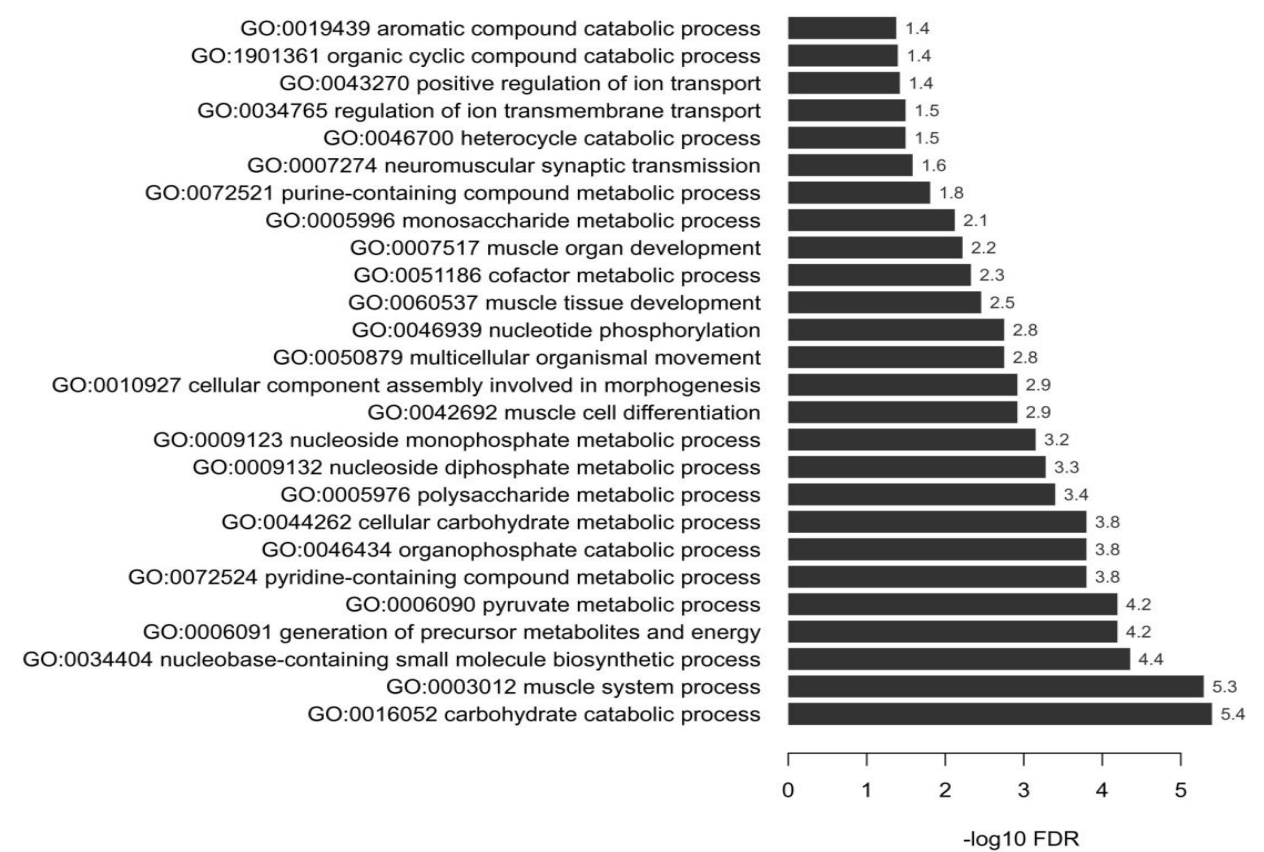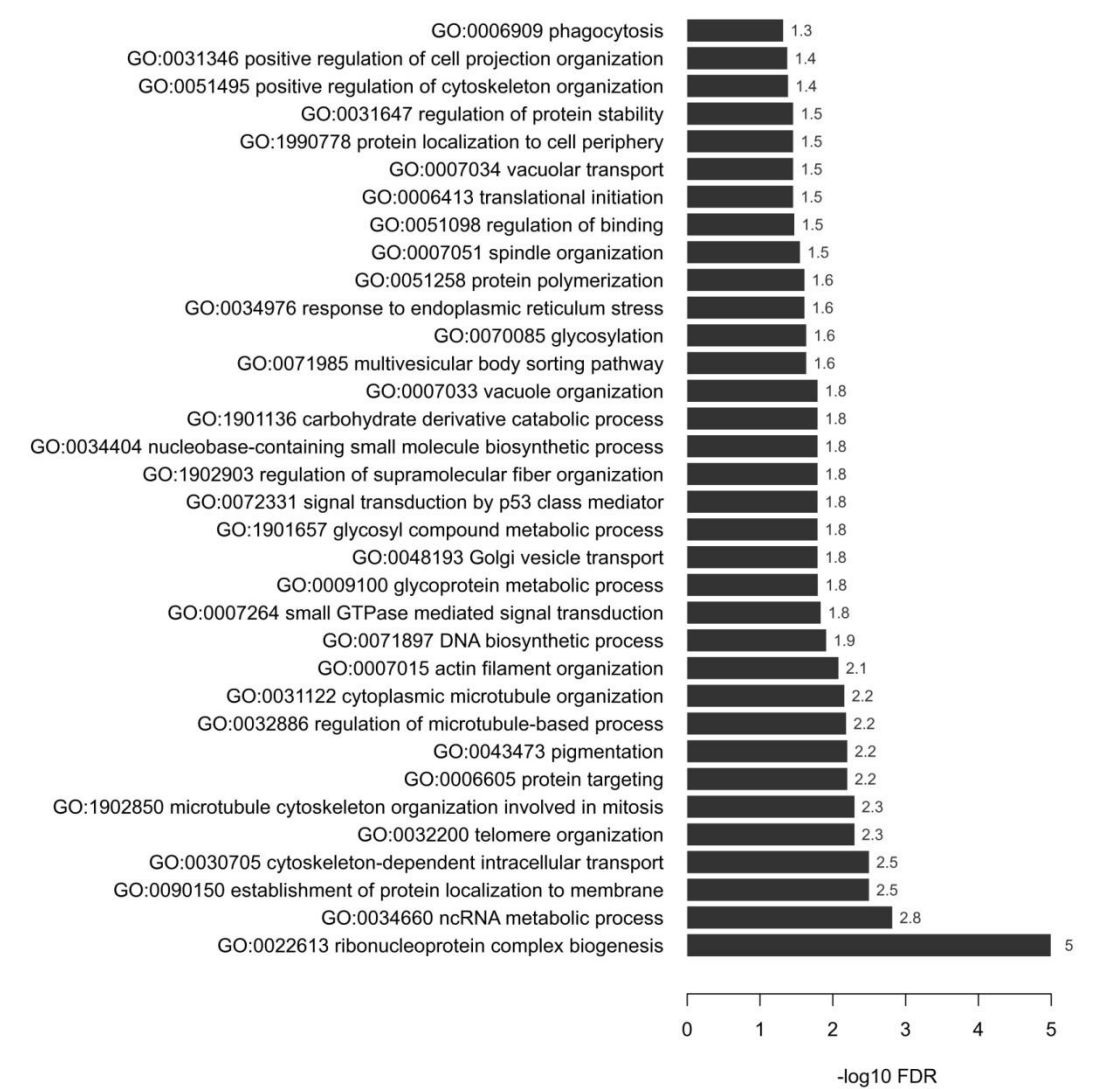

Supplementary Fig. 2: Pattern analysis of DE genes from both EDL and SOL muscles with myofiber-specific OSKM induction.

a, Heatmap of DE genes from both EDL and SOL muscles. n=2 independent biological samples. 11 modules identified from pattern analysis. The lower bounds, center, and upper bounds of box indicated 25th, 50th, and 75th percentile of the values. The whiskers extended the box to 1.5 fold of Interquartile Range or the minimum and maximum values. Dots outside of the whiskers indicated potential outliers. b, Enriched GO terms in biological process of the 3 modules outlined in graph a. n=2 independent biological samples.

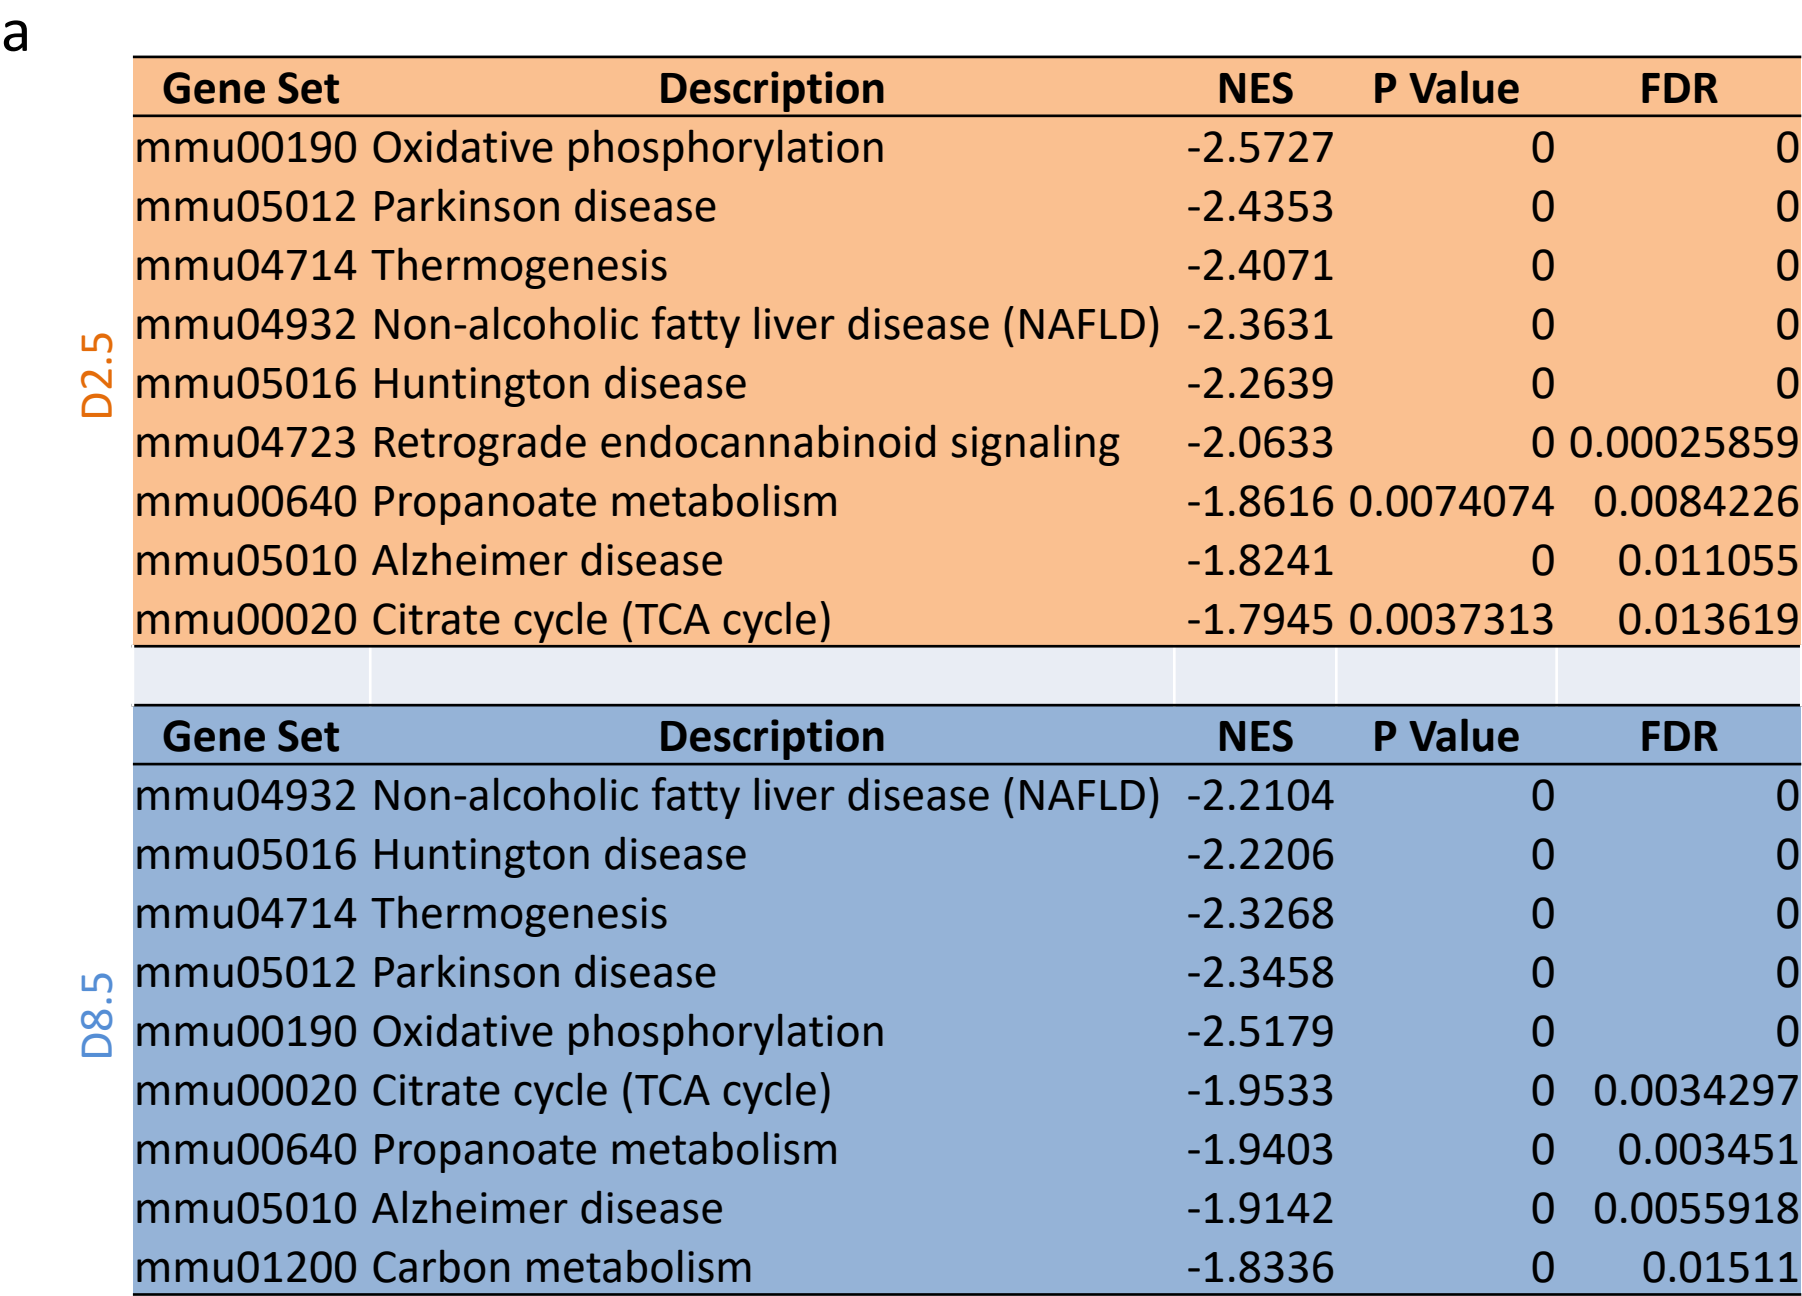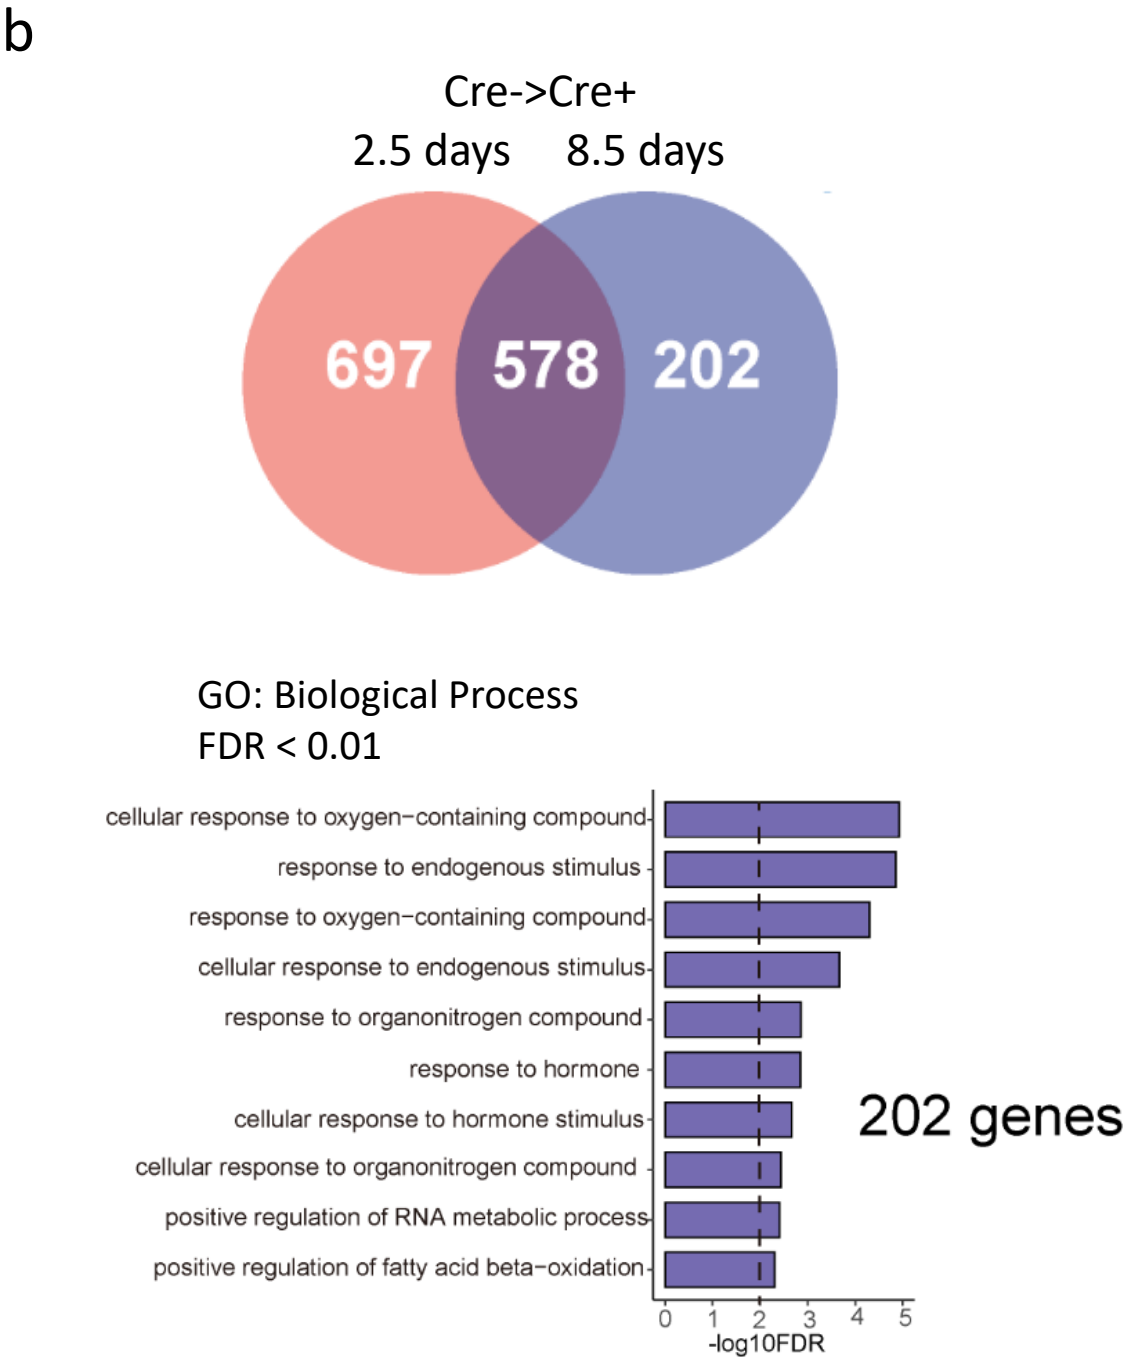

Supplementary Fig. 3: Annotations of DE genes from EDL muscles with myofiber-specific OSKM induction.  
a, Gene set enrichment analysis (GSEA) of the transcriptome of EDL muscles after 2.5- or 8.5-days Dox treatment. b, Enriched GO terms in biological process of genes specifically downregulated in EDL muscles after 8.5-days Dox treatment.

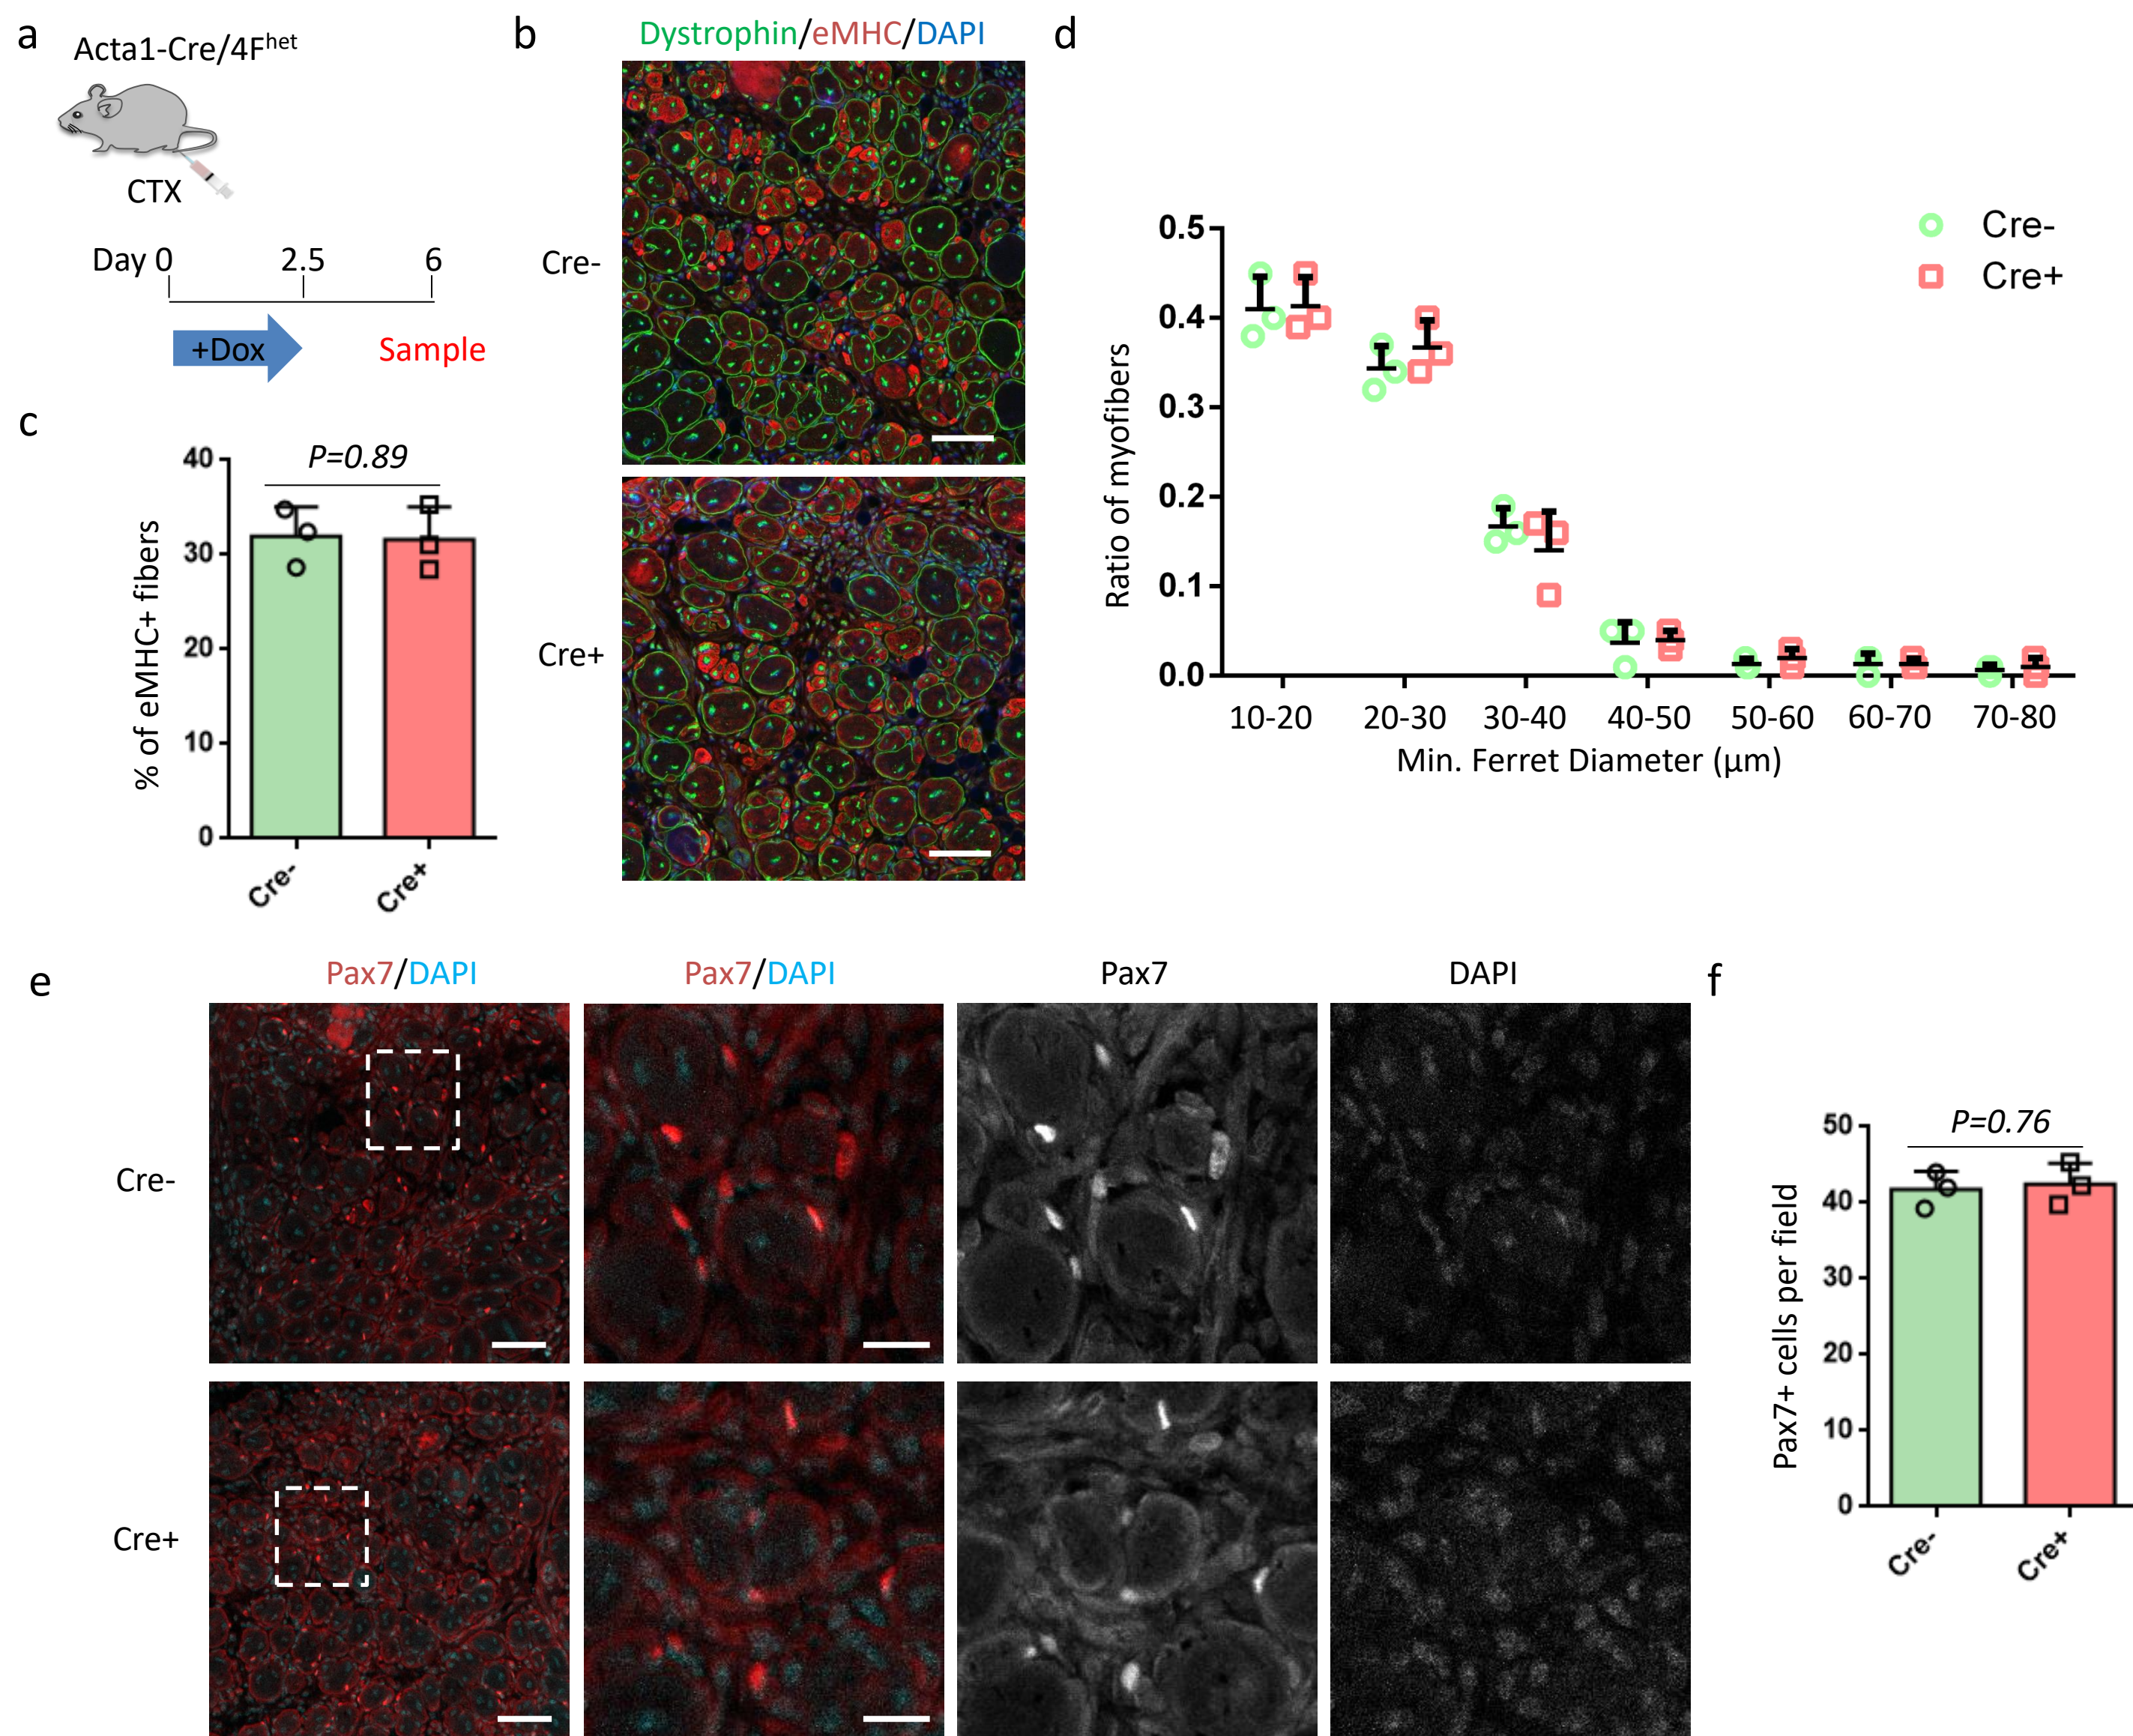

Supplementary Fig. 4: OSKM induction post-injury does not accelerate muscle regeneration.

a, Schematic representation of the experimental design. b, Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections. Scale bars= 50  $\mu\text{m}$ . c, Quantification of the percentage of immature myofibers that express eMHC. d, Myofiber size distributions in TA muscle sections. e, Immunostaining of Pax7 in TA muscle sections. Scale bars= 50  $\mu\text{m}$ . Representative regions are shown at higher magnification. Scale bars= 25  $\mu\text{m}$ . f, Quantification of Pax7<sup>+</sup> cells in TA muscle sections. Error bars represent mean+SD of 3 mice. A two-sided unpaired Student's t-test was performed.

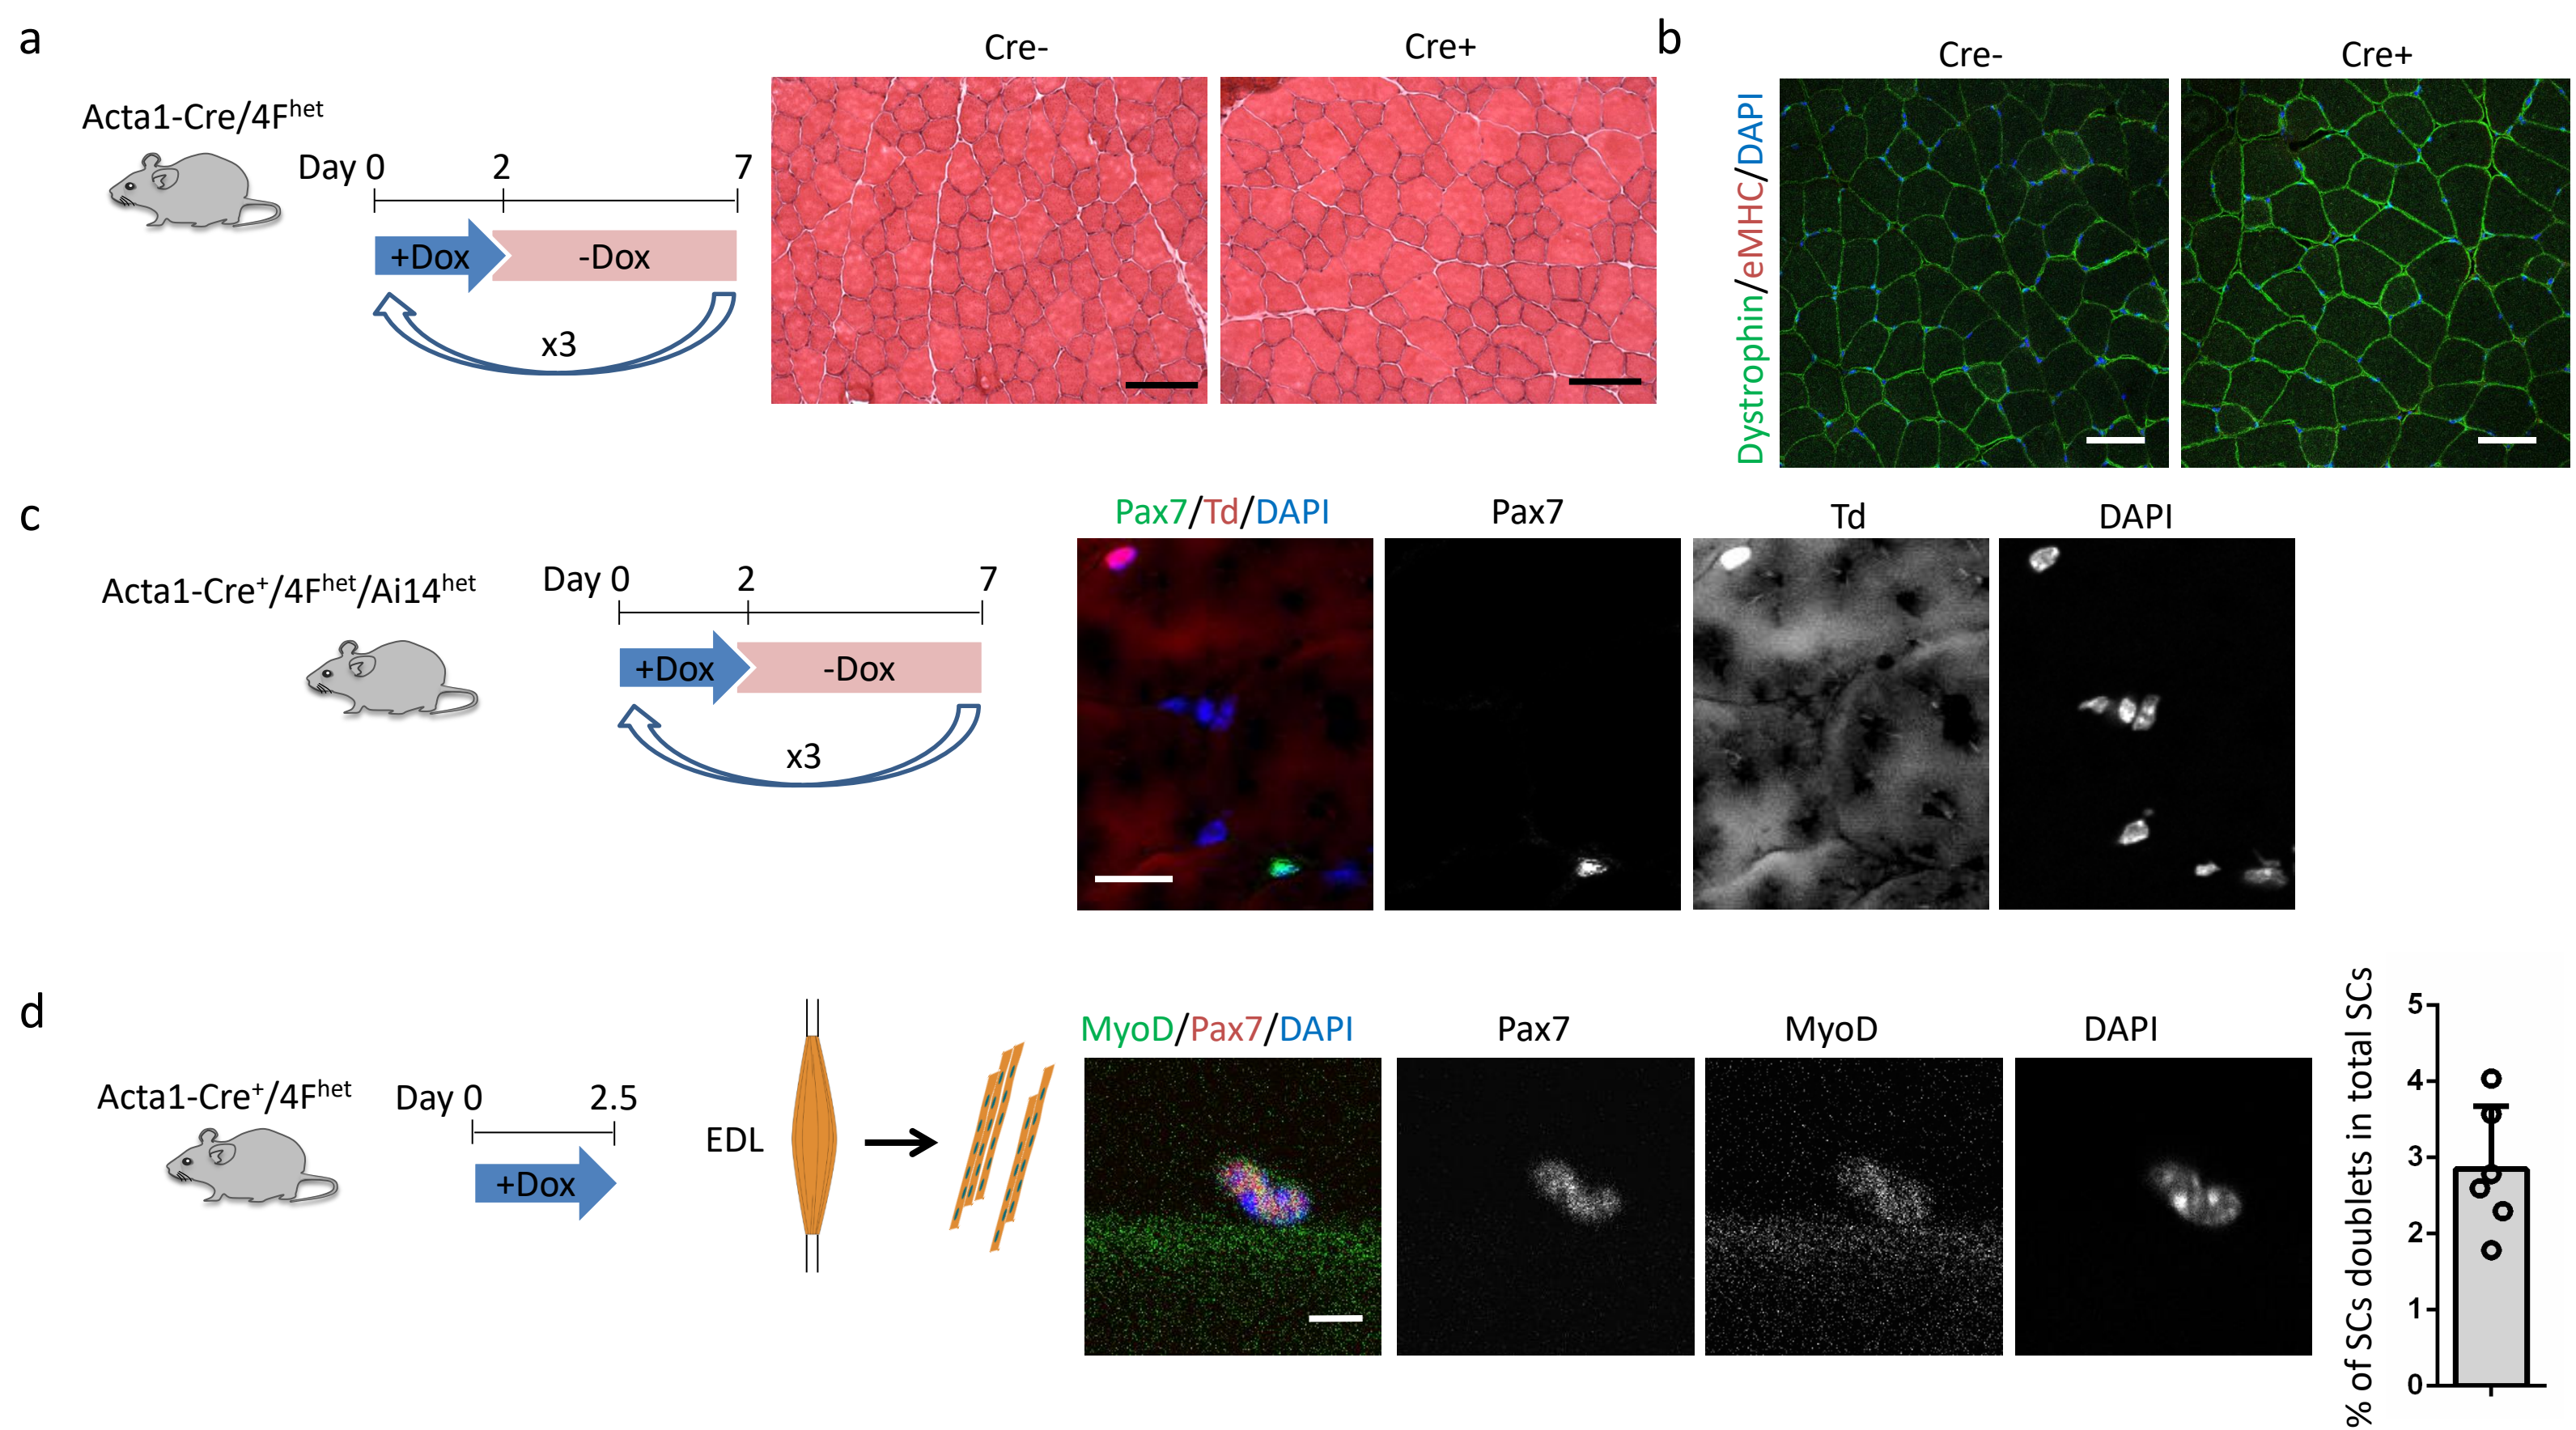

Supplementary Fig. 5: Cyclic OSKM induction in myofiber does not change the myofiber morphology but induces SCs doublets.

a, H&E staining of TA muscle sections after cyclic Dox treatment. Scale bars= 100  $\mu$ m. Similar results were repeated independently in 3 pairs of mice. In addition, similar results were repeated twice for each mouse. b, Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections. Scale bars= 50  $\mu$ m. Similar results were repeated independently in 3 pairs of mice. In addition, similar results were repeated twice for each mouse. c, Immunostaining of Pax7 in TA muscle sections of Acta1-Cre<sup>+</sup>/4F<sup>het</sup>/Ai14<sup>het</sup> mice. Scale bars= 25  $\mu$ m. Similar results were repeated independently in 3 pairs of mice. In addition, similar results were repeated twice for each mouse. d, SCs doublets identified in Cre<sup>+</sup> myofibers with Immunostaining of Pax7 and MyoD. Error bars represent mean+SD of 5 mice. Scale bars= 10  $\mu$ m.

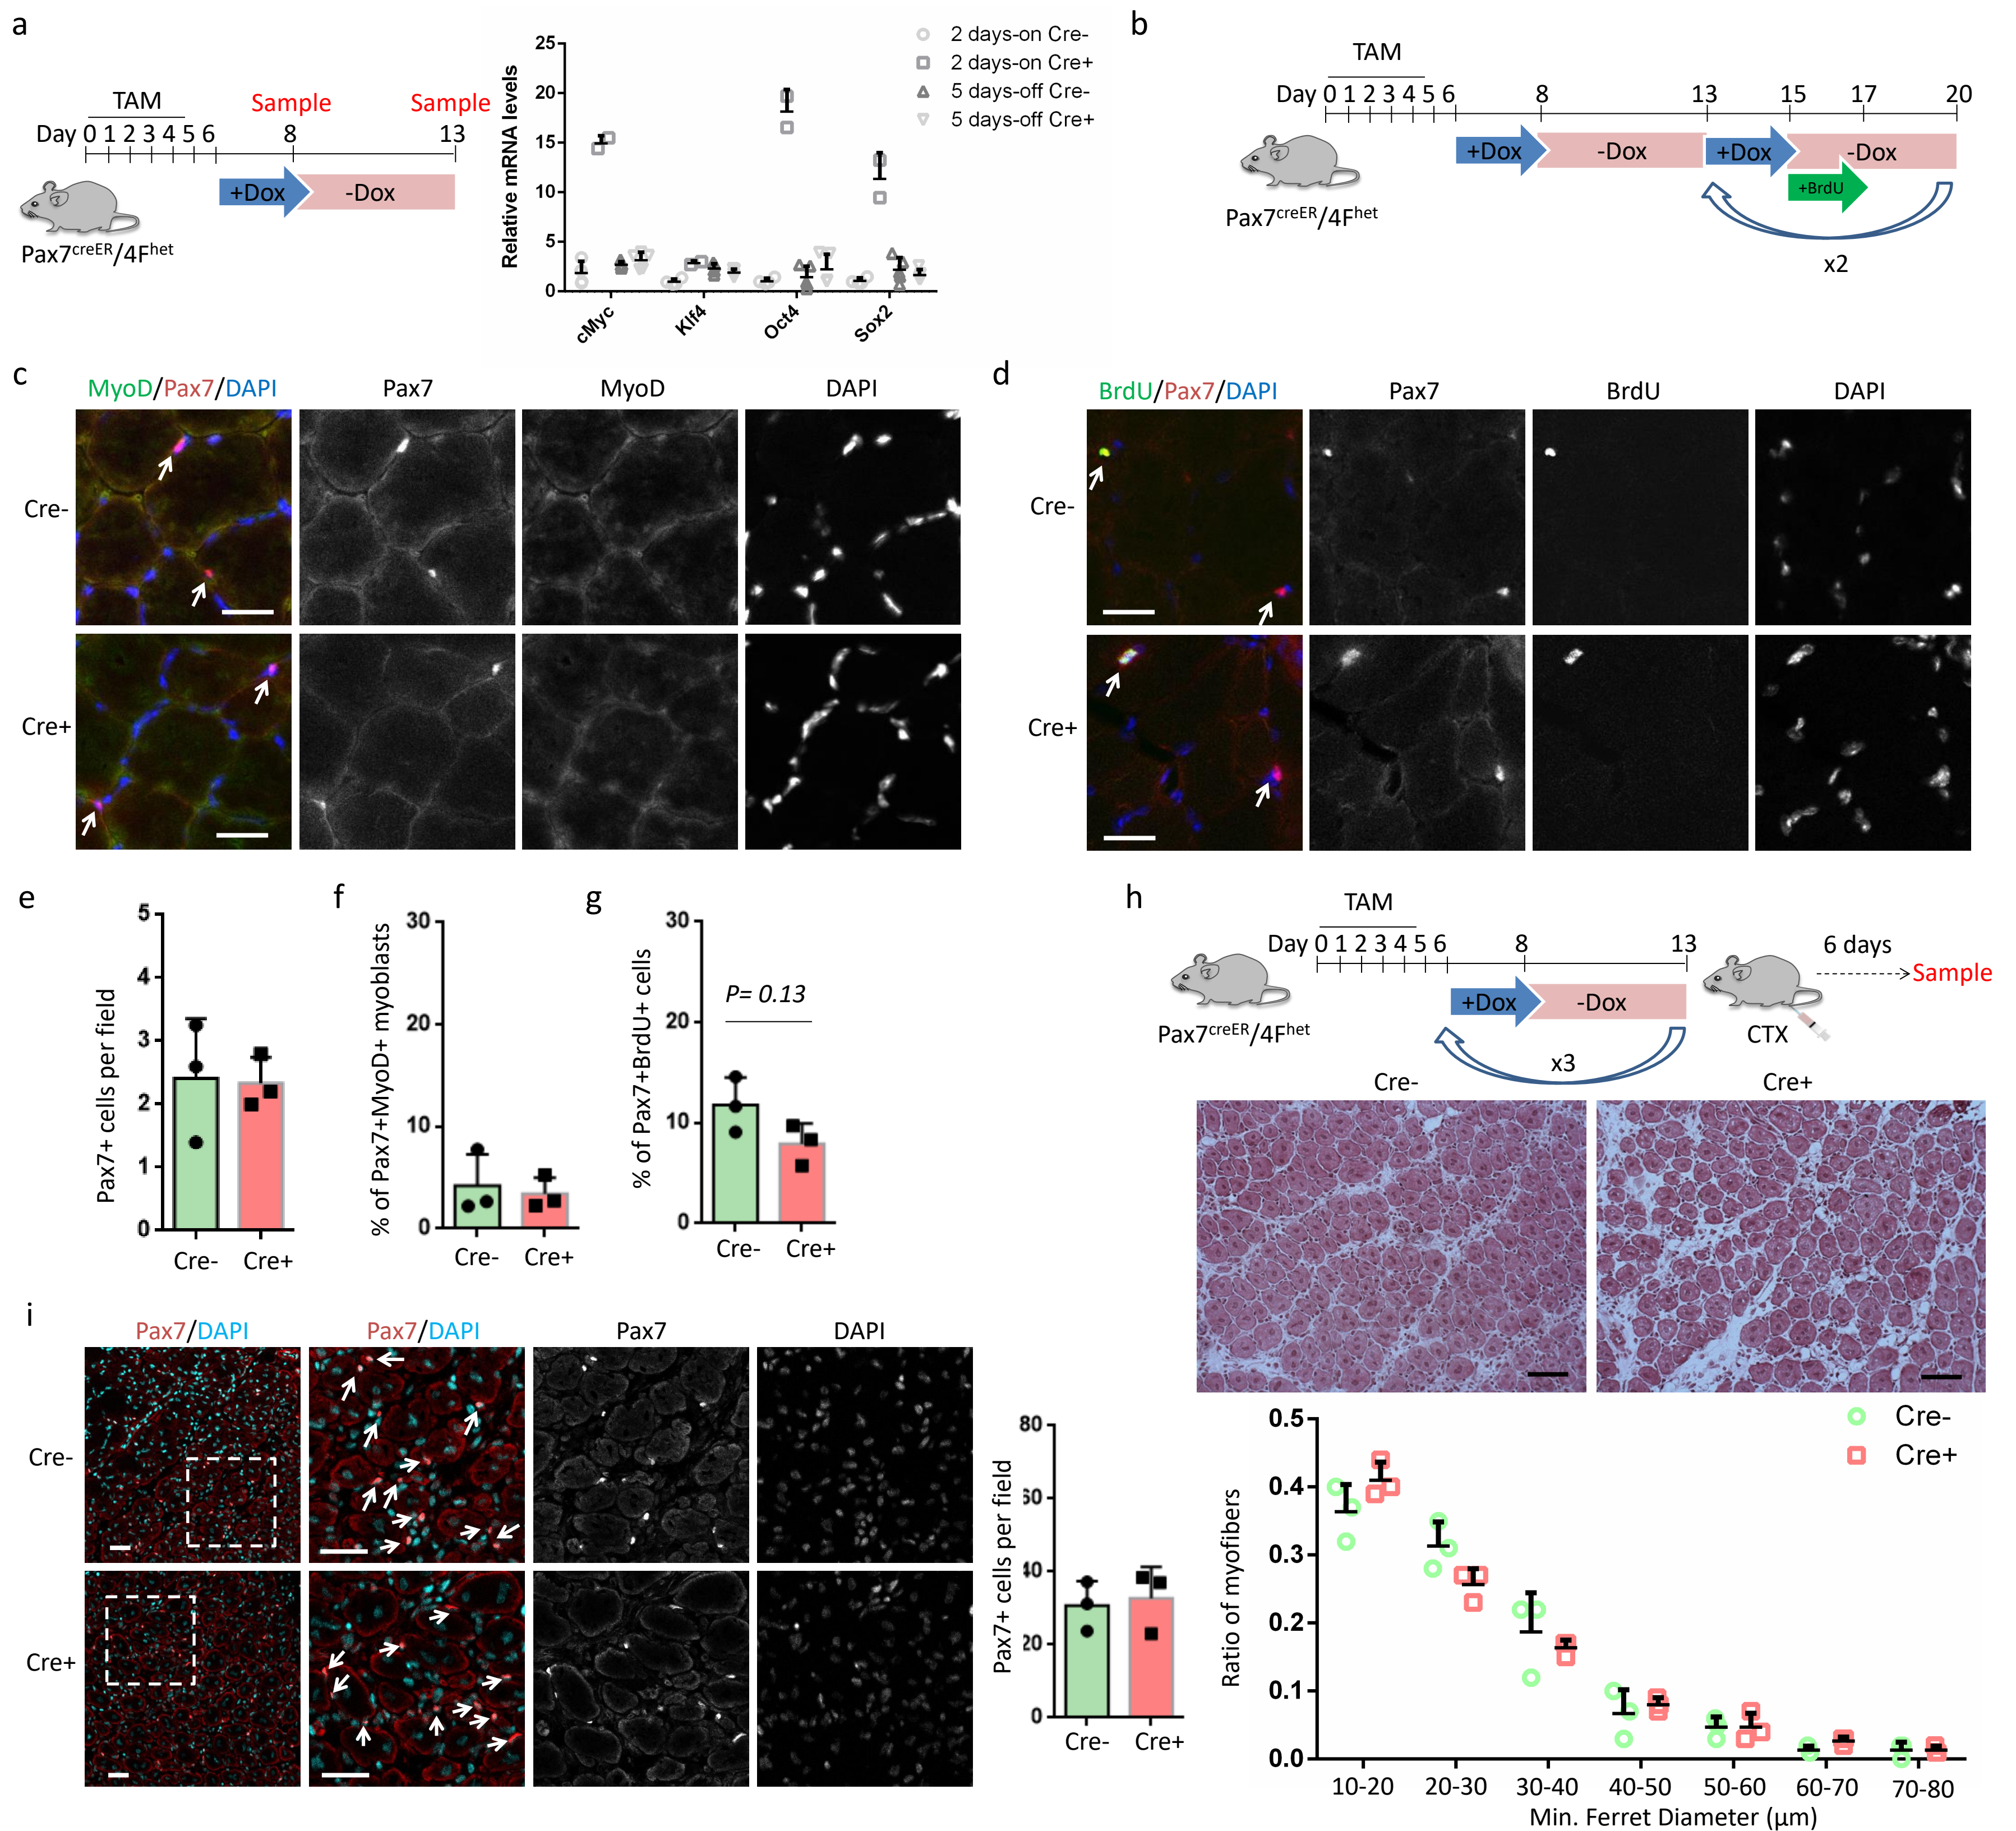

Supplementary Fig. 6: OSKM induction in SCs does not improve muscle regeneration.

a, Relative RNA levels of OSKM in Pax7<sup>creER/+</sup>/4F<sup>het</sup> (as Cre+ for simplify) and Pax7<sup>+/+</sup>/4F<sup>het</sup> (as Cre-) mice. b, Schematic representation of the experimental design. c, Immunostaining of Pax7 and BrdU in TA muscle sections. Scale bars= 25 μm. d, Immunostaining of Pax7 and MyoD in TA muscle sections. Pax7<sup>+</sup> cells are indicated by arrows. Scale bars= 25 μm. e, Quantification of Pax7<sup>+</sup> cells per field. f, Quantification of the percentage of Pax7<sup>+</sup> cells that express MyoD. g, Quantification of the percentage of Pax7<sup>+</sup> cells with BrdU signals. h, H&E staining of TA muscle sections and myofiber size distributions in TA muscle sections. Scale bars= 100 μm. i, Immunostaining and quantification of Pax7 in TA muscle sections. Representative regions are shown at higher magnification. Pax7<sup>+</sup> cells are indicated by arrows. Scale bars= 50 μm. Error bars represent mean+SD of 3 mice. A two-sided unpaired Student's t-test was performed.

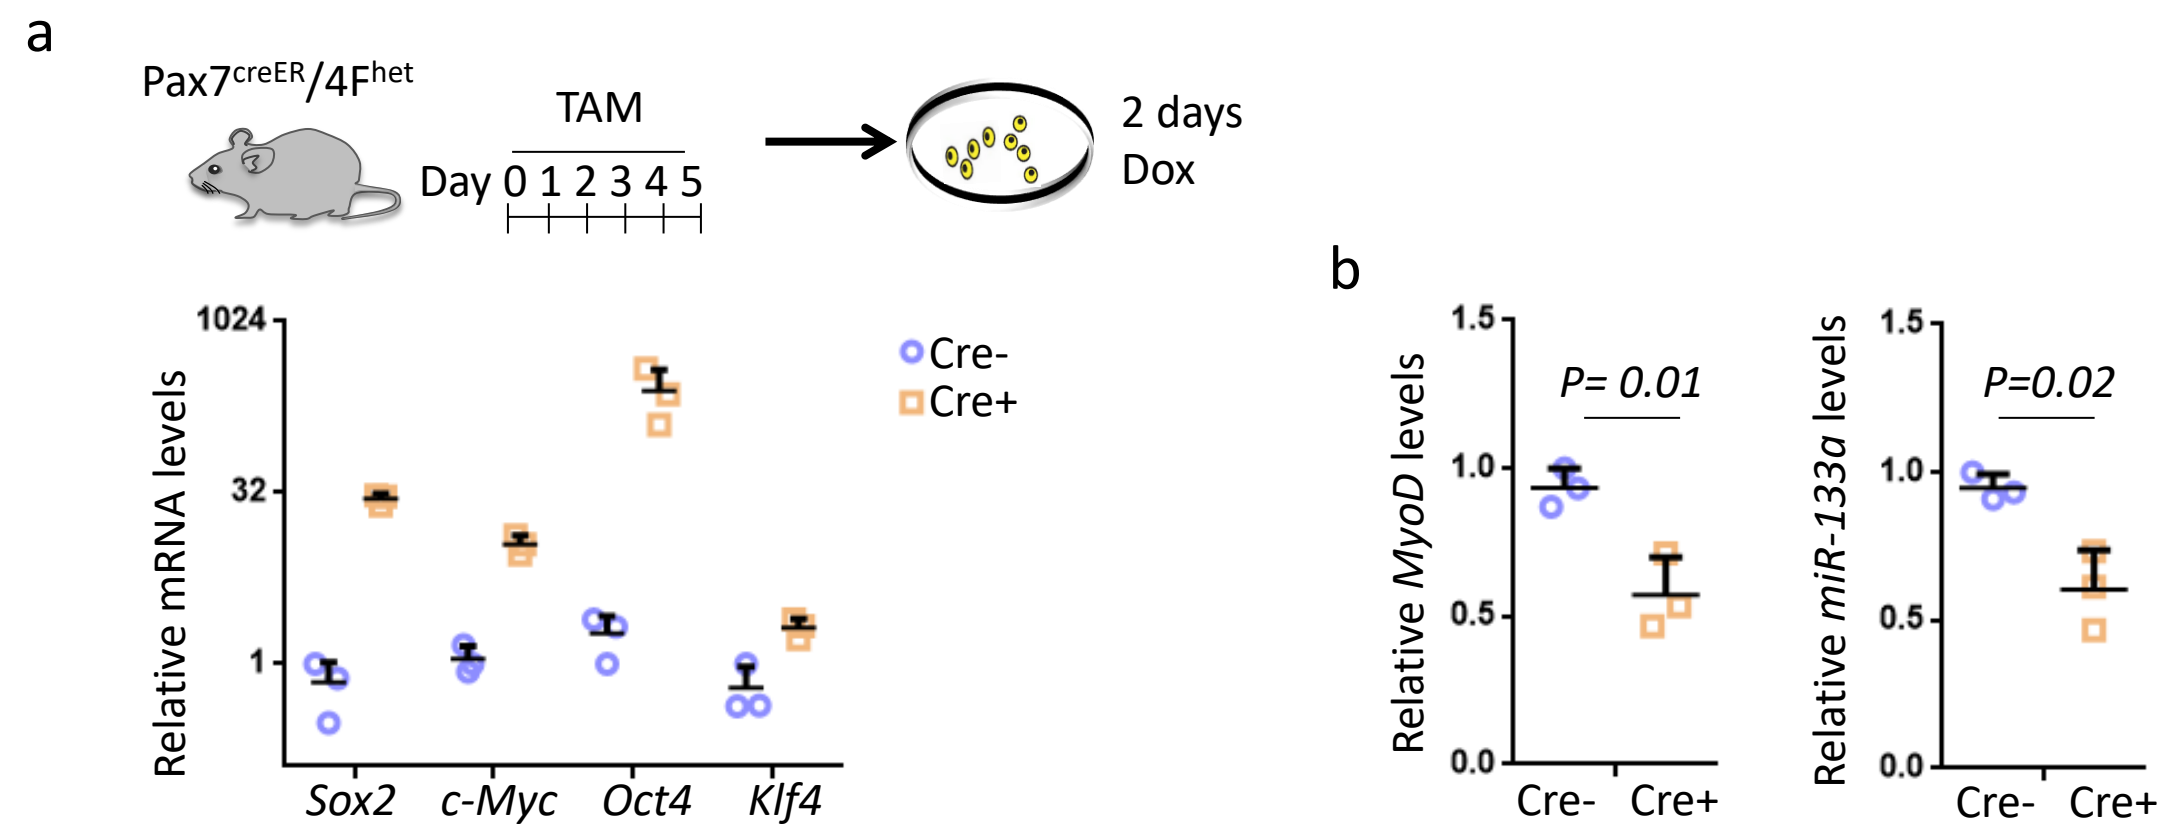

Supplementary Fig. 7: Gene expressions in primary myoblasts

a, Relative RNA levels of OSKM in primary myoblasts isolated from Pax7<sup>creER</sup>/+/4F<sup>het</sup> and Pax7<sup>+/+</sup>/4F<sup>het</sup> mice. b, Relative level of *MyoD* and *miR-133a* in primary myoblasts isolated from Pax7<sup>creER</sup>/4F<sup>het</sup> mice. Error bars represent mean+SD of 3 biological replicates. A two-sided unpaired Student's t-test was performed.

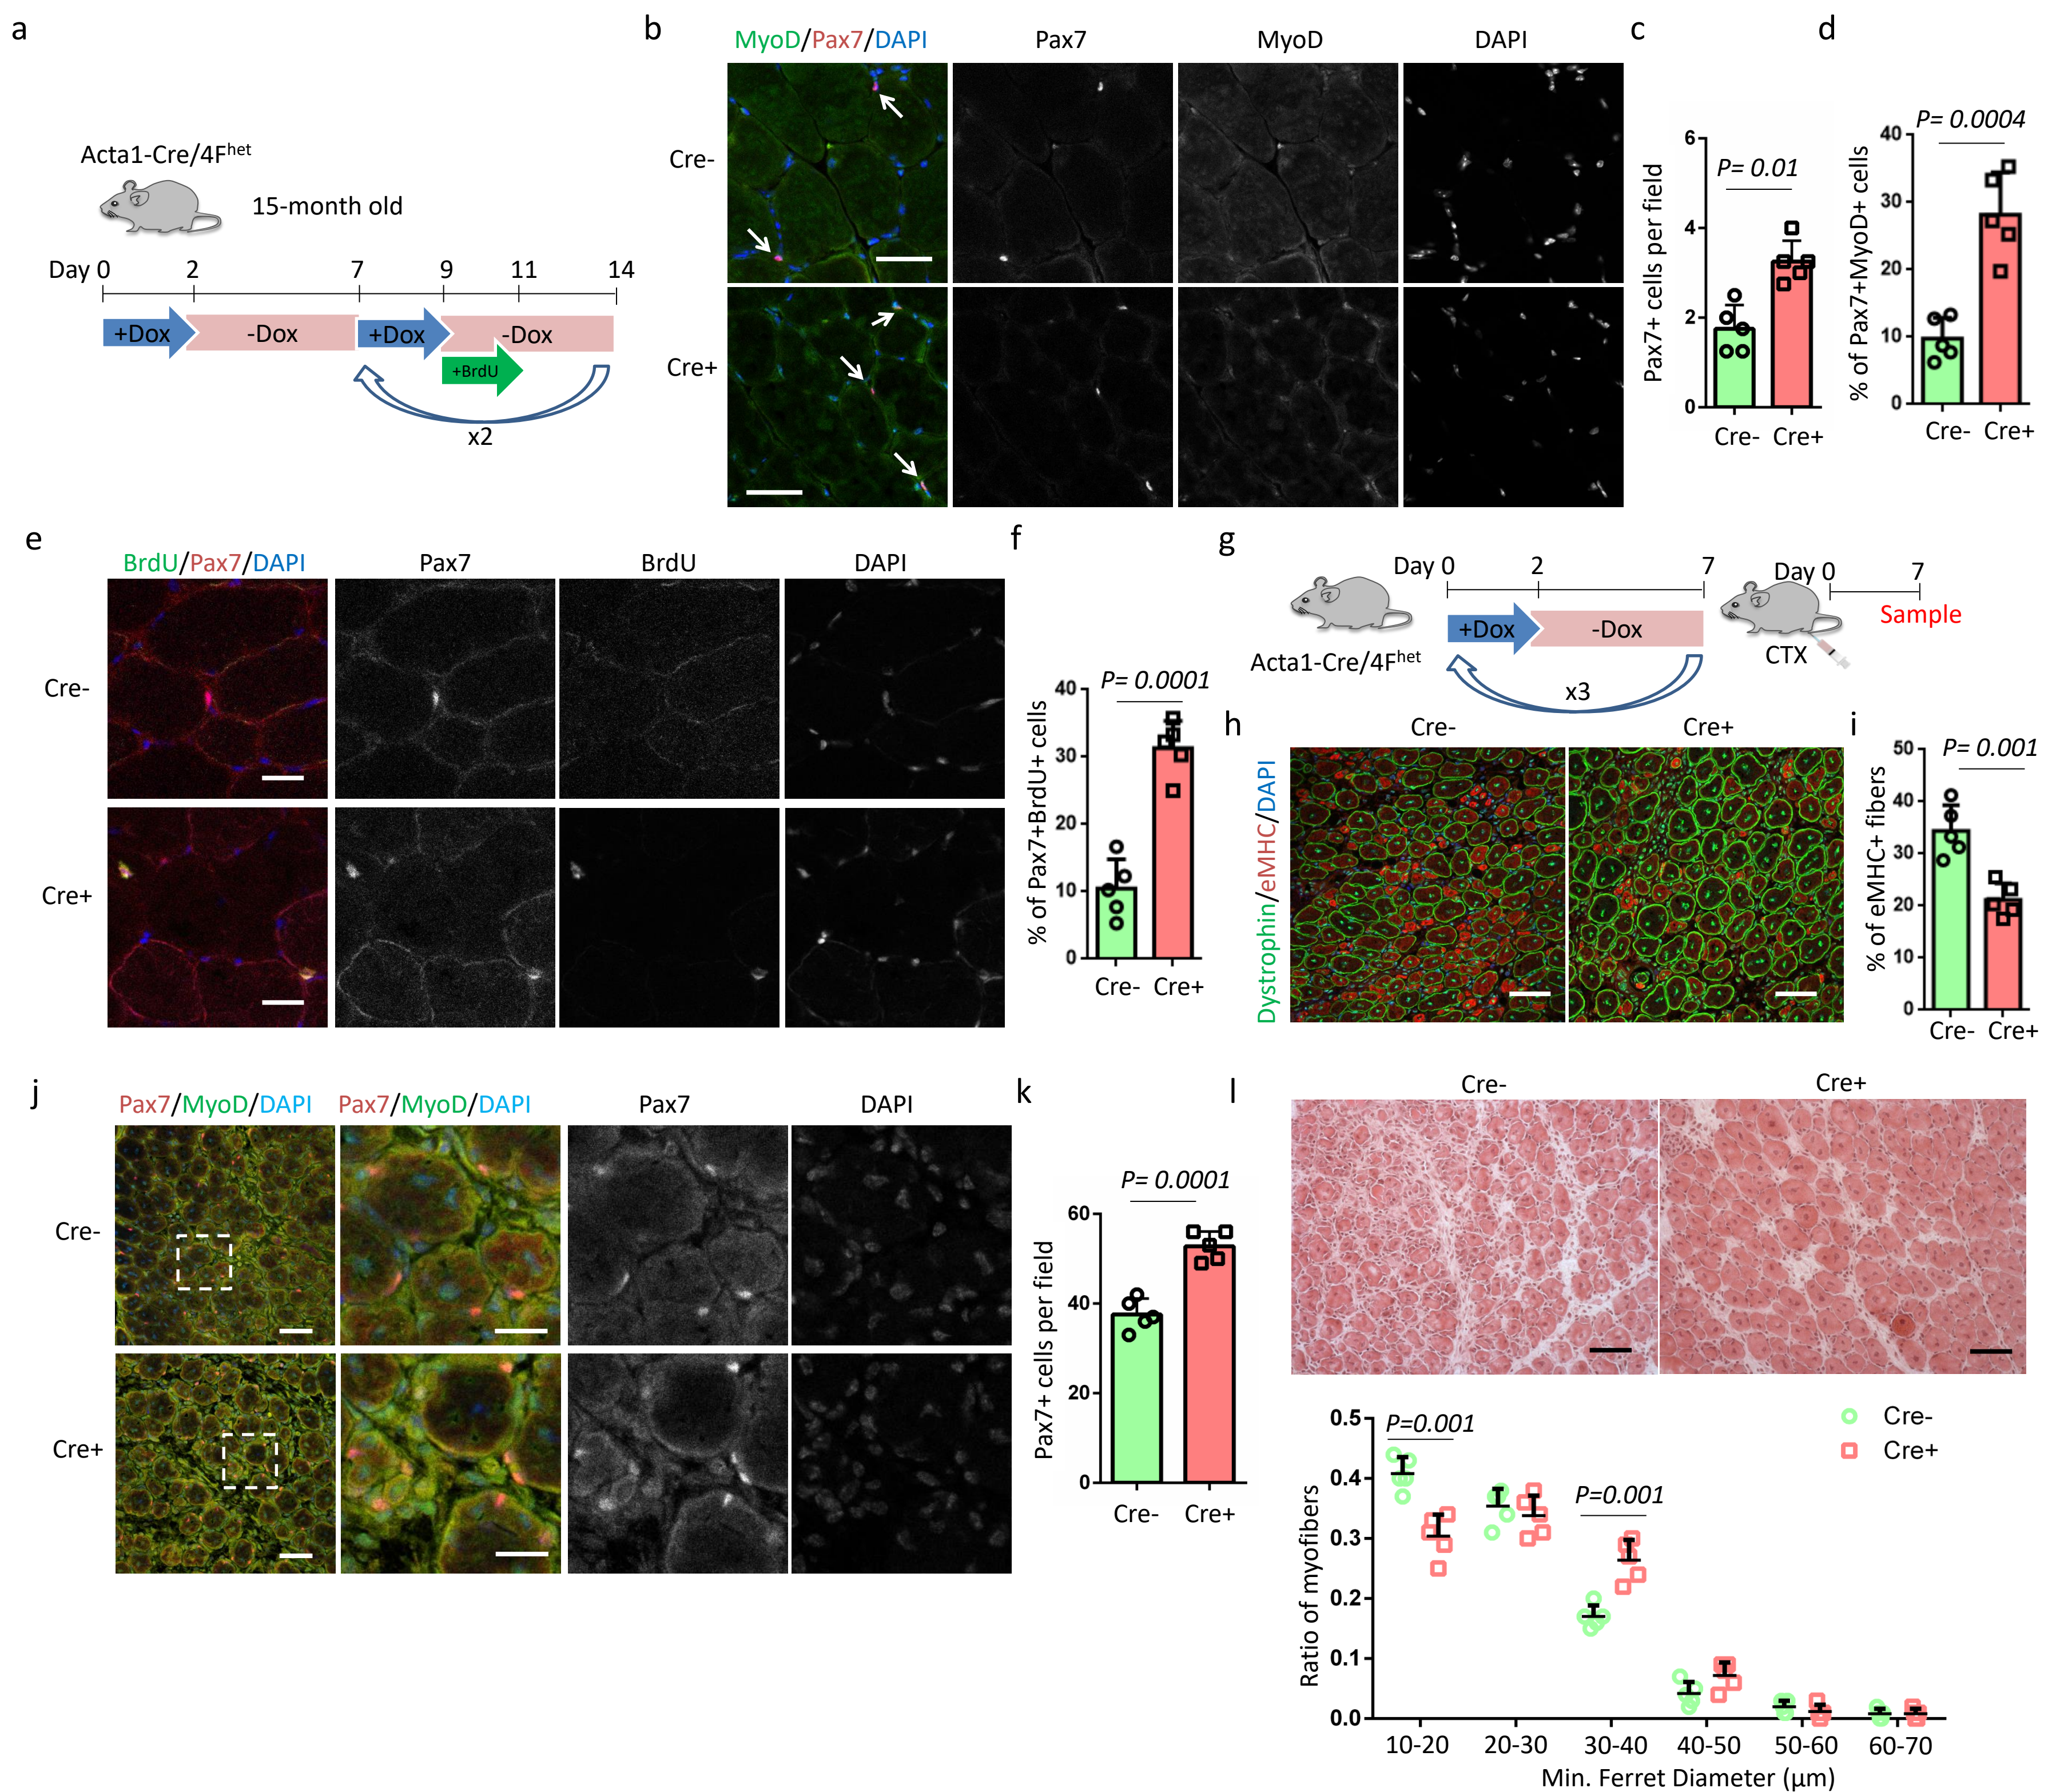

Supplementary Fig. 8: Myofiber-specific OSKM induction accelerates muscle regeneration in aging mice.

a, Schematic representation of the experimental design. b-d, Immunostaining of Pax7 and MyoD and quantification of Pax7<sup>+</sup> cells per field and the percentage of Pax7<sup>+</sup>MyoD<sup>+</sup> cells in TA muscle sections. Pax7<sup>+</sup> cells are indicated by arrows. Scale bars= 50 μm. e and f, Immunostaining of Pax7 and BrdU and the quantification of the percentage of Pax7<sup>+</sup>BrdU<sup>+</sup> cells in TA muscle sections. Scale bars= 10 μm. g, Schematic representation of the experimental design. h and i, Immunostaining of embryonic myosin heavy chain (eMHC) and Dystrophin in TA muscle sections, and the quantification of the percentage of immature myofibers that express eMHC. Scale bars= 50 μm. j and k, Immunostaining of Pax7 and MyoD, and quantification of Pax7<sup>+</sup> cells in TA muscle sections. Scale bars= 25 μm. Arrows indicate Pax7<sup>+</sup> cells. l, H&E staining of TA muscle sections and myofiber size distributions in TA muscle sections. Scale bars= 100 μm. Error bars represent mean+SD of 5 mice. A two-sided unpaired Student's t-test was performed.

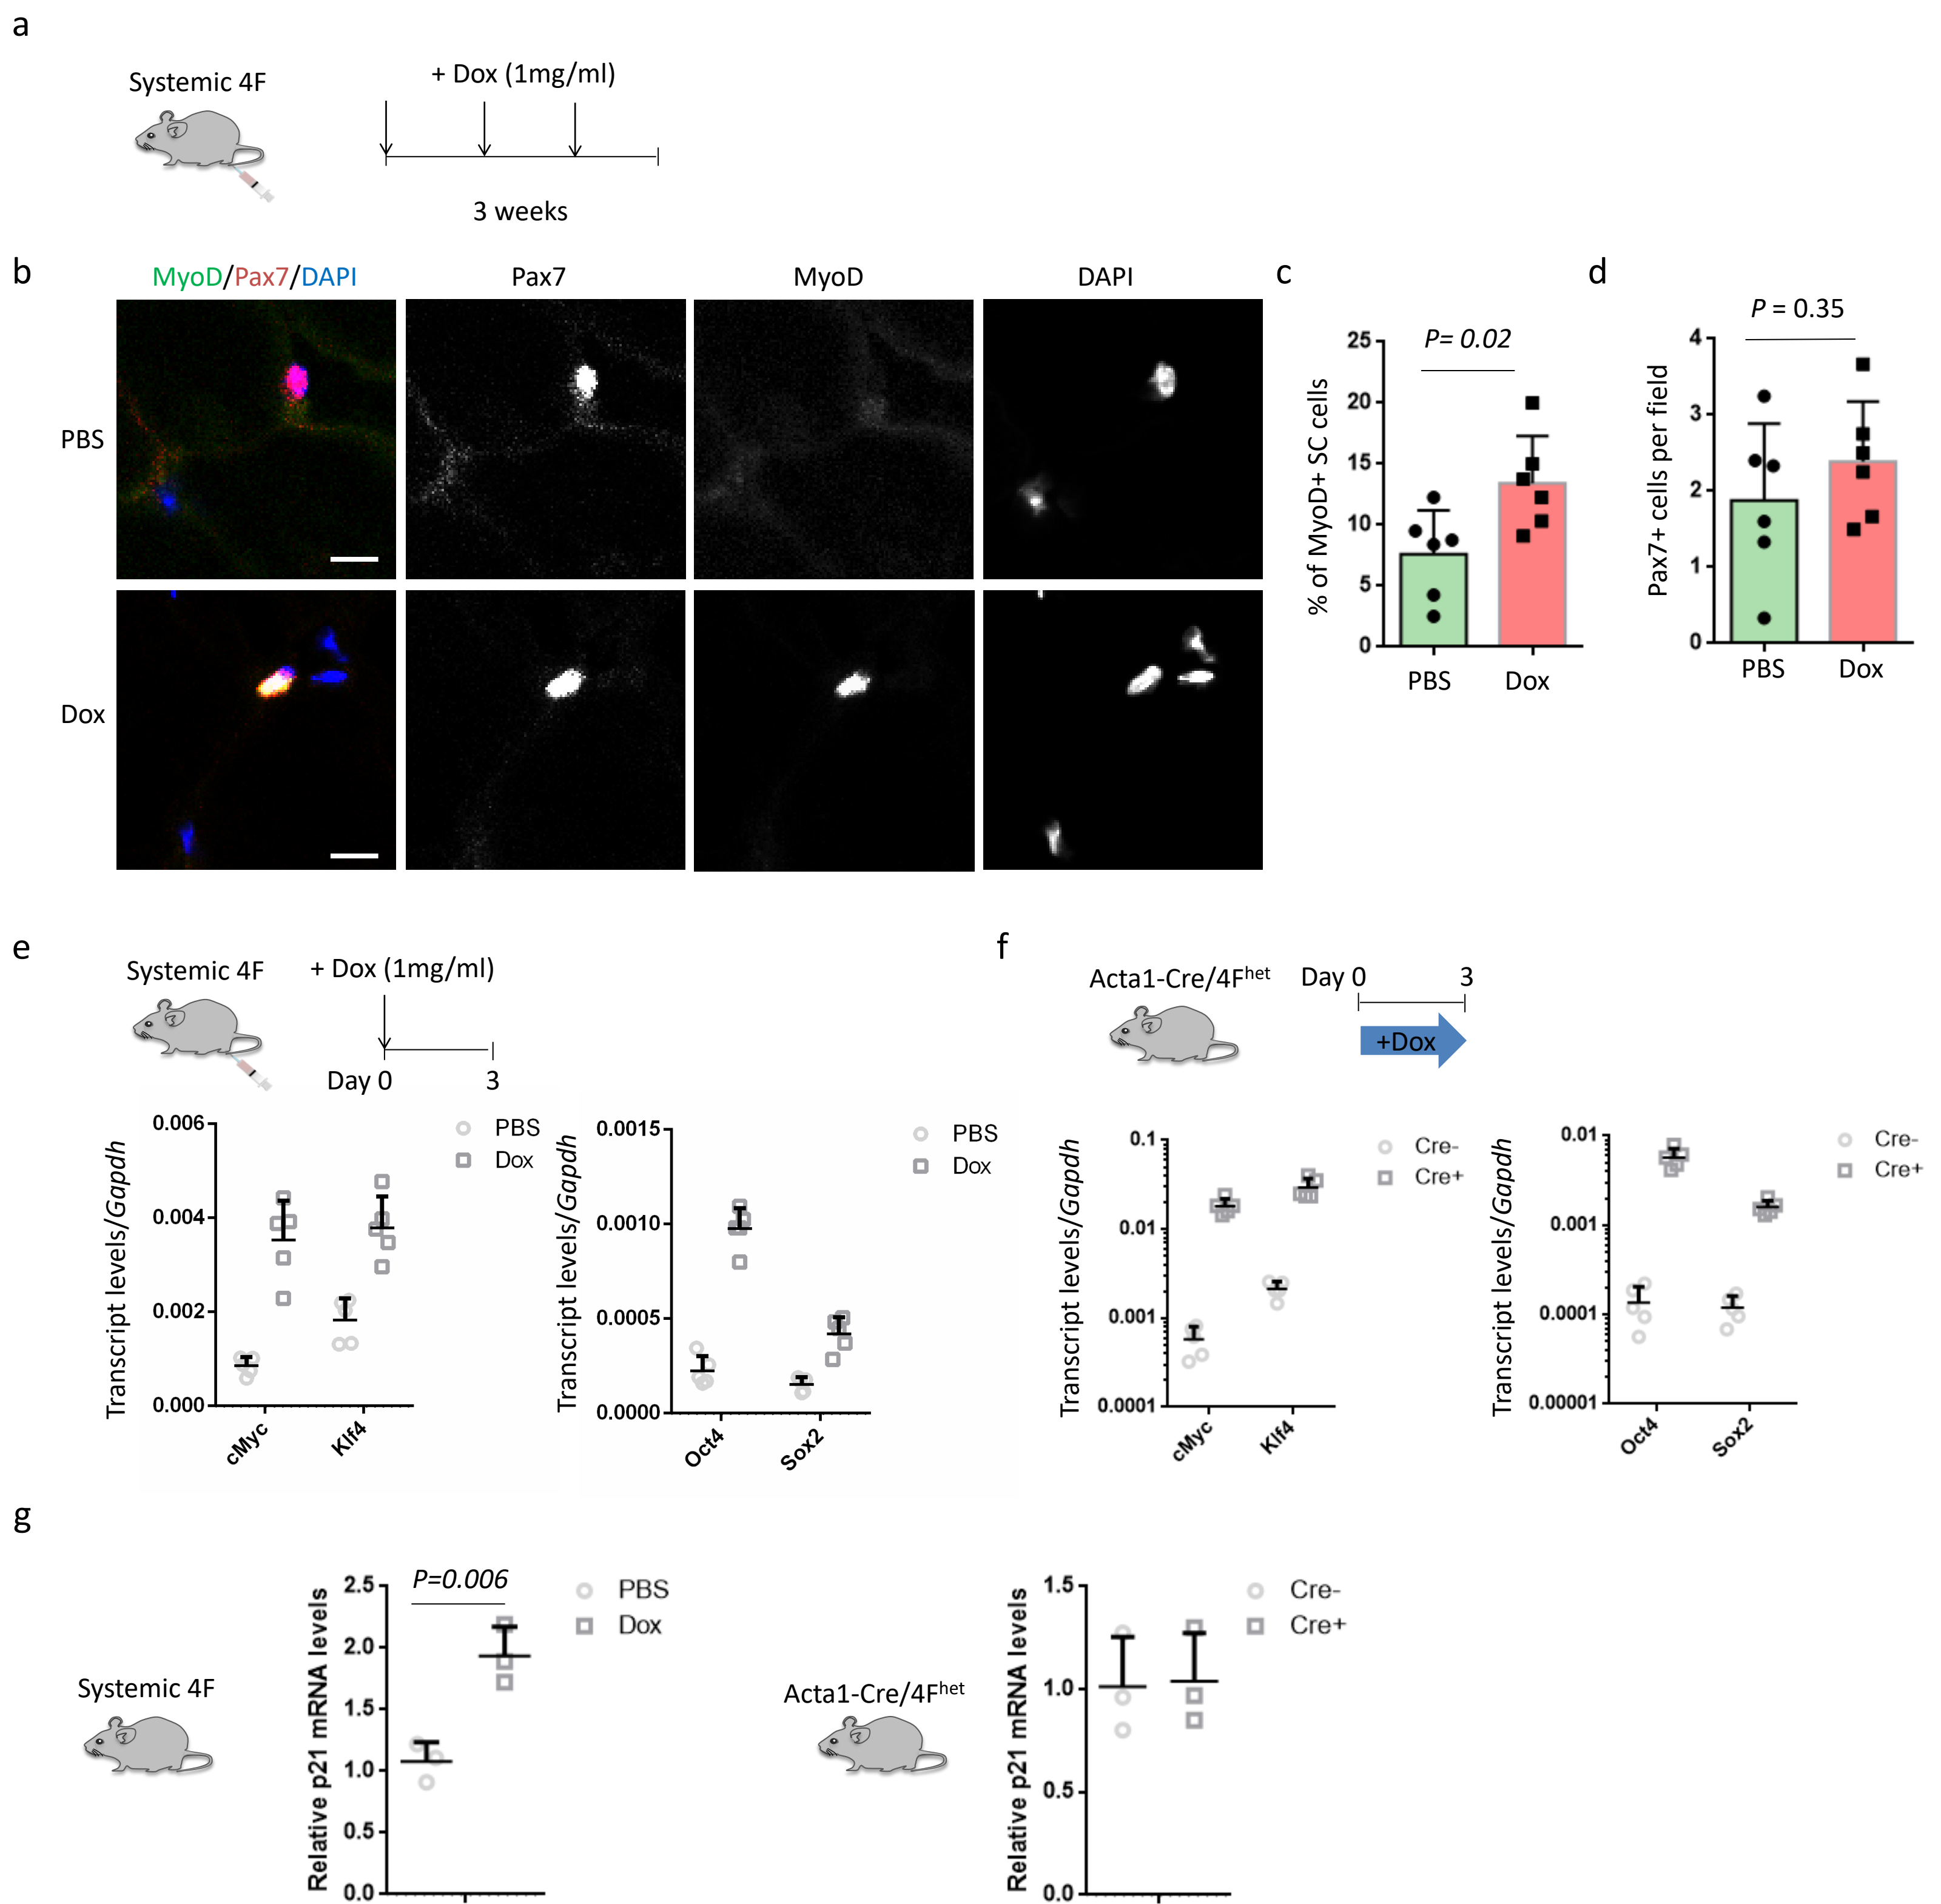

Supplementary Fig. 9: The number and state of SCs in TA muscles of Systemic 4F mice.

a, Schematic representation of the experimental design. b-d, Immunostaining of Pax7 and MyoD and quantification of Pax7<sup>+</sup> cells per field and the percentage of Pax7<sup>+</sup>MyoD<sup>+</sup> cells in TA muscle sections. Scale bars= 10  $\mu$ m. Error bars represent mean+SD of 6 mice. e, The levels of OSKM in TA muscles of systemic 4F mice after local Dox or PBS injection. Error bars represent mean+SD of 5 mice. f, The levels of OSKM in TA muscles of Acta1-Cre<sup>+</sup>/4F<sup>het</sup> mice. Error bars represent mean+SD of 5 mice. For e and f, we used the same Gapdh primer in our previous publication<sup>8</sup>. g, The levels of *p21* in SCs of systemic 4F mice and Acta1-Cre<sup>+</sup>/4F<sup>het</sup> mice. Error bars represent mean+SD of 3 mice. A two-sided unpaired Student's t-test was performed.

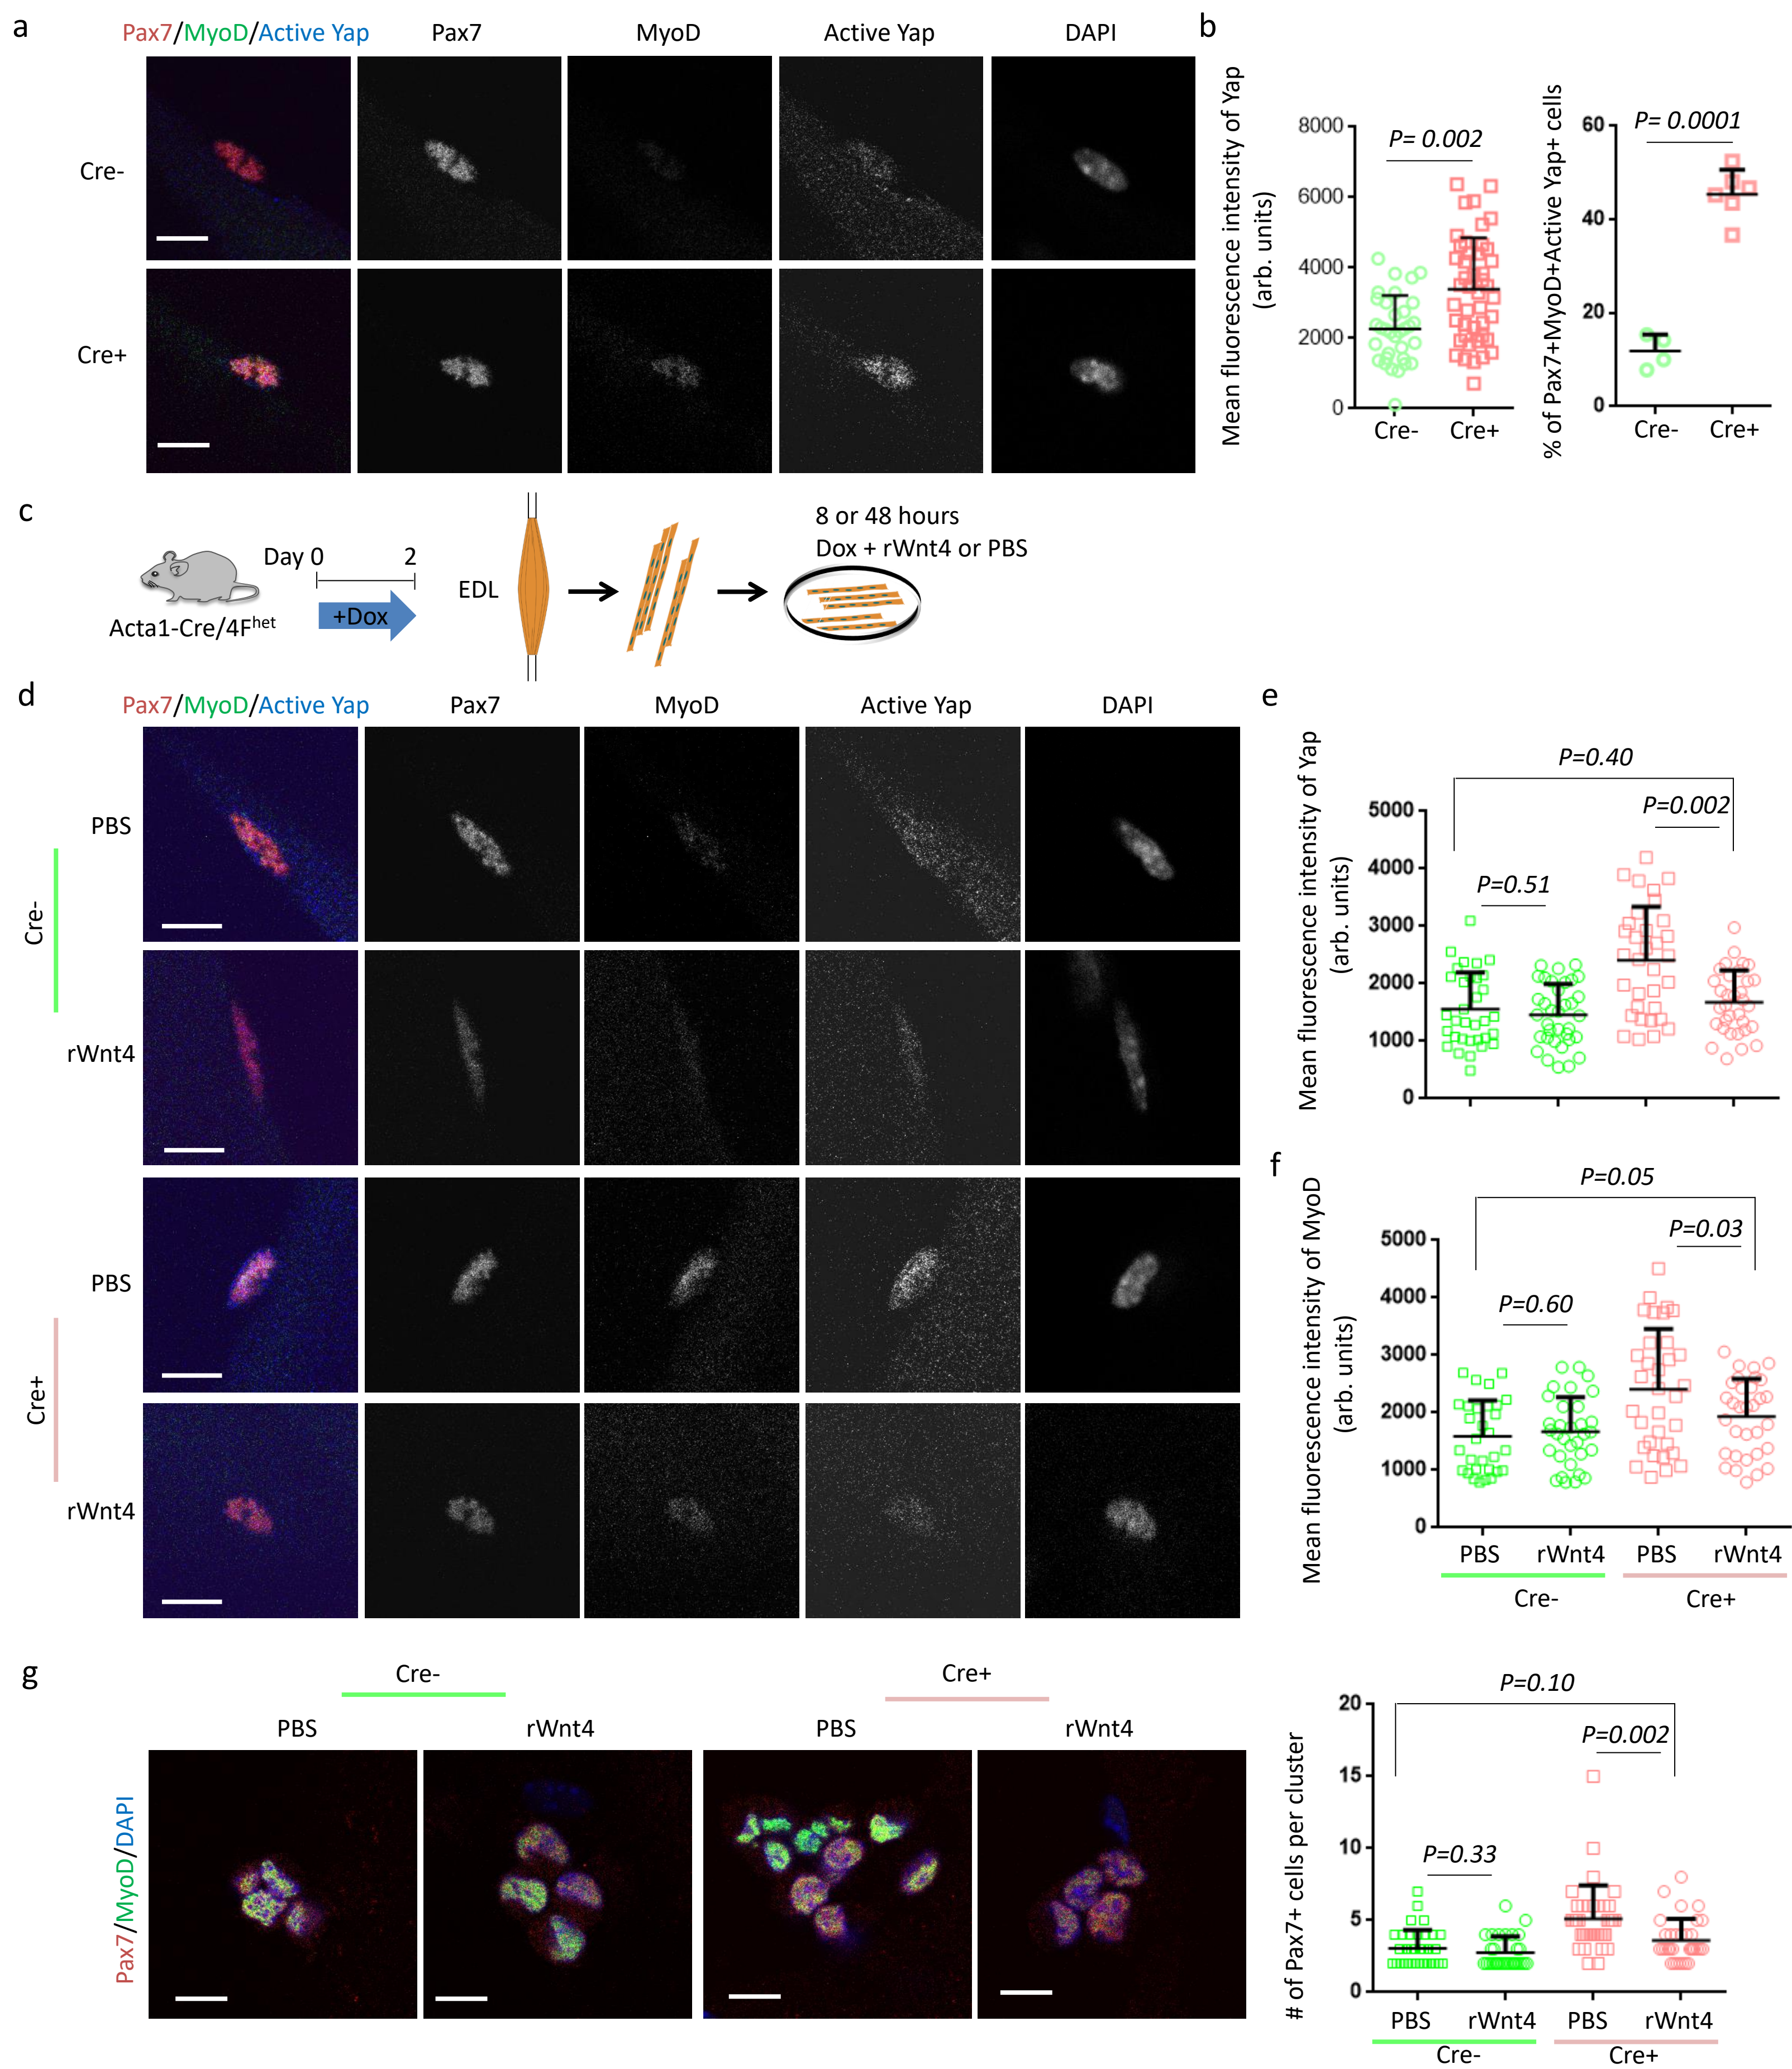

Supplementary Fig. 10: Recombinant Wnt4 diminishes the activation and proliferation of SCs on myofibers with OSKM induction.

a, Immunostaining of Pax7, MyoD and active Yap in single myofibers. Scale bars= 10  $\mu$ m. b, Quantification of the signal intensity of active Yap. n= 33 SCs on Cre<sup>-</sup> myofibers and 45 SCs on Cre<sup>+</sup> myofibers. Quantification of the percentage of Pax7<sup>+</sup>MyoD<sup>+</sup>active Yap<sup>+</sup> cells. n=4 Cre<sup>-</sup> muscles and 6 Cre<sup>+</sup> muscles. Error bars represent mean+SD. c, Schematic representation of the experimental design. d, Immunostaining of Pax7, MyoD and active Yap in single myofibers after culture for 8 hours with or without rWnt4 treatment. Scale bars= 10  $\mu$ m. e, Quantification of the signal intensity of active Yap. n= 33 SCs and 35 SCs on Cre<sup>-</sup> myofibers treated with PBS and rWnt4, respectively. n= 33 SCs and 33 SCs on Cre<sup>+</sup> myofibers treated with PBS and rWnt4, respectively. Error bars represent mean+SD. f, Quantification of the signal intensity of MyoD. n= 30 SCs and 32 SCs on Cre<sup>-</sup> myofibers treated with PBS and rWnt4, respectively. n= 33 SCs and 31 SCs on Cre<sup>+</sup> myofibers treated with PBS and rWnt4, respectively. Error bars represent mean+SD. g, Immunostaining of Pax7 and MyoD and quantification of Pax7<sup>+</sup> cells per cluster in single myofibers after culture for 48 hours with or without rWnt4 treatment. n= 35 and 30 cell clusters on Cre<sup>-</sup> myofibers treated with PBS and rWnt4, respectively. n= 37 and 33 cell clusters on Cre<sup>+</sup> myofibers treated with PBS and rWnt4, respectively. Myofibers were isolated from 4 Cre<sup>-</sup> EDL muscles and 4 Cre<sup>+</sup> EDL muscles. Error bars represent mean+SD. A two-sided unpaired Student's t-test was performed.

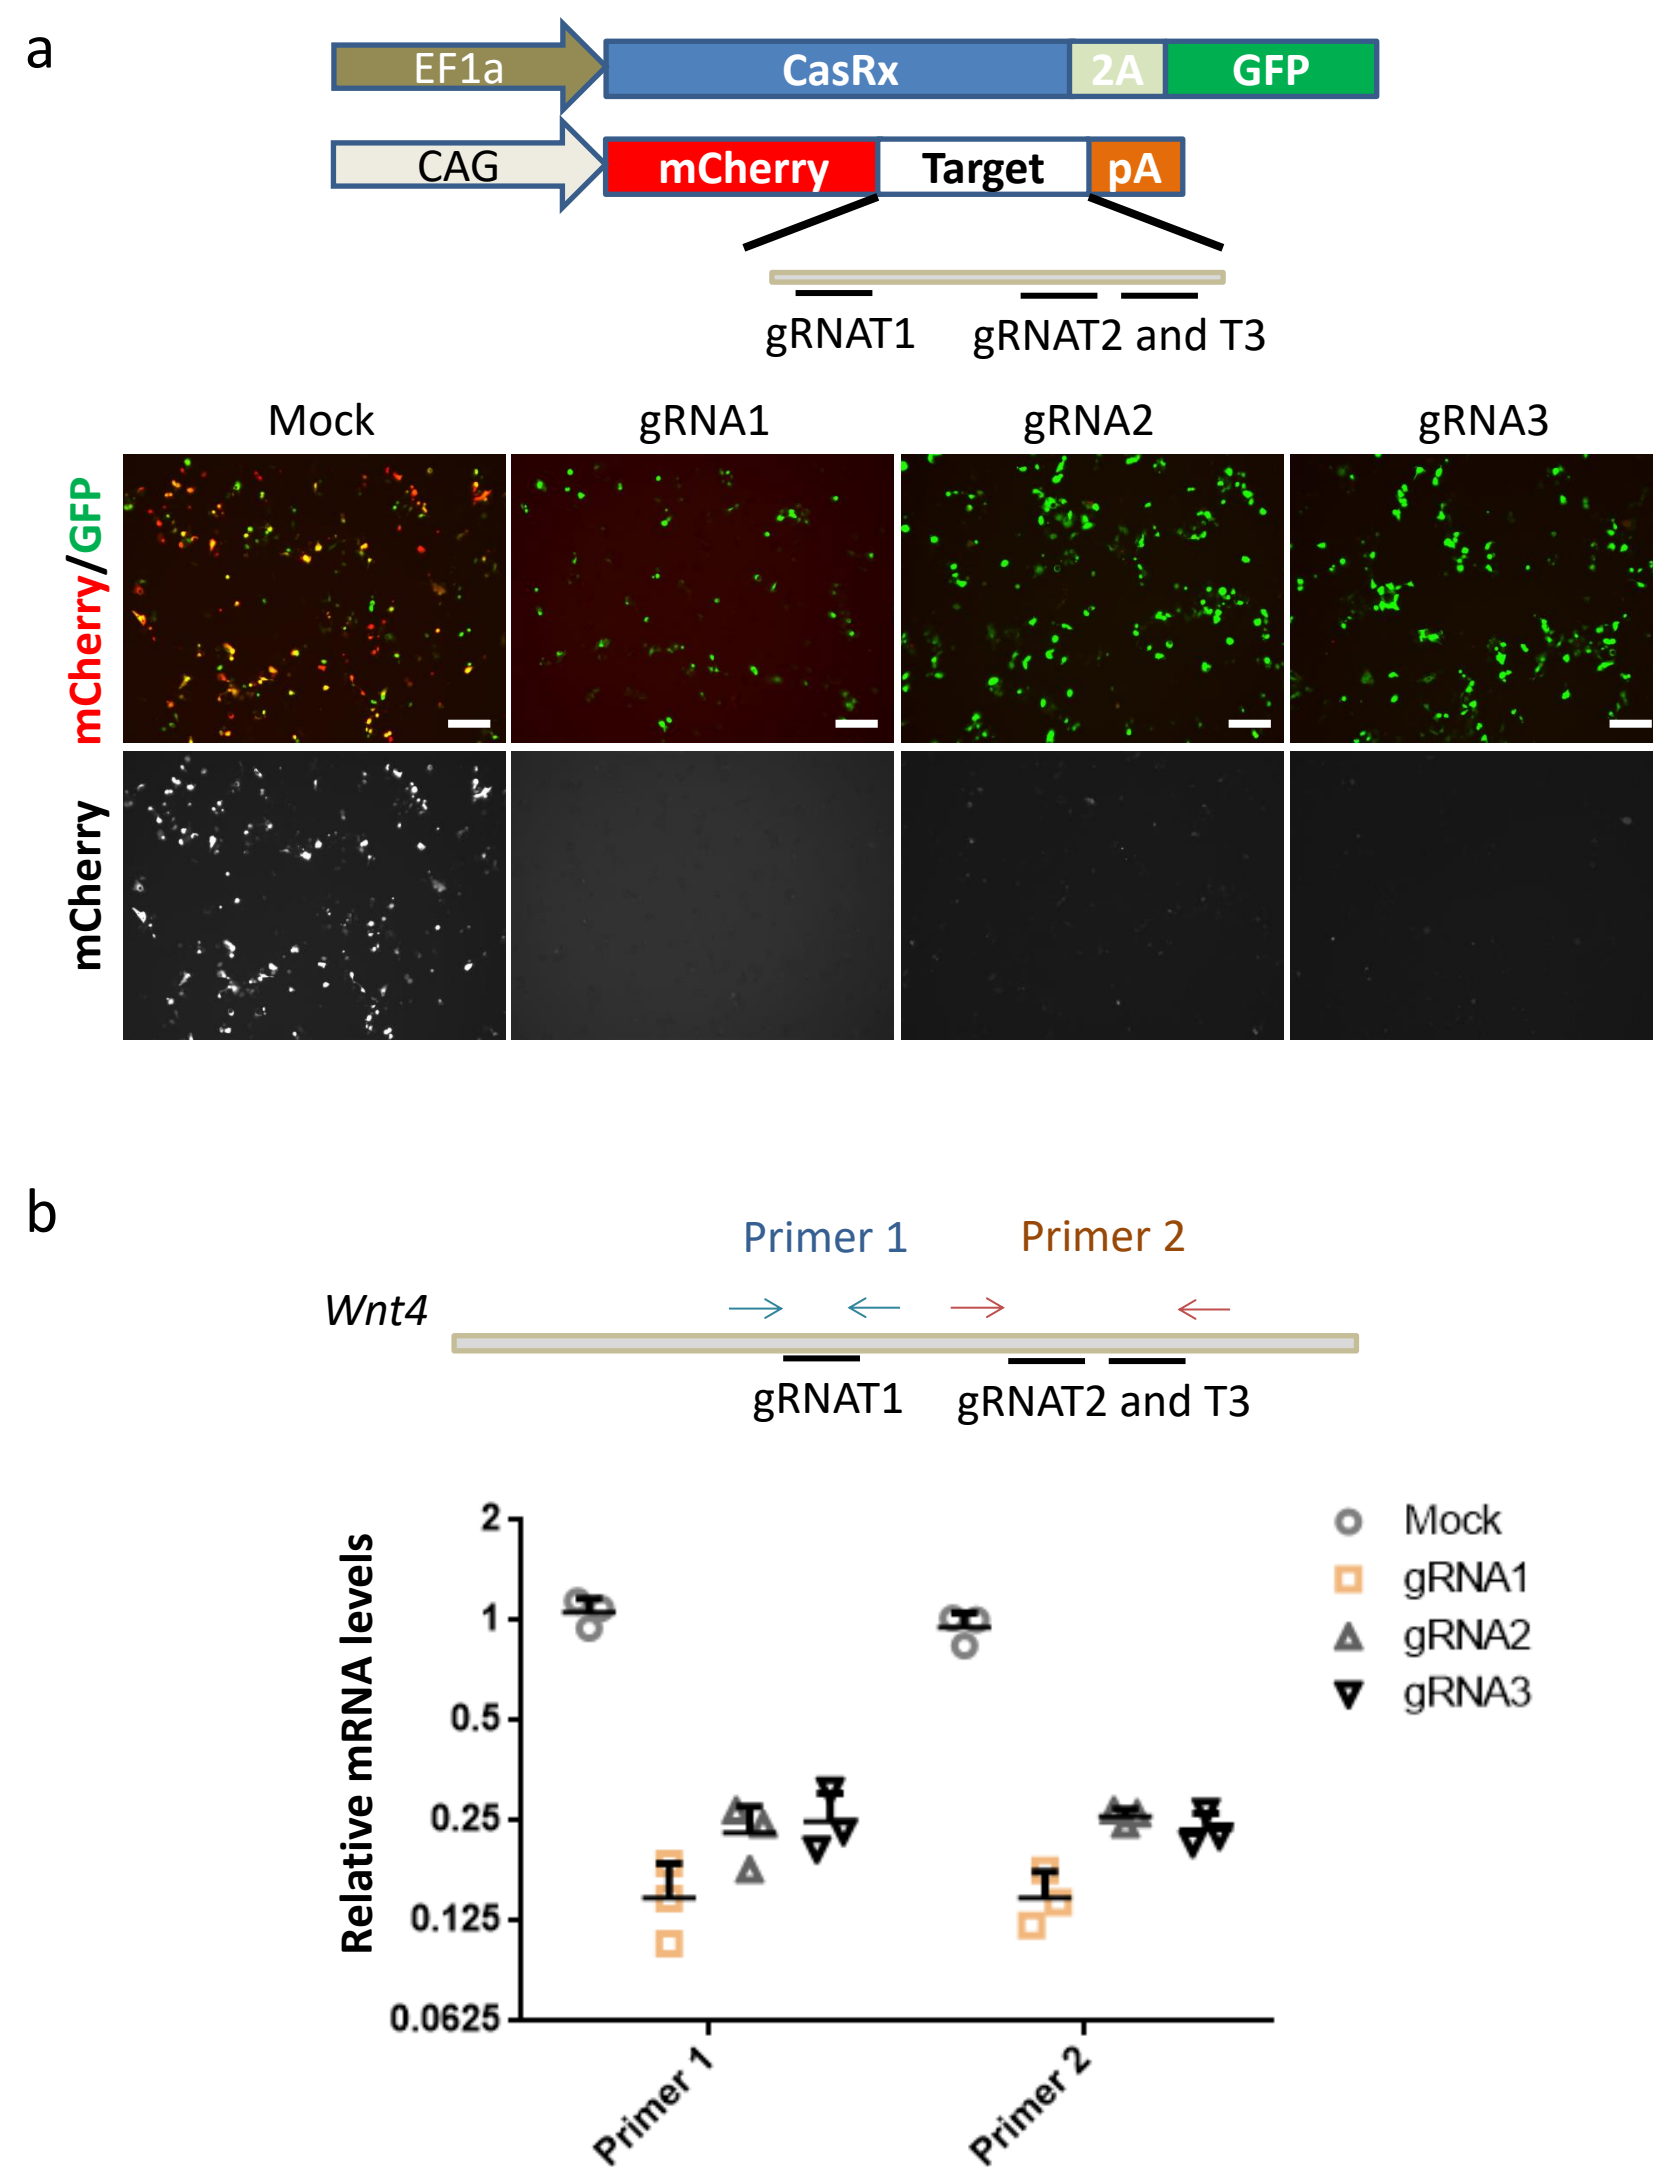

Supplementary Fig. 11: Screen gRNAs for CasRx-mediated Wnt4 knockdown.

a, Illustration of the fluorescence reporter designed for detecting the knockdown efficiency of CasRx-related gRNAs. Scale bars= 100  $\mu$ m. b, Quantification of the knockdown efficiency of CasRx-related gRNAs. Error bars represent mean+SD of 3 biological replicates. A two-sided unpaired Student's t-test was performed.

Supplementary Table 1: qPCR primers

| Gene Name       | 5'-Sequence-3'           |
|-----------------|--------------------------|
| Oct4-f          | GGCTTCAGACTTCGCCTTCT     |
| Oct4-r          | TGGAAGCTTAGCCAGGTTCG     |
| Sox2-f          | TTTGTCCGAGACCGAGAAGC     |
| Sox2-r          | CTCCGGGAAGCGTGTACTTA     |
| Klf4-f          | GCACACCTGCGAACTCACAC     |
| Klf4-r          | CCGTCCCAGTCACAGTGGTAA    |
| c-Myc-f         | ACCACCAGCAGCGACTCTGA     |
| c-Myc-r         | TGCCTCTTCTCCACAGACACC    |
| Gapdh-f         | CATGGCCTTCCGTGTTTCCTA    |
| Gapdh-r         | CCTGCTTCACCACCTTCTTGAT   |
| Wnt4-f          | CGAGGAGTGCCAATACCAGT     |
| Wnt4-r          | GCCACACCTGCTGAAGAGAT     |
| p21-f           | CGCTGTCTTGCACTCTGGT      |
| p21-r           | CGTTTTTCGGCCCTGAGATGTT   |
| Wnt4 Primer1-f  | CTGGAGAAGTGTGGCTGTGA     |
| Wnt4 Primer1-r  | CAGCCTCGTTGTTGTGAAGA     |
| Wnt4 Primer2-f  | TGCGAGGTAAAGACGTGCTG     |
| Wnt4 Primer2-r  | CTTGAACTGTGCATTCCGAGG    |
| TATA Proximal-f | CAATTCCCAGCACCAAAAGT     |
| TATA Proximal-r | TCCAAATAAGGTAGGTACCCAAAG |

How the deposited data were processed for this re-analysis (not part of the article)

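RNA was sequenced from EDL and SOL muscles of Cre+ and Cre- mice at 3 time points of Dox (2.5, 5.5 and 8.5 days), with 2 libraries per muscle, genotype and time point and 24 libraries in all. The authors aligned the reads to mm10 with STAR v2.5.3a and counted the reads uniquely aligned to RefSeq exons with HOMER v4.9.1, as the paper's methods and the header of the deposited table state. The values are raw counts per gene, whole numbers without normalization, with replicates kept apart. The table holds 24537 genes, 20709 of them protein-coding, and gives the exon length of each transcript in bases. Coordinates are those of GRCm38. Of the genes, 394 have several copies in the annotation, and reads that align to several places are not in the counts.

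The total count per library was between 36088781 and 53041969 in the 16 libraries of 2.5 and 8.5 days, and between 37834210 and 54679082 in the 8 libraries of 5.5 days. A count of 0 still allows up to 3 counts, which is between 0.0549 and 0.0831 CPM over the 24 libraries and covers counting error only. FPKM values were the counts divided by exon length and by the total count of the library. A fold change against a group whose libraries all lie at or under 3 counts was computed against that limit and is given as a lower bound. Where such a library held any counts, counting error can exceed the limit, so the value bounds the counted ratio only.

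Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood test after TMM normalization, with edgeR's filter on low counts (minimum count 10) and one mean per group. The 16 libraries of 2.5 and 8.5 days were fitted together in 8 groups (15372 genes tested), and the values of 5.5 days came from a fit of all 24 libraries (15478 genes tested). The p values were adjusted by Benjamini-Hochberg, and the thresholds were an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The tests were Cre+ against Cre- in each muscle and time point, the difference of these changes between muscles and between time points, EDL against SOL within each genotype, and time point against time point. A PCA of the 500 most variable genes and Euclidean distances over all genes used log2(FPKM + 5).

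Gene lists were tested with camera and fry of limma 3.58.1 on log-cpm values with a prior count of 2, with an inter-gene correlation of 0.01 in camera. The 24 lists were written before the data were examined. They cover oxidative phosphorylation, the TCA cycle, fatty acid oxidation, glycolysis, muscle contraction and differentiation, the actin and microtubule cytoskeleton, p53 targets, ribosome biogenesis, denervation, developing muscle, the pluripotency network, the genes of Fig. 6a, fast and slow fibre genes, erythroid genes and markers of macrophages and monocytes, neutrophils, satellite cells, endothelium, fibroblasts, Schwann cells, adipocytes and tendon. Lists of interferon-response genes, other cyclophilins, Y-linked genes and liver transcripts were written after the data were seen. In 3 cases the deposited table uses an older gene symbol than the list.

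Named genes were chosen by a rule set beforehand. They are the genes the paper names for its RNA-seq, the genes of Fig. 6a, the 5 largest rises and falls shared by both EDL comparisons with a mean of at least 1 FPKM and with every Cre+ library beyond every Cre- library of its day, the 3 largest differences between muscles in each direction, the 3 most abundant genes of each list and the largest changes of 5.5 days. Ppia, Alb, Col1a1, Sparc, Dcn, Pdgfra and Xist were named after their values were seen.

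The alternatives were DESeq2 1.42.0 on the same libraries and on the 4 libraries of each comparison, the size factors of DESeq2 and library size alone in edgeR, 2 other filters on low counts, fits of the 4 libraries of a comparison, of 1 muscle and of all 24 libraries, 2 other thresholds, a replicate block, and leaving out each library in turn. FPKM by TMM-scaled library size, a pseudocount of 1, other numbers of genes and other lists were tried where they apply. Whether the replicate numbers pair the libraries was checked by the correlation of their deviations from the group means over 15478 genes. It ranged from 0.173 to 0.445 for EDL and SOL libraries with the same number in 6 groups and from -0.169 to 0.0578 for Cre+ and Cre- libraries. A fit with the muscles of one mouse as a block was therefore added after the data were seen.

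The tests were tested on simulated data with 200 changed genes, drawn from genes with higher counts and all changed by more than the threshold. Smaller changes were not simulated. edgeR recovered 178 of them (89%) with 13 other genes, and 137 (68.5%) with 11 others for a difference between muscles. DESeq2 recovered 186 (93%) with 31 others. In an unchanged group edgeR called 0 genes and DESeq2 3. Camera and fry each called the 1 changed list of 21 lists of 40 genes and 0 others. That list held only genes simulated to rise, and the genes were drawn independently of each other. The simulation therefore cannot show how correlation between genes affects the calls of lists. Co-expression modules and GO terms were not analysed here.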

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

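The tests of explanations in this part were chosen only after the result was seen, except the 2 at equal library totals. The counts of changed genes come from the edgeR tests described above. The choices of thresholds, gene lists and alternatives were made before the data were examined, except where stated.

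The change from Cre- to Cre+ differed between EDL and SOL muscles, by a test of the difference itself, for 654 genes after 2.5 days and 91 genes after 8.5 days. With every library thinned to 36088781 counts, 656 and 88 genes differed, which argues against fewer counts in SOL libraries as the cause. More RNA of other cell types in SOL muscles would lower transcripts that myofibers make by the factor that separates the Pou5f1 levels, 2.59 and 2.86 on the log2 scale. The median log2 ratio of SOL to EDL of 32 muscle transcripts of both fibre types was -0.205 in Cre- mice, with quartiles of -0.68 and 0.54 over the genes and EDL minus SOL between -0.11 and 0.40 over pairs of libraries, which argues against it. A lower OSKM level in SOL muscles stays open. The Cre+ EDL replicate 1 of 5.5 days had 1.02 FPKM of Pou5f1, below every Cre+ SOL library of 2.5 and 8.5 days. The median log2 change in it of the genes upregulated in EDL muscles at both time points was 0.175, against 0.22 to 0.35 in those SOL libraries. It is a single library of another day, so a lower level and a weaker response of SOL muscles cannot be told apart. The fibre types of the 2 muscles are an untested biological explanation.

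The paper does not report on the libraries of 5.5 days. The Cre+ EDL libraries of that day held 64 and 1686 Pou5f1 counts, and the Cre+ SOL replicate 2 held 22, above the 0 to 2 counts of the Cre- libraries of that day. Reads carried over from another library could give such counts. Carried-over reads only add counts, and the genes downregulated in EDL muscles at both other time points had a median log2 change of -0.242 in EDL replicate 1, beyond the 0.04 by which the Cre- EDL libraries of that day deviate. This single library does not decide it. In SOL replicate 2 the same median was 0.022, so carry-over and a low OSKM level cannot be told apart there, since a level that low may change nothing. Pou5f1 in EDL muscles was at least 278.3-fold higher in Cre+ mice (adjusted p = 0.0225, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 2 of 2 libraries). Without the Cre+ EDL replicate 2 this bound was 19.76-fold, and the fitted log2 fold change of Pou5f1, which is no bound, fell from 9.59 to 5.77.

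In EDL muscles 47 genes changed after 5.5 days, 40 upregulated and 7 downregulated, and 1307 at an unadjusted p under 0.05. In SOL muscles 0 genes changed, with 597 at an unadjusted p under 0.05. A difference in library size is argued against, since the totals of the 2 Cre+ EDL libraries lie between those of the Cre- libraries. Mislabelled samples are argued against as well. Of 1626 genes that changed in EDL muscles at both other time points, OSKM left out, 95.2% moved the same way in EDL muscles after 5.5 days, against 49.6% in SOL muscles and 54.2% between the Cre- EDL replicates. Of the 47 genes, 46 moved the same way after 2.5 days and 47 after 8.5 days, and 44 and 45 were called there in that direction. An effect of OSKM in EDL muscles at this time point is a hypothesis. In edgeR, a fit of the 4 EDL libraries alone gave 3 genes. DESeq2 called more than 47 genes in EDL muscles, also on these 4 libraries alone. On the 4 SOL libraries it called genes as well, where the fit above gave 0. The number therefore depends on the method, and the cause was not tested. Why the OSKM level was lower at 5.5 days than at the other time points was not tested.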

How the results depend on the processing

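The tests in this part were not chosen after a result was seen, apart from the block by mouse, the crossed block and the count of niche-related genes changed at either time point. Counts were compared within a factor of 1.5, and the cause of a change was not tested unless stated. Among the results that answer a comparison, 130 counts, 467 values of single genes, 29 other values and 81 tests of gene lists stayed on their side under an alternative.

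With DESeq2, 364 genes changed in SOL muscles after 2.5 days (180 upregulated, 184 downregulated) and 168 in SOL muscles after 8.5 days (106 and 62), where the fit described above gave 59 and 97. The change differed between the time points for 144 genes, and between muscles for 1448 and 347 genes after 2.5 and 8.5 days. In EDL muscles after 5.5 days 171 genes changed. With DESeq2 on the 4 libraries of each comparison the counts were 537 in SOL muscles after 2.5 days, 227 in SOL muscles after 8.5 days, 189 in EDL muscles after 5.5 days and 31 in SOL muscles after 5.5 days. Scaled by library size alone, 92 genes changed in SOL muscles after 2.5 days (89 upregulated, 3 downregulated) and 86 in EDL muscles after 5.5 days (82 and 4), and 1001 differed between muscles after 2.5 days.

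Without a filter on low counts, 109 genes changed in SOL muscles after 2.5 days and 84 in EDL muscles after 5.5 days, and 3 differed between the time points. With at least 10 counts in every library, 28 genes changed in SOL muscles after 8.5 days, where fewer genes are tested, and 3 differed between the time points. With an absolute log2 fold change over 1, 1761 genes changed in EDL muscles after 2.5 days and 898 in EDL muscles after 8.5 days, 679 at both time points, 1082 after 2.5 days only and 219 after 8.5 days only. The union held 2014 genes, and 3 niche-related genes changed at both.

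In edgeR fits of the 4 libraries of each comparison, which have fewer samples, 2434 genes changed in EDL muscles after 2.5 days, 1021 in EDL muscles after 8.5 days, 0 in SOL muscles after 8.5 days and 3 in EDL muscles after 5.5 days. Of these, 793 changed at both time points and 228 after 8.5 days only, 7 niche-related genes changed at either time point, and the union held 2678 genes. In fits of 1 muscle, 1360 genes changed in EDL muscles after 8.5 days, 29 in SOL muscles after 2.5 days, 18 in SOL muscles after 8.5 days and 6 in EDL muscles after 5.5 days, with 1075 at both time points and 285 after 8.5 days only. In the fit of all 24 libraries, 112 genes changed in SOL muscles after 2.5 days, 7 differed between the time points and 1157 between muscles after 2.5 days.

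The replicate number as a block left 56 genes with a difference between muscles after 8.5 days and 480 after 2.5 days. With the muscles of one mouse as a block, chosen after the data were seen, 1019 and 175 genes differed between muscles. With the numbers of the Cre- libraries exchanged, also chosen after the data were seen, 2292 genes changed in EDL muscles after 8.5 days. The block changed no other call of a result that answers a comparison.

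Among single genes, Sox2 in SOL muscles no longer passed in the fit of all 24 libraries (log2 fold change 5.97 and 5.59, adjusted p = 0.0656 and 0.0859 in edgeR, over the alternatives from 5.07e-19 to 0.0656 and from 2.04e-18 to 0.166). The same held for the EDL over SOL level in Cre+ mice of Sox2 (2.41, adjusted p = 0.0519, the highest from 0.00013 up) and Klf4 (1.25, adjusted p = 0.0648, the highest from 0.0136 up) after 2.5 days. In edgeR fits of 4 libraries Pou5f1 and Sox2 no longer passed in SOL muscles after 8.5 days (9.62 and 5.58) and in EDL muscles after 5.5 days (9.60 and 7.29), nor at 5.5 days in fits of 1 muscle (9.61 and 7.29). Myc in SOL muscles passed with DESeq2 (2.16 and 2.37), with DESeq2 on 4 libraries (2.16 and 2.37), without a filter (2.18 and 2.38) and, after 2.5 days, with edgeR on 4 libraries (2.16). At 5.5 days in EDL muscles Myc passed with DESeq2 (2.95) and without a filter (2.96), and Wnt4 with DESeq2 on 4 libraries (-1.01). Over the alternatives, the adjusted p of Myc in SOL muscles ranged from 4.42e-13 to 0.159 after 2.5 days and from 1.08e-12 to 0.255 after 8.5 days.

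The mean level of Klf4 in Cre+ SOL muscles after 2.5 days was 14.99 FPKM by TMM-scaled library size, against 16.57. The ratio of the median absolute log2 fold change in EDL over SOL muscles was 1.84 and 2.09 over all genes tested, and 1.47 and 0.928 over the genes called in SOL muscles. With the correlation estimated for each list, camera gave an adjusted p of 0.714 for oxidative phosphorylation in all 4 comparisons, for muscle contraction and differentiation in the 3 where it had passed and for microtubule cytoskeleton in the 3 where it had passed. With fry, muscle contraction and differentiation had 0.123 in EDL muscles after 8.5 days and 0.296 in SOL muscles after 2.5 days, microtubule cytoskeleton 0.12 in EDL and 0.496 in SOL muscles after 8.5 days, and oxidative phosphorylation 0.421 in SOL muscles after 8.5 days. Under the other alternatives these lists passed in the comparisons where they had passed, with adjusted p as low as 3.53e-41 for oxidative phosphorylation, 1.04e-11 for muscle contraction and differentiation and 0.000755 for microtubule cytoskeleton.

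The sign turned in 33 results, none of them past the threshold under the alternative. For a list, the sign counted here is the direction given by the test and not that of the median. The list medians in EDL muscles that turned under library size alone, given above, are therefore not among the 33. In EDL muscles after 2.5 days these were, with library size alone, Fn1 0.22, Fgf7 0.26, Fgf9 0.0617, Fgf13 0.00463 and Wnt5a 0.17, and, with the replicate block, Dll1 -0.00535. After 8.5 days they were, with library size alone, Dll1 0.0883, Cdh2 0.0786, Fgf7 0.0851, Fgf13 0.0399, Jag2 0.0452, Fgf16 0.17 and Fgf12 0.0342. Cdh5 had -2.17e-05 with DESeq2, -0.0018 with its size factors in edgeR, -0.019 with all 24 libraries and -0.00963 with the replicate block, and Wnt5a -0.0013 with all 24 libraries. Fgf16 had 0.0174 with DESeq2 on 4 libraries, 0.00553 without a filter, 0.01 and 0.0108 in edgeR fits of 4 libraries and of 1 muscle, and 0.00796 with the replicate block. Among lists, adjusted p values after a turn were 0.991 for adipocyte markers in EDL muscles after 2.5 days with fry. With genes of at least 1 FPKM they were 0.957 for the pluripotency network in EDL muscles after 2.5 days, 0.958 for neutrophil markers and 0.685 for the niche genes of Fig. 6a in SOL muscles after 2.5 days, and 0.936 for muscle denervation response and 0.968 for Schwann cell markers in SOL muscles after 8.5 days. Scaling by library size alone gave 0.778 for neutrophil markers and 0.798 for Schwann cell markers in SOL muscles after 2.5 days, and 0.934 for muscle denervation response and 0.975 for tendon markers in SOL muscles after 8.5 days. None of these lists passed under any alternative, the lowest adjusted p being 0.178 for the pluripotency network. Of the other results, 50 single genes became weaker and 17 stronger, and 43 tests of lists became weaker and 5 stronger.

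The following ranges are over fits that each left out one library. Without the Cre+ EDL replicate 2 of 2.5 days Pou5f1, Sox2, Myc and Klf4 had the lowest values in EDL muscles and over SOL muscles at that time point. In EDL muscles after 2.5 days the log2 fold change ranged from 8.38 to 10.86 for Pou5f1, 7.31 to 9.59 for Sox2, 2.897 to 4.77 for Myc, 1.30 to 2.50 for Klf4 and 2.31 to 2.86 for Cdkn1a, and after 8.5 days from 1.49 to 2.40 for Klf4. In SOL muscles it ranged from -0.17 to 0.39 for Klf4 after 2.5 days, and after 8.5 days from 8.66 to 12.1 for Pou5f1, 4.98 to 6.50 for Sox2 and -0.475 to 0.36 for Klf4. At 5.5 days in EDL muscles it ranged from 5.77 to 12.85 for Pou5f1, 3.06 to 8.97 for Sox2, 0.44 to 3.81 for Myc, -0.36 to 1.52 for Klf4 and -0.0347 to 2.16 for Cdkn1a, with the lowest without Cre+ replicate 2, and in SOL muscles from 0.95 to 6.91 for Sox2 and -1.25 to -0.24 for Klf4. The level in Cre+ EDL over Cre+ SOL muscles ranged after 2.5 days from 1.235 to 3.15 for Pou5f1, 1.09 to 3.14 for Sox2, 1.17 to 3.04 for Myc and 0.53 to 1.73 for Klf4, and after 8.5 days from 2.42 to 3.34 for Pou5f1 and 1.25 to 2.02 for Klf4. In Cre- mice it ranged after 2.5 days from -0.60 to 1.29 for Pou5f1 and -1.19 to 0.34 for Sox2, and after 8.5 days from 1.93 to 5.36 for Pou5f1, -0.95 to 0.55 for Sox2, -0.061 to 0.45 for Myc and -0.85 to 0.0876 for Klf4. The fitted values of Pou5f1 against groups at 3 counts or fewer are no bounds. The EDL over SOL ratio by PCA ranged from 2.78 to 4.045 after 2.5 days and 2.16 to 3.79 after 8.5 days, and that of the median absolute log2 fold change after 2.5 days from 2.76 to 3.85. The depth of the data limits Pou5f1 in Cre- libraries, where 0 to 5 counts leave the size of a fold change open.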

Differences from the paper's values

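In EDL muscles 313 genes were downregulated after 8.5 days only, against the paper's 202. Of the alternatives set before the data were examined, DESeq2 on the 4 libraries of each comparison (204 genes), library size alone (234), at least 10 counts in every library (297) and the replicate block (295) came within a factor of 1.5 of the paper's value. DESeq2 on the 16 libraries (439), its size factors in edgeR (335), no filter (353), edgeR on the 4 libraries of each comparison (110), fits of 1 muscle (133), all 24 libraries (497), an adjusted p alone (328) and an absolute log2 fold change over 1 (117) did not. DESeq2 on the 4 libraries of each comparison, which the paper's methods word as pairwise, also gave 1158 upregulated and 655 downregulated genes after 2.5 days only, 191 upregulated after 8.5 days only, 869 and 564 at both time points and a union of 3862, where the paper gives 1142, 697, 181, 876, 578 and 3858. The fit described above gave 1174, 880, 229, 944, 686 and 4262 for these.

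Among the niche-related genes of Fig. 6a, 5 changed in EDL muscles at both time points, against the paper's 13. The alternatives set before the data were examined gave between 3 and 5, and none closed the gap. The number that changed at either time point was 12, a count chosen after the values were seen, and it was 13 with DESeq2 on the 16 libraries, with its size factors in edgeR, with all 24 libraries and with adjustment over the list alone. It was 9 with DESeq2 on the 4 libraries of each comparison, 9 with fits of 1 muscle, 7 with edgeR on the 4 libraries of each comparison, 10 with library size alone, 11 with at least 10 counts in every library, 12 without a filter and with the replicate block, 14 with an adjusted p alone and 8 with an absolute log2 fold change over 1.

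The EDL over SOL ratio of mean FPKM in Cre+ mice was 6.71 for Pou5f1 and 6.41 for Sox2, against the paper's 4. By TMM-scaled library size it was 6.39 and 6.10 with a difference from the paper's value within the SD of the ratio between pairs of libraries (2.43 and 2.13). The ratio of the means in the paper's source data is 6.69 for Pou5f1, 6.40 for Sox2 and 5.72 for Myc.

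The paper reports that the activated genes are enriched for pathways of cytoskeleton organization. Here the actin list did not pass the threshold in any of the 4 comparisons, and the microtubule list passed in 3. The paper tested GO terms for over-representation among its activated genes. Here lists written beforehand were tested for a shift over all their genes, so the 2 results answer different questions. The paper counts Wnt2b among the changed niche genes, and here it passed the threshold after 2.5 days only. It also calls the level of Wnt2b low, with a limit that the mean of the Cre- EDL libraries here stays under (0.075 FPKM on the paper's scale) and that of the Cre+ libraries exceeds (0.711, libraries between 0.162 and 2.03). That scale was set by a factor of 0.527 estimated from the paper's own values. The paper reports that Myc was induced in SOL muscles, and its change did not pass the threshold here but passed with DESeq2 on the 16 libraries, with DESeq2 on the 4 libraries of each comparison, without a filter on low counts and, after 2.5 days, with edgeR on the 4 libraries.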

Other observations

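The tests of explanations in this part were chosen only after the result was seen, except those of Ppia and of the high-OSKM library. The gene lists tested in SOL muscles were written before the data were examined. The genes named for 5.5 days, Trp53 and Pax7 were chosen by the rule set beforehand.

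All 46 genes downregulated in SOL muscles after 8.5 days, and 15 of the 999 downregulated in EDL muscles, are transcripts that liver makes in bulk. The first number holds by construction, since these genes were recognised as liver transcripts after they were called. A second list of 54 other liver transcripts, of which 39 had a median of at most 3 counts in the Cre+ libraries, was written after these genes had been seen. Its summed level was 5.48 and 47.2 CPM in the 2 Cre- SOL libraries and 2.58 and 3.35 CPM in the 2 Cre- EDL libraries of 8.5 days, against at most 1.42 CPM in the other 20 libraries. Alb had 6.40 and 43.8 FPKM in the 2 Cre- and 0.423 and 0.482 FPKM in the 2 Cre+ SOL libraries of that day. RNA of liver in the Cre- libraries of 8.5 days is a candidate explanation. The called genes were higher in Cre- SOL replicate 2 than in replicate 1 by a median of 2.21 on the log2 scale (quartiles 1.75 and 2.76). How it came there is open. The Cre- SOL replicate 1 and the Cre+ SOL replicate 2 of 5.5 days also had raised levels of the second list, 1.42 and 1.18 CPM, against at most 0.745 CPM in the remaining 18 libraries, so the signal is neither confined to Cre- libraries nor to 8.5 days. Of either liver list, 0 genes are among those whose change differed between muscles after 8.5 days.

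Y-linked transcripts had at least 142.1 CPM in the 8 libraries of 2.5 days and at most 0.810 CPM in the 16 of 5.5 and 8.5 days, a factor of 175. Xist had at most 1.05 CPM in the former and at least 113.9 CPM in the latter. Carry-over or mixed samples are argued against by this factor. All 8 libraries of 2.5 days carry Y-linked transcripts, so the sex of the mice and the duration of Dox cannot be told apart as the source of a difference between time points. The ratio of the median changes of the 2 time points in EDL muscles was 1.16 without the Cre+ EDL replicate 2 of 2.5 days, against 1.39. A single library with a high OSKM level may thus account for part of it, and with 1 library left this stays open.

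Klf4 did not rise in SOL muscles. From the Klf4 gained per Pou5f1 in EDL muscles, the Pou5f1 level of SOL muscles predicts a gain of 5.63 FPKM after 2.5 days and 5.76 after 8.5 days, below the 5.98 and 9.76 FPKM between the Cre- replicates. The measured gains were 2.45 and -0.07 FPKM. Cassette reads too few beside the endogenous Klf4 reads are a candidate explanation.

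Across the 6 Cre+ EDL libraries of all time points, the Pearson r of log2 Pou5f1 and the mean change of the oxidative phosphorylation list was -0.726 (exact p = 0.0764 by permutation, adjusted p over 5 relations 0.135, Spearman rho -0.829), and -0.96 without the 2 farthest libraries. A relation with the OSKM level of each mouse cannot be told apart from chance with 6 libraries. For the changes of Cdkn1a and Wnt4 r was -0.72 (exact p = 0.108 by permutation, rho -0.257), and -0.015 without the 2 farthest libraries, and a relation within Cre+ libraries stays open for the same reason. The other relations of Pou5f1 gave r of -0.431 with the muscle contraction and differentiation list, 0.91 with Cdkn1a and -0.794 with Wnt4 (exact p = 0.456, 0.0833 and 0.0542 by permutation, rho -0.429, 0.314 and -0.6). Without the 2 farthest libraries they were -0.735, 0.32 and -0.936, so that the r with Cdkn1a rests on these libraries.

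EDL and SOL libraries with the same number deviated together from their group means, with a correlation from 0.173 to 0.445, positive in all 6 groups. For Cre+ and Cre- libraries it ranged from -0.169 to 0.0578. The strongest of these was close in size to the weakest between EDL and SOL libraries. Muscles of one mouse are a candidate explanation.

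In the Cre- libraries of 5.5 days, 5 collagen genes were lower than at the other time points. They fell by 2.49 on the log2 scale and 11 other fibroblast markers by 0.71, a difference of -1.785. The collagens minus the other markers lay between -0.03 and 0.69 in the 4 libraries of 5.5 days and at 1.593 or more in the 8 others. With same-numbered EDL and SOL libraries as 1 unit, 6 in all, the exact p by permutation was 0.0667, the smallest these permutations can give. Of the other markers, chosen here after their values were seen, Sparc fell by 2.20, while Dcn, with 366.0 FPKM at the other time points, and Pdgfra changed by -0.27 and -0.37, which argues against fewer fibroblasts as the whole cause. Col1a1 had 305.9, 36.9 and 389.2 FPKM after 2.5, 5.5 and 8.5 days. Sex of the mice could differ between time points, but the libraries of 5.5 and 8.5 days carry the same sex transcripts, and the lowest mean of the collagens at 8.5 days lay 2.042 above the highest at 5.5 days, which argues against sex. Batch was not tested.

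Interferon-response genes (22) were higher in the Cre- replicate 1 of 5.5 days than in replicate 2, by 1.63 in EDL and 2.63 in SOL muscles on the log2 scale. The EDL library does not stand out from all others, since its mean of 3.697 lies under the 4.325 of the Cre+ SOL replicate 1 of 8.5 days. More immune cells in the muscle could raise them. The macrophage and monocyte list differed by -0.604 in EDL and 0.578 in SOL muscles, within the range of the other 22 libraries, and the 2 directions leave this open. All 22 genes of that list passed the filter on low counts in these muscles, and its most abundant genes, Lyz2, Cd74 and H2-Ab1, had means of 59.1, 56.04 and 29.1 FPKM over the 16 libraries of the other days.

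Ppia (chromosome 11, 6415870 to 6419810) rose in EDL muscles after 2.5 days by 2.902 on the log2 scale (adjusted p = 9.91e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 of 2 libraries), and by 0.81 after 8.5 days (adjusted p = 0.0211). The 10 other cyclophilins changed by -0.31 to 0.844 after 2.5 days, which argues against their reads as the source. Pseudogenes of Ppia were not tested.

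In SOL muscles, lists that passed the threshold of camera after 2.5 days besides those named at the claims were macrophage and monocyte (median log2 fold change 0.30, adjusted p = 0.0407), endothelial (-0.21, 0.0179), fibroblast (0.28, 0.00637), adipocyte (0.38, 0.0378), erythroid (-0.54, 0.0131) and fast fibre genes (-0.41, 0.00337), and after 8.5 days macrophage and monocyte (0.28, 9.67e-05) and ribosome biogenesis (0.13, 0.0252). None passed with fry, where the adjusted p was between 0.396 and 0.763.

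At 5.5 days in EDL muscles, Aldh1b1 (chromosome 4, 45799022 to 45804608) rose by 4.94 and Pcbd1 (chromosome 10, 61089331 to 61094329) by 3.42 on the log2 scale, the latter by 2.81 without the Cre+ replicate 2 (adjusted p = 0.000122 and 0.0168, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ddit4 (chromosome 10, 59949675 to 59951770), Arrdc3 (chromosome 13, 80883422 to 80896043), Med26 (chromosome 8, 72494559 to 72548310) and 2210408F21Rik (chromosome 6, 31220351 to 31337394) changed by -1.65, -1.18, -0.94 and -0.59 (adjusted p = 0.0449, 0.0132, 0.00368 and 0.0449). All 6 were beyond both Cre- libraries in 2 of 2 Cre+ libraries. Sox2 rose by 7.27 (adjusted p = 0.046), and Myc by 2.94 without passing the threshold (adjusted p = 0.116).

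In EDL muscles after 2.5 and 8.5 days, Trp53 (chromosome 11, 69580359 to 69591873) changed by 0.06 and 0.30 on the log2 scale (adjusted p = 0.827 and 0.266) and Pax7 (chromosome 4, 139738081 to 139832968) by 0.26 and 0.52 (adjusted p = 0.346 and 0.0924, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Cre- mice the median log2 ratio of SOL to EDL muscles was 0.71 for the satellite cell list, 0.31 for the endothelial, 2.11 for the adipocyte, -1.08 for the Schwann cell, -0.12 for the fibroblast, -0.08 for the macrophage and monocyte and -0.19 for the tendon list.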
